# Methyltransferase complex subunit METTL3 maintains genome stability of erythroid cells via MTHFD1-mediated nucleotide biosynthesis

**DOI:** 10.1172/JCI196578

**Published:** 2026-03-10

**Authors:** Linlin Zhang, Huizhi Zhao, Shihui Wang, Xueting Wu, Donghao Liu, Hengchao Zhang, Qianqian Yang, Ying Cheng, Xiuyun Wu, Jiangwei Zhao, Shijie Zhang, Huan Zhang, Haojian Zhang, Qiaozhen Kang, Lixiang Chen, Xiuli An, Xiaoli Qu

**Keywords:** Cell biology, Hematology, Epigenetics, Genetic instability

## Abstract

N^6^-methyladenosine (m^6^A) is a prevalent modification of mammalian mRNA. Increasing evidence has documented diverse roles of m^6^A in normal cell physiology and diseases. However, its functional role in erythropoiesis remains poorly understood. In this study, we found that deletion of *Mettl3* using the *EpoR-Cre* mouse led to microcytic/hypochromic anemia due to defective erythropoiesis along with impaired hemoglobin biosynthesis. Mechanically, *Mettl3* deficiency disrupted nucleotide biosynthesis, which induced DNA damage, leading to apoptosis of colony-forming unit–erythroid cells and cell-cycle arrest of erythroblasts. Integrated m^6^A-seq and RNA-seq analysis along with biochemical studies identified Mthfd1, a key enzyme involved in nucleotide biosynthesis, as a Mettl3 direct target gene. Furthermore, deletion of *Mettl3* led to decreased expression of *Mthfd1*, accompanied by a shortage of nucleotides deoxythymidine monophosphate and inosine monophosphate, in erythroid cells. Additionally, inhibition of METTL3 in human erythroid cells led to similar phenotypic and molecular changes, indicating a conserved role of METTL3 in human and murine erythropoiesis. Our findings have identified an METTL3-m^6^A-*MTHFD1* axis that plays a critical role in erythropoiesis by maintaining genome stability of erythroid cells via regulation of nucleotide biosynthesis. These findings provide important insights into the regulatory mechanisms of erythropoiesis and may have implications for underlying the mechanisms of anemias.

## Abstract 2

An unrecognized role of METTL3 in erythropoiesis by safeguarding genomic stability via regulating nucleotide biosynthesis through METTL3-m^6^A-MTHFD1 axis.

## Introduction

In adult humans, the body must produce, through a process termed erythropoiesis, approximately 200 billion new erythrocytes per day to maintain oxygen demand (1). During erythropoiesis, hematopoietic stem cells (HSCs) proliferate and differentiate progressively into burst-forming unit-erythroid (BFU-E) progenitors, colony-forming unit-erythroid (CFU-E) progenitors, proerythroblasts (ProEs), basophilic erythroblasts, polychromatic erythroblasts, and orthochromatic erythroblasts which extrude the nucleus to form reticulocytes (Retics). Retics mature into erythrocytes (2–5). The process of erythropoiesis is tightly regulated by multiple mechanisms. The well-established regulatory mechanisms include signaling transduction mediated by erythropoietin (EPO) and erythropoietin receptor (EPOR) (6), transcriptional regulation by master transcription factors GATA1 and KLF1 (7, 8), epigenetic regulation via DNMT-mediated DNA methylation (9, 10), TET2/TET3-mediated DNA demethylation (11–14), histone deacetylase–mediated histone modification (15–17). RNA modification is another form of epigenetic regulation (18, 19). However, in contrast to the extensive studies cited here, our knowledge of the role of RNA modification in erythropoiesis is very limited.

RNA modifications mainly include methylation, such as N^6^-methyladenosine (m^6^A), N^1^-methyladenosine, and 5-methylcytosine (20). m^6^A is the most abundant modification of mRNA. In the past few years, an increasingly important role of m^6^A in normal cell physiology and disease has been documented (19–21). m^6^A regulates transcriptional processing (22), nuclear export (23), stabilization (24), and translation of the mRNA (25). m^6^A is deposited onto mRNAs by a methyltransferase complex, composed of methyl transferase-like 3 (METTL3), methyltransferase-like 14, Wilms tumor–associated protein, and other accessory proteins (26). METTL3 is the only catalytic component of the complex (27). A previous study showed that whole-body Mettl3 knockout mice exhibited early embryonic lethality (21). In the context of hematopoiesis, it has been reported that Mettl3 is essential for hematopoietic cell development and function (28–31). A previous study showed that m^6^A regulates erythroid gene expression in erythroid cells and that knocking down *METTL3* in human CD34^+^ cells significantly decreased erythroid cell production (32). However, the role of Mettl3 in erythropoiesis in vivo and its underlying mechanisms have yet to be defined.

In the present study, we deleted *Mettl3* in erythroid cells, using the *EpoR-Cre* mouse we recently generated (33). The conditional *Mettl3*-knockout mice exhibited microcytic hypochromic anemia due to defective erythropoiesis along with impaired hemoglobin (HGB) biosynthesis. Mechanistically, *Mettl3* deficiency led to apoptosis of CFU-E cells and cell-cycle arrest of erythroblasts. At the molecular level, we found that Mthdf1, a key enzyme involved in nucleotide biosynthesis (34), was a direct target of Mettl3 and that deletion of *Mettl3* led to decreased expression of Mthfd1. Consequently, the decreased expression of Mthfd1 resulted in defective DNA synthesis, as demonstrated by decreased levels of deoxythymidine monophosphate (dTMP) and inosine monophosphate (IMP) in erythroid cells, inducing DNA damage that triggered apoptosis in CFU-E cells and cell-cycle arrest in ProEs. Furthermore, inhibition of METTL3 in human erythroid cells led to similar phenotypic and molecular changes as observed in mice. Together, our findings have uncovered an unrecognized role of METTL3 in erythropoiesis by safeguarding genomic stability via regulating nucleotide biosynthesis through a METTL3/m^6^A/*MTHFD1* axis.

## Results

### Deletion of Mettl3 using EpoR-tdTomato-Cre led to microcytic hypochromic anemia in mice.

A previous study showed that knockdown of *METTL3* in CD34^+^ cells impaired human erythropoiesis in vitro (32). To investigate the functional role of Mettl3 during erythropoiesis in vivo, we crossed *Mettl3^fl/fl^* mice (35) with *EpoR-tdTomato-Cre* mice, which efficiently recombine in erythroid cells and erythroblastic island (EBI) macrophages (33). The genotype was assessed by PCR (Figure 1A). As shown in Supplemental Figure 1, A–C, embryos of the *Mettl3^fl/fl^ EpoR^Cre/cre^* were smaller and appeared paler at the E14.5–E16.5 stages, yet their numbers remained consistent with Mendelian ratios (Supplemental Figure 1D; supplemental material available online with this article; https://doi.org/10.1172/JCI196578DS1). However, no individuals survived by 3 weeks after birth, suggesting perinatal lethality.

To investigate the cause of lethality in the *Mettl3^fl/fl^ EpoR^Cre/cre^* mice, we analyzed E16.5 fetal liver cells and observed a significant reduction in the total cellularity along with exhaustion of long-term HSCs and a severe decrease in erythroid cells (Supplemental Figure 1, E–G). For subsequent studies, *Mettl3^fl/fl^ EpoR^Cre/–^* mice were used. As expected, *Mettl3* was completely deleted in erythroid cells, as shown by the absence of its mRNA (Figure 1B) and protein (Figure 1C). Consequently, the global m^6^A level was significantly decreased in the enriched erythroid cells from the *Mettl3^fl/fl^ EpoR^Cre/–^* mice (Figure 1D). Analyses of peripheral blood revealed microcytic hypochromic anemia of the *Mettl3^fl/fl^ EpoR^Cre/–^* mice, as demonstrated by decreases in RBC counts, HGB, hematocrit (HCT), mean corpuscular volume, and mean cellular hemoglobin, along with increase in Retics (Figure 1E). Consistent with the decreased mean corpuscular volume, peripheral blood smear also revealed decreased size of mature erythrocytes of *Mettl3^fl/fl^ EpoR^Cre/–^* mice compared with control mice (Supplemental Figure 2A). Because microcytic hypochromic anemia is associated with impaired HGB synthesis (36), we examined the expression of genes involved in HGB biosynthesis and found that *Alas2* and *Fech*, the key genes involved in heme biosynthesis, as well as α- and β-globin genes were significantly decreased in *Mettl3*-deficient erythroblasts compared with control erythroblasts (Supplemental Figure 2, B–G).

To determine if Mettl3 directly regulates HGB synthesis via m^6^A, we performed methylated RNA IP quantitative PCR (MeRIP-qPCR) using erythroblasts. Supplemental Figure 2, H–K, shows that high levels of m^6^A were detected on *Alas2*, *Fech*, *Hba*, and *Hbb* in control cells. Notably, Mettl3 deletion led to a reduction of m^6^A levels on *Fech*, *Hba*, and *Hbb*, but not *Alas2*. Moreover, the femur of *Mettl3^fl/fl^ EpoR^Cre/–^* mice was markedly paler (Figure 1F) and the spleen size of *Mettl3^fl/fl^ EpoR^Cre/–^* mice was significantly bigger (Figure 1G). Consistent with splenomegaly, *Mettl3*-deficient mice exhibited significantly increased blood EPO levels (Figure 1H) and an expansion of erythroblasts in the spleen (Supplemental Figure 3) compared with control mice. These findings demonstrate that deletion of Mettl3 using *EpoR-tdTomato-Cre* in mice resulted in compensatory microcytic hypochromic anemia.

### Deletion of Mettl3 in erythroid cells resulted in impaired erythropoiesis.

To investigate the cellular mechanisms for the anemia in *Mettl3^fl/fl^ EpoR^Cre/–^* mice, we first assessed erythroid progenitors in the BM by erythroid colony-forming assay using total BM cells and found that both BFU-E (Figure 2A) and CFU-E (Figure 2B) colonies were significantly decreased in the BM cells of the *Mettl3^fl/fl^ EpoR^Cre/–^* mice compared with control mice. We further analyzed erythroid progenitors by flow cytometry in which BFU-E and CFU-E cells were defined as Kit^+^CD71^–^ and Kit^+^CD71^+^, respectively (33). Notably, the expression levels of Kit on *Mettl3*-deficient CFU-E cells were significantly decreased, with a subset of CFU-E cells exhibiting drastic reduction. Based on the expression levels of Kit, the *Mettl3*-deficient CFU-E cells could be divided into 2 populations, which we referred to as CFU-E and CFU-E^Kit-lo^ cells, respectively (Figure 2C and Supplemental Figure 4). Quantitative analysis of MFI revealed that *Mettl3* deletion reduced the Kit expression by approximately 34% on CFU-E and approximately 89% on CFU-E^Kit-lo^ populations (Figure 2D). In parallel with decreased surface expression, the mRNA levels of *Kit* were also significantly decreased (Figure 2E).

Given that EPO has been reported to suppress Kit expression in erythroid cell lines (37) and that EPO levels were increased in *Mettl3*-deficient mice, we examined the effect of EPO on Kit expression on erythroid progenitors in vivo. We found that EPO injection led to an approximately 29% reduction of Kit expression on CFU-E cells (Figure 2, F and G), indicating the decreased expression of Kit on *Mettl3*-deficient CFU-E cells could be due to increased EPO levels; the reason for the approximately 89% decrease on CFU-E^Kit-lo^ cells remains unclear.

We further sorted BFU-E and CFU-E cells and examined their colony-forming abilities and found that the BFU-E colonies and CFU-E colonies formed by the sorted *Mettl3*-deficient BFU-E cells and CFU- E cells were much smaller than the corresponding control BFU-E and CFU-E cells (Figure 2, H and I). Furthermore, the sorted CFU-E^Kit-lo^ cells could not form colonies. We stained erythroblasts using Ter119, CD44, and forward scatter as parameters (3) and found that erythroblasts were significantly decreased in the BM of the *Mettl3^fl/fl^ EpoR^Cre/–^* mice (Figure 2J and Supplemental Figure 5). These findings demonstrate that deletion of *Mettl3* using the *EpoR-tdTomato-Cre* significantly impaired erythropoiesis.

We recently showed that in addition to erythroid cells, EpoR is also expressed in EBI macrophages (33). To examine whether deletion of *Mettl3* in EBI macrophages contributes to the impaired erythropoiesis of the *Mettl3^fl/fl^ EpoR^Cre/–^* mice, we selectively deleted *Mettl3* in macrophages by crossing *CD169-tdTomato-Cre* mice we recently generated (data not shown) with the *Mettl3^fl/fl^* mice to generate *Mettl3^fl/fl^ CD169^Cre/–^* mice (Supplemental Figure 6A). As shown in Supplemental Figure 6B, *Mettl3* was deleted in the sorted F4/80^+^CD169-tdTomato EBI macrophages. Notably, *Mettl3^fl/fl^ CD169^Cre/–^* mice did not exhibit significant changes in RBCs, HGB, HCT, mean cellular hemoglobin, and Retics (Supplemental Figure 6C). Furthermore, no changes in the percentages of EBI macrophages (Supplemental Figure 6D) and erythroid cells (Supplemental Figure 6E) were detected in the BM of *Mettl3^fl/fl^ CD169^Cre/–^* mice compared with control mice. These findings indicate that deletion of *Mettl3* in macrophages did not affect EBI macrophages and did not contribute to the anemia and impaired erythropoiesis of the *Mettl3^fl/fl^ EpoR^Cre/–^* mice.

In addition to erythroid cells and EBI macrophages, we also reported that EpoR is expressed in HSCs (33). We therefore examined whether *EpoR^Cre/–^* could delete *Mettl3* in HSCs and found that the mRNA levels of *Mettl3* in lineage^–^Sca-1^+^Kit^+^ cells from the *Mettl3^fl/fl^ EpoR^Cre/–^* mice were decreased by only about 50% (Supplemental Figure 7A), indicating *EpoR^Cre/–^* could not efficiently delete *Mettl3* in HSCs. Consequently, no significant changes in hematopoietic stem and progenitor cells (HSPCs) were detected between the *Mettl3^fl/fl^ EpoR^Cre/–^* and control mice (Supplemental Figure 7, B and C). Taken together, the anemia of the *Mettl3^fl/fl^ EpoR^Cre/–^* mice was mainly attributed to the deletion of *Mettl3* in erythroid cells.

### Mettl3 deletion led to apoptosis of CFU-E cells and cell-cycle arrest of erythroblasts, due to defective DNA synthesis.

The decreases in erythroid progenitors or erythroblasts can be attributed to increases in apoptosis or/and decreases in cell proliferation. We first assessed apoptosis using annexin V and 7AAD staining. Figure 3A shows that although no significant difference was noted between control and *Mettl3*-deficient BFU-E cells, *Mettl3*-deficient CFU-E cells, particularly the CFU-E^kit-lo^ cells, exhibited an increased percentage of apoptotic cells. No differences in apoptosis were noted between control and *Mettl3*-deficient erythroblasts (Figure 3B). Consistent with flow cytometry analyses, cytospin analyses of the sorted total *Mettl3*-deficient CFU-E cells exhibited changes that resembled characteristic morphological changes of apoptosis, such as membrane blebbing and nuclear fragments (Figure 3C). In contrast, *Mettl3*-deficient BFU-E cells (Supplemental Figure 8A) and erythroblasts (Supplemental Figure 8B) appeared morphologically normal. These findings indicate that deficiency of *Mettl3* led to selective apoptosis of CFU-E cells.

We next assessed cell proliferation by in vivo 5-ethynyl-2′-deoxyuridine (EdU) incorporation assay (38). We found that while *Mettl3*-deficient BFU-E and CFU-E cells exhibited increased percentages of EdU^+^ cells (Figure 3D), the MFI of EdU, which reflects rate of DNA synthesis during S-phase (39, 40), remained the same (Figure 3F), indicating increased DNA synthesis in *Mettl3*-deficient BFU-E and CFU-E cells without change in DNA synthesis rate. Notably, the MFI of EdU in the CFU-E^kit-lo^ cells was significantly lower compared with control CFU-E cells (Figure 3F), indicating an imbalance between the accelerated cell cycle and the reduced DNA synthesis rate, which may trigger DNA replication stress and subsequent occurrence of cell apoptosis. In contrast to BFU-E and CFU-E cells, deficiency of *Mettl3* resulted in decreased proliferation of erythroblasts, as demonstrated by the decreases in EdU^+^ erythroblasts (Figure 3E) as well as decreased EdU MFI in *Mettl3*-deficient erythroblasts (Figure 3F). Together, these findings indicate that *Mettl3* deficiency–induced defective DNA synthesis led to apoptosis of CFU-E and cell-cycle arrest of erythroblasts.

### RNA-seq analyses revealed alterations in pathways involved in DNA synthesis, DNA damage, and apoptosis in Mettl3-deficient CFU-E.

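Bulk RNA-seq libraries were made from sorted bone marrow cells, 3 from control CFU-E cells and 3 from *Mettl3*-deficient CFU-E Kit-lo cells. CFU-E cells are the erythroid progenitors that come before ProEs, Kit is a receptor on their surface, and the CFU-E Kit-lo cells are those that carry very little of it. The groups thus differed both in genotype and in the level of Kit by which the cells were sorted, and control CFU-E cells with low Kit were not analysed here. The authors prepared Smart-seq2 libraries primed with oligo-dT, filtered the reads with fastp, quantified transcripts with Kallisto on the mm10 mouse reference and merged them to genes with tximport. They deposited estimated counts per gene, which were whole numbers and were not normalized. The counts totaled 21329242, 17429262 and 18163121 in the control libraries and 18698840, 19987964 and 19313314 in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo. Of the 15386 genes in the table, 11979 passed edgeR's filterByExpr and were tested between the groups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization. DEGs had a fold change of at least 1.5 in either direction and an adjusted p-value under 0.05, the thresholds of the paper. The paper's filter on TPM was not applied, and the filter on counts was used in its place. The standard errors were derived from the log2 fold change and the F statistic of the test.
*Mettl3*, the deleted gene, lies on chromosome 14 of GRCm38 from 52294841 to 52305128 on the minus strand. It was at 115, 123 and 130 CPM in the control libraries and at 117, 127 and 108 CPM in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo. The means were 123 ± 7.43 CPM (SD, n = 3) and 117 ± 9.52 CPM (SD, n = 3). The log2 fold change was -0.068 (standard error 0.096, adjusted p = 0.63 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so *Mettl3* mRNA was not lower in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo by more than the spread between replicates. With each library left out in turn the log2 fold change ran from -0.12 to 0.0027, the latter without CFU-E Kit-lo replicate 3. The counts are sums over a gene and do not show from which exons the reads came. In addition, 933 of the 5076 exonic bases of *Mettl3* (18.4%) overlap *Tox4* on the opposite strand, and the paper's text does not state whether the counting used strand. All directions given for *Mettl3*-deficient over control cells therefore rest on the labels of the libraries. *Kit*, on chromosome 5 from 75574916 to 75656722 on the plus strand, was at 598 ± 47.1 CPM (SD, n = 3) in control CFU-E and at 55.2 ± 12.4 CPM (SD, n = 3) in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo. Its log2 fold change was -3.44 (standard error 0.15, adjusted p = 4.3e-07 from the same edgeR test with Benjamini-Hochberg adjustment), and every library of the CFU-E Kit-lo gate was below every control library.

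**Figure D1:**
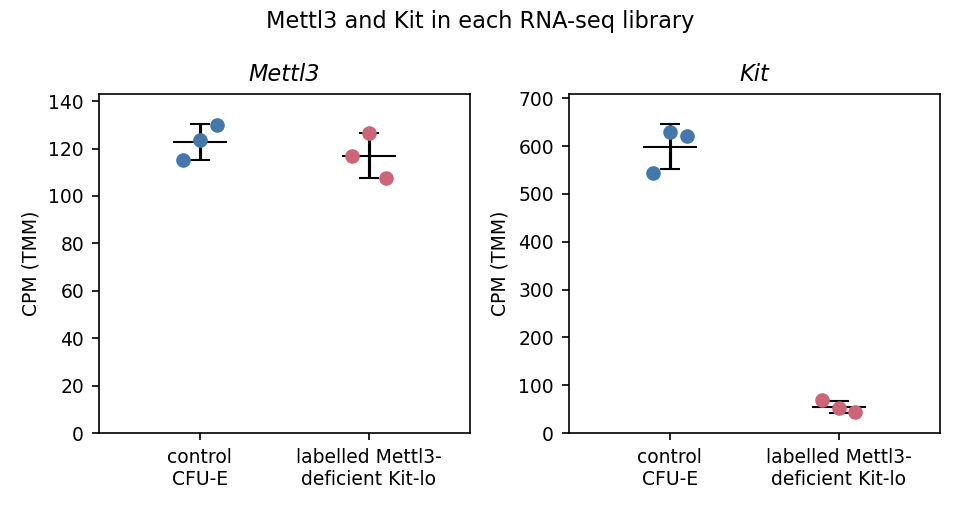
Abundance of *Mettl3* (left) and *Kit* (right) in CPM, normalized by TMM, in each RNA-seq library of the 2 groups. Points are libraries, the wide horizontal lines are group means and the bars are ± SD (n = 3). The *Mettl3* values of the groups overlap, between 108 and 130 CPM, while the *Kit* values do not.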

To define the molecular mechanisms for the increased apoptosis of *Mettl3*-deficient CFU-E^Kit-lo^ cells, we performed bulk RNA-seq analyses. 

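Principal components were computed from log2 CPM with a prior count of 2 over all tested genes of the 6 RNA-seq libraries. The first component held 59.7% of the variance and the second 14.5%. On the first component the control CFU-E libraries scored -46.6, -48.4 and -48.4 and the libraries labelled *Mettl3*-deficient CFU-E Kit-lo scored 47.5, 47.2 and 48.8, so that the distance between the groups was far larger than the spread within them. On the second component the libraries labelled *Mettl3*-deficient CFU-E Kit-lo were spread more widely, at 40.2, -0.53 and -39.2, than the control libraries, at 4.51, -11.1 and 6.16. The alternative that moved the share of the first component most was a restriction to the 500 most variable genes, which gave 71.0%.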

Principal component analyses (PCA) showed clear separation of control and *Mettl3*-deficient cells (Figure 4A). 

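By the thresholds above, 2631 genes were DEGs, of which 1453 were higher and 1178 were lower in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo than in control CFU-E. This split moved with the normalization. It was 1587 higher and 1015 lower with library sizes alone, and 1330 higher and 1293 lower with upper-quartile normalization. In 2587 of the DEGs all 3 libraries of one group lay beyond all 3 of the other, which was the case for 47.5% of all tested genes and is reached by chance for 10%. Of the alternatives, no fold threshold moved the count most, to 4128 DEGs, and a test against a fold of 1.5 in place of a threshold on the estimate gave 1147. With each library left out in turn, the number of DEGs ran from 2180 to 2726. Among DEGs with an average log2 CPM of at least 4 and complete separation of the groups, *Slc4a1*, which encodes the anion exchanger of the red cell membrane, rose most, with a log2 fold change of 7.31 (standard error 0.36, adjusted p = 9.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by *Hbb-bs* at 6.84, *Plek2* at 6.52, *Hbb-bt* at 6.42 and *Apol8* at 5.98. The globin genes *Hbb-bs* and *Hbb-bt*, and likewise *Hba-a1* at 4.99 and *Hba-a2* at 5.52, are near-identical copies whose reads the counting could have split between them, so their single values are uncertain, and *Hbb-b2* was not analysed here. The largest falls were those of *Slc22a3*, with a log2 fold change of -5.60 (standard error 0.59, adjusted p = 7.9e-05 from the same edgeR test with Benjamini-Hochberg adjustment), *Slc26a1* at -5.04, *Fosb* at -4.83, *Hhex* at -4.39 and *Egr1* at -4.33. *Aldh3b2* rose by 5.59 on the log2 scale. Smaller falls were those of *Apoe* at -3.72, *Car1* at -2.46, *Clstn1* at -2.42, *Phb* at -2.33, *Lgals9* at -2.19 and *Aqp9* at -2.10. Genes with no more than 3 counts in every library of one group allow only a lower bound of the fold. *Prelp* was at least 166-fold and *B4galnt4* at least 35.9-fold higher in the libraries labelled *Mettl3*-deficient, whereas *Spry4* was at least 65.3-fold, *Parm1* at least 52.2-fold and *Amigo2* at least 49.9-fold lower. *Tceal3* went from 16.5 ± 2.58 CPM (SD, n = 3) in control CFU-E to 0.0695 ± 0.120 CPM (SD, n = 3).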

We identified 2,178 differentially expressed genes (DEGs), with 1,218 upregulated and 960 downregulated in *Mettl3*-deficient CFU-E^Kit-lo^ compared with control CFU-E cells (Figure 4, B and C). The list of DEGs is provided in Supplemental Table 1. 

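Of the paper's 2178 DEGs, 1998 were held here in the copy of Supplemental Table 1, 1217 with a positive and 781 with a negative log2 fold change, so the table was used for single genes only. *Podxl* had a log2 fold change of 5.82 (standard error 0.21) from the counts, and the paper's reported value is 5.83. For *Dmtn* it was 3.77 (standard error 0.085), and the paper's value is 3.74. For *Fam210b* it was 2.31 (standard error 0.094), beside the paper's 2.26, and for *Aunip* 2.13 (standard error 0.080), beside the paper's 2.09. In each of these genes the 3 libraries labelled *Mettl3*-deficient CFU-E Kit-lo were above the 3 control libraries.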

Gene Ontology (GO) analysis of the DEGs revealed that intrinsic apoptotic signaling pathway in response to DNA damage by p53 class mediator was remarkably upregulated in *Mettl3*-deficient CFU-E^Kit-lo^ cells compared with the control CFU-E cells (Figure 4D), indicating DNA damage in *Mettl3*-deficient CFU-E^Kit-lo^ cells, which was further evidenced by increased levels of phosphorylated H2AX (γ-H2AX) (Figure 4E), a marker of DNA damage and genomic instability (41, 42). 

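The enrichment of GO terms was not rerun here, and 14 lists of genes were tested in its place, 4 of them picked by the study from these samples, with limma's camera on log2 CPM at a preset correlation between genes of 0.01. A list of 32 p53 target genes, of which 30 were tested, had a median log2 fold change of 0.76, with 25 of them higher in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo (camera, adjusted p = 1.9e-05 over the lists). Of these genes 14 were upregulated DEGs and 1 was a downregulated DEG, and adjusted over the list alone the counts were 15 and 1. The downregulated gene, singled out after its values were seen, was *Xpc*, which fell from 32.3 ± 3.50 CPM to 14.7 ± 4.27 CPM (SD, n = 3 each). Without *Bax* and *Cdkn1a*, which the study picked from these libraries, 28 targets were tested, with a median of 0.69 and a p-value of 2.8e-05 from camera. Of the 14 lists, 9 had an adjusted p-value under 0.05 with the preset correlation. With a correlation estimated from the 6 libraries, 4 of the lists kept an adjusted p-value under 0.05, namely the p53 targets, late erythroid genes, early progenitor genes and the genes of DNA replication and the cell cycle that the study picked from these samples. Each of these 4 lists was then at 0.049 from camera, only just under the threshold. With limma's fry 10 lists had one, the 9 and a list of mitosis genes. With camera, the list of p53 targets was called in every fit that left out one library, with medians from 0.69 to 0.81.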

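Among genes of DNA replication and the cell cycle, *Ccnd3* rose most in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo, from 279 ± 10.6 to 893 ± 163 CPM (SD, n = 3 each), with a log2 fold change of 1.68 (standard error 0.12, adjusted p = 7.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdca5* rose by 1.19, *Ccne1* by 0.98, *Dbf4* by 0.86, *Ccne2* by 0.82 and *Cdc6* by 0.76 on the log2 scale, with adjusted p-values from the same edgeR test between 1.8e-05 and 0.0040. *Pole* had a log2 fold change of 0.30 (standard error 0.090, adjusted p = 0.026 from the edgeR test with Benjamini-Hochberg adjustment), below the fold threshold, and *Pcna* one of 0.40 (standard error 0.14, adjusted p = 0.057), so neither was called. Both stayed uncalled under each alternative of the test, normalization, filter, block and libraries, in which the adjusted p-value ran from 0.013 to 0.11 for *Pole* and from 0.041 to 0.21 for *Pcna*. The 8 genes together had a median of 0.84 (camera, adjusted p = 5.3e-05 over the lists), 7 of them had an adjusted p-value under 0.05 over all genes tested and 8 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples.
Among genes of nucleotide biosynthesis, *Shmt1* fell most, from 42.5 ± 3.09 to 13.7 ± 3.00 CPM (SD, n = 3 each), a log2 fold change of -1.63 (standard error 0.18, adjusted p = 9.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the log2 scale the change was -1.08 for *Adss*, -0.97 for *Ctps2*, -0.91 for *Suclg2*, -0.74 for *Suclg1* and -0.63 for *Impdh2*, with adjusted p-values from the same edgeR test between 3.0e-05 and 0.00031. *Impdh2* was no longer past the fold threshold with library sizes alone as normalization or without CFU-E Kit-lo replicate 2, where its log2 fold change was -0.56 at the smallest. With *Mthfd1*, the 7 genes had a median of -0.97 (camera, adjusted p = 1.9e-05 over the lists), all 7 were downregulated DEGs, and all 7 remained so when adjusted over the list alone, a list that the study again chose on these samples. By gene span, introns included, several of these genes overlap another gene on the opposite strand (*Ccnd3* and *Bysl*, *Ccne2* and *Ints8*, *Impdh2* and *Ndufaf3*, *Shmt1* and *Smcr8*, *Ctps2* and *S100g*, *Adss* and *Gm16585*), and *Pole* overlaps predicted genes. Exons shared by these genes were not computed, so whether the overlaps affect their counts is not known.
Broader lists, which the study did not pick, moved less. A list of 40 DNA replication genes had a median of 0.15 (camera, adjusted p = 0.0065), with 30 of the 40 higher and 6 upregulated DEGs, and 6 when adjusted over the list alone. Of the 40, the study picked 5 from these libraries, *Cdc6*, *Dbf4*, *Fen1*, *Pcna* and *Pole*. The list of 25 mitosis genes had a median of 0.12 (adjusted p = 0.21), with 2 upregulated DEGs, *Birc5* and *Cenpf*, also when adjusted over the list alone. The 14 genes of pyrimidine and dNTP synthesis had a median of -0.11 (adjusted p = 0.54), with 1 DEG up (*Rrm2*) and 2 down (*Ctps2* and *Dctd*) by either adjustment, and without CFU-E Kit-lo replicate 2 the median was -0.069. The 16 genes of folate and thymidylate metabolism had a median of 0.20 (adjusted p = 0.63), with 10 higher and 6 lower. Of these 16 genes, 11 had an adjusted p-value under 0.05 over all genes tested and 11 when adjusted over the list alone, and the study picked *Shmt1* and *Mthfd1* from these libraries. Without CFU-E Kit-lo replicate 3 this median was 0.067. The DEGs of these lists that the study does not name are given here after their values were seen.

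**Figure D2:**
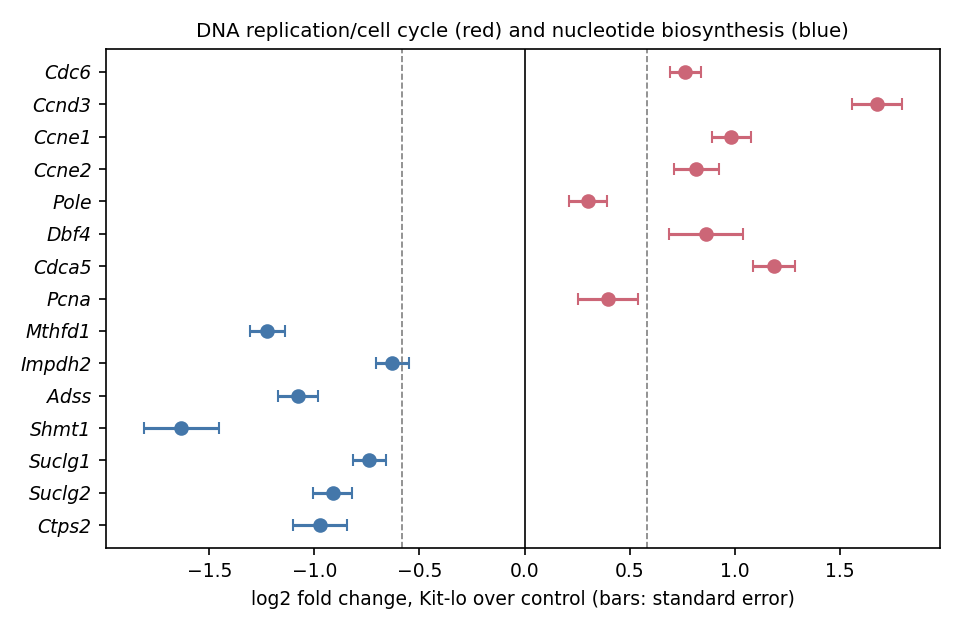
Log2 fold change of genes of DNA replication and the cell cycle (red) and of nucleotide biosynthesis (blue), in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo over control CFU-E. Bars are ± standard error and the dashed lines mark a fold of 1.5 in either direction. *Pole* at 0.30 and *Pcna* at 0.40 lie inside the lines on the side of the rises, and *Impdh2* at -0.63 lies just beyond the line on the side of the falls.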

Additional pathway analyses revealed that, consistent with the finding of an imbalance between the accelerated cell cycle and the reduced DNA synthesis rate in *Mettl3*-deficient CFU-E^Kit-lo^ cells, genes involved in DNA replication and the cell cycle (namely, *Cdc6*, *Ccnd3*, *Ccne1/2*, *Pole*, *Dbf4*, *Cdca5*, and *Pcna*) were upregulated, whereas genes required for nucleotide biosynthesis, including *Mthfd1*, *Impdh2*, *Adss*, *Shmt1*, *Suclg1/2*, and *Ctps2*, were downregulated in *Mettl3*-deficient CFU-E^Kit-lo^ cells compared with control CFU-E cells (Figure 4F). 

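Of genes of the DNA damage response, *Fen1* had a log2 fold change of 1.12 (standard error 0.083, adjusted p = 9.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo, *Mdc1* one of 0.90 (adjusted p = 0.00017) and *Atad5* one of 0.86 (adjusted p = 0.00076). Each of these held as a DEG with every library left out in turn. *Rad51c* rose by 1.25 on the log2 scale (adjusted p = 0.025 from the same edgeR test) but was at a low level, 2.57 ± 0.897 CPM in control CFU-E and 6.17 ± 1.90 CPM in the libraries labelled *Mettl3*-deficient (SD, n = 3 each), and it was not called without control replicate 2 or 3 or without CFU-E Kit-lo replicate 1 or 2, with adjusted p-values of up to 0.099. *Rnf168* rose by 0.92 (adjusted p = 0.018), with overlap between the groups, and was not called without control replicate 1 or 3 or CFU-E Kit-lo replicate 2, where the adjusted p-value was up to 0.086. *Mad2l2* rose by 0.68 (adjusted p = 0.0022) and *Brca2* by 0.61 (adjusted p = 0.0093). *Mad2l2* fell below the fold threshold without CFU-E Kit-lo replicate 1, at 0.58, and *Brca2* with upper-quartile normalization and without CFU-E Kit-lo replicate 3, where it was 0.49 at the smallest. *Brca1* had a log2 fold change of 0.27 (standard error 0.12, adjusted p = 0.099), and no alternative of the test, normalization, filter, block or libraries made it a DEG, with adjusted p-values from 0.041 to 0.30. The 8 genes had a median of 0.88 (camera, adjusted p = 0.00047), 7 were upregulated DEGs over all genes tested, and 7 when adjusted over the list alone, which is not independent evidence because the study chose them on these samples. By gene span, introns included, *Fen1* overlaps *Tmem258*, *Mad2l2* overlaps *Draxin* and *Brca2* overlaps predicted genes. Shared exons were not computed, so whether this limits what their counts can separate is not known.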

Figure 4F also shows upregulation of DNA damage response pathways as evidenced by the upregulated expression of persistent DNA damage markers (*Mdc1*, *Rnf168*), replication stress responders (*Atad5*, *Mad2l2*, and *Fen1*), and homologous recombination factors (*Brca1*, *Brca2*, and *Rad51c*). 

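*Cdkn1a*, which encodes the cell-cycle inhibitor p21, rose from 0.857 ± 0.300 CPM in control CFU-E to 20.8 ± 3.28 CPM (SD, n = 3 each) in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo, a log2 fold change of 4.57 (standard error 0.29, adjusted p = 4.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Bax* rose from 219 ± 8.33 to 410.4 ± 2.06 CPM, a log2 fold change of 0.91 (standard error 0.071, adjusted p = 1.2e-05), and *Bcl2l11* from 48.4 ± 6.24 to 80.3 ± 8.70 CPM, a log2 fold change of 0.73 (standard error 0.13, adjusted p = 0.0018). *Casp9* had a log2 fold change of 0.45 (standard error 0.16, adjusted p = 0.055) and *Bad* one of 0.39 (standard error 0.17, adjusted p = 0.11), and in both the groups overlapped. *Casp9* was called only without control replicate 3, at 0.60, among 15 alternatives of the test, normalization, filter, block and libraries, in which its adjusted p-value ran from 0.017 to 0.19, and *Bad* in none of them, with adjusted p-values from 0.018 to 0.25. The 5 genes had a median of 0.73 (camera, adjusted p = 0.0026), 3 were upregulated DEGs over all genes tested and 3 when adjusted over the list alone, and the study chose them on these samples. By gene span, introns included, *Bad* overlaps *Gpr137*, and *Casp9* overlaps *Cela2a* and *Ctrc*, on the opposite strand.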

Finally, the expression of proapoptotic genes such as *Bax*, *Bad*, *Bcl2l11*, *Casp9*, and *Cdkn1a* was also upregulated. These findings reveal a molecular cascade whereby *Mettl3* deficiency disrupts nucleotide biosynthesis, induces replication stress and DNA damage, and ultimately triggers apoptosis in CFU-E cells.

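All 3 libraries labelled *Mettl3*-deficient CFU-E Kit-lo lay beyond all 3 control libraries for 8 of the 8 genes of DNA replication and the cell cycle, 7 of the 7 of nucleotide biosynthesis, 7 of the 8 of the DNA damage response and 3 of the 5 proapoptotic genes. The study chose these genes on these libraries, so their separation is not independent evidence. Chance gives it for 10% of genes, and in these libraries 47.5% of all tested genes showed it. The direction from *Mettl3* deficiency rests here on the labels, since *Mettl3* mRNA itself did not differ between the groups. The paper reports lower expression of the genes of nucleotide biosynthesis and higher expression of those of replication, the DNA damage response and apoptosis. It also reports more γ-H2AX and refers to a reduced rate of DNA synthesis in these cells. From these findings it concludes that loss of *Mettl3* disturbs the making of nucleotides and that replication stress and DNA damage follow. CFU-E cells, it concludes, die as a result.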

### RNA-seq analyses revealed alterations in pathways involved in the DNA replication cell cycle in Mettl3-deficient ProEs.

To define the molecular mechanisms for the cell-cycle arrest of *Mettl3*-deficient erythroblasts, we performed bulk RNA-seq analyses on the sorted ProEs. PCA analyses showed clear separation of control and *Mettl3*-deficient ProEs (Figure 4G). A total of 1,709 DEGs were identified, with 987 upregulated and 722 downregulated in *Mettl3*-deficient ProEs compared with control ProEs (Supplemental Table 2 and Figure 4, H and I). Consistent with decreased cell proliferation of the *Mettl3*-deficient ProEs, GO enrichment analysis revealed significant downregulation of pathways related to the mitotic cell-cycle process, DNA metabolism process, and DNA replication (Figure 4J), as demonstrated by the decreased expression of key DNA replication genes such as *Mcm2*, *Mcm4-7*, *Cdc45*, *Pola1*, and *Rfc3/4*, and DNA damage repair factors such as *Brca1*, *Rad51*, *Rad18*, and *Wrn* (Figure 4K). The decreased expression of these genes strongly suggests potential DNA damage in *Mettl3*-deficient ProEs, which was confirmed by the increased γ-H2AX expression (Figure 4, L and M). Moreover, genes involved in cell-cycle regulation, such as *Ccna2*, *Ccnb2*, *Ccnd3*, *Cdkn1b*, *Cdc20*, and *Cdca8*, were also decreased in *Mettl3*-deficient ProEs (Figure 4N). Strikingly, no significant changes were detected in apoptosis-related genes in *Mettl3*-deficient ProEs, suggesting a distinct response mechanism of ProEs compared with CFU-E cells.

### Integrated m^6^A-seq and RNA-seq analysis identified Mthfd1 as a Mettl3 direct target, the downregulation of which led to defective nucleotide biosynthesis.

Next, we sought to define the upstream gene(s) that are responsible for the altered pathways in the *Mettl3*-deficient CFU-E and ProE cells. 

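To map m6A, RNA of control CFU-E cells was captured with an antibody against m6A (IP) and sequenced beside uncaptured RNA of the same kind of cells (input), with 2 libraries each. In the authors' SLIM-seq protocol, cDNA is primed with oligo-dT carrying a molecular identifier and is fragmented with Tn5. The paper's text does not state whether the identifiers were used in the counting, so a count may not be a separate molecule. The authors processed the reads as for the RNA-seq libraries and deposited estimated counts per gene without normalization, again whole numbers. The counts totaled 23160909 and 19421059 in the input and 37142742 and 20085663 in the IP libraries. Of the 13490 genes in the table 11447 were tested for IP over input by edgeR's quasi-likelihood test, without the replicate number as a block, and m6A-modified genes had a log2 fold change above 0 with a Benjamini-Hochberg adjusted p-value under 0.05. These values are per gene and do not place m6A within a transcript. TMM centers most genes on a log2 fold change near 0, so that enrichment is relative to the other genes. With library sizes alone all genes shifted by 0.16 on the log2 scale in the median. The number of m6A-modified genes and of genes lower in IP was then 934 and 608 (60.6% enriched), against 50.1% enriched with TMM.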

For this, we first performed a highly sensitive and efficient super-low-input m^6^A sequencing (SLIM-seq), using our previously described method (43) on the sorted CFU-E cells. A total of 1,523 genes were identified as being m^6^A modified in CFU-E cells; these are listed in Supplemental Table 3. 

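From the counts, 904 genes were called m6A modified, in all of which both IP libraries were above both input libraries, and 900 genes were lower in IP. The alternative that moved this count most was an adjusted p-value threshold of 0.2, which gave 2273 genes. With the replicate number as a block, 1783 genes were called and 1755 were lower in IP. Whether that number pairs the IP and input libraries is not settled. Of the paper's 1523 listed genes, all were tested here and 740 were among the 904 calls, while 164 called genes were not on the list. Among those with an average log2 CPM of at least 4 *Gsk3b* was the most enriched, from 11.9 ± 2.91 CPM in input to 310.2 ± 67.6 CPM in IP (SD, n = 2 each), with a log2 fold change of 4.71 (standard error 0.29, adjusted p = 5.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by *Map3k1* at 4.11 (standard error 0.47), *Paip1* at 3.82 (standard error 0.31), *Gm42715* at 3.20 (standard error 0.30), which overlaps several genes, and *Zbtb38* at 3.09 (standard error 0.37).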

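For the comparison with the RNA-seq libraries, 10773 genes were tested in both tables, of which 1123 were downregulated DEGs and 864 were m6A modified. The calls shared 88 genes, where 90.1 would be shared by chance, an odds ratio of 0.97 (95% confidence interval 0.76 to 1.23, two-sided Fisher's exact test, p = 0.86). Random sets of genes matched on mean expression, 10000 in number, shared 87.2 genes on average, with 95% of them between 71 and 104 (two-sided permutation of genes, p = 0.95). Of the alternatives, m6A calls at an adjusted p-value threshold of 0.2 moved the count most, to 217 shared genes, with an odds ratio of 0.95 (95% confidence interval 0.81 to 1.11). The direction of the odds ratio changed with the paper's own m6A gene list, which shared 161 genes at an odds ratio of 1.03, and with DESeq2 for both calls, which shared 113 genes at 1.03. It also changed without control replicate 1, at 1.01, without control replicate 2, at 1.16, and without CFU-E Kit-lo replicate 2, at 1.11, in fits chosen after the data were seen. Among the 1331 upregulated DEGs 89 were m6A modified, an odds ratio of 0.80 (two-sided Fisher's exact test, p = 0.059).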

We then integrated the m^6^A-modified mRNAs with the genes that were significantly downregulated in *Mettl3*-deficient CFU-E^Kit-lo^ cells and identified 129 overlapping genes (Figure 5A).

GO analysis of these genes revealed significant enrichment in the purine-containing compound biosynthetic process pathway (Figure 5B). 

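GO terms were not tested here, and a list of de novo purine synthesis genes was used. It held 13 genes, 12 of which were tested in the RNA-seq libraries. Their median log2 fold change was -0.31, with 11 genes lower in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo (camera, adjusted p = 0.0062 over the lists). The DEGs among them were 2, both downregulated, and also 2 when adjusted over the list alone. They were *Adss* and *Impdh2*, which the study itself picked from these libraries. In the fits that left out one library the median ran from -0.36 to -0.25 with an adjusted p-value of at most 0.034.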

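*Mthfd1* lies on chromosome 12 of GRCm38 from 76255298 to 76319803 on the plus strand and overlaps the predicted genes *Gm34868*, *Gm47525* and *Gm47526* on the opposite strand. Its log2 fold change was -1.22 (standard error 0.084, adjusted p = 6.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo over control CFU-E, and it stayed between -1.28 and -1.13 with each library left out in turn. By the size of the fall *Mthfd1* ranked 451 among the downregulated DEGs. It was compared with *Dpy19l3*, *Mtr*, *Pgm2*, *Adss*, *Adal*, *Cmah*, *Extl3*, *Acsl4* and *Idh1*, which with *Mthfd1* make 10 genes of purine-containing compound biosynthesis. By the adjusted p-value of the fall *Mthfd1* ranked 1 of these 10, and by the log2 fold change it ranked 2, after *Dpy19l3* at -2.09 (standard error 0.26). *Mtr* followed at -1.19 (standard error 0.12) and *Pgm2* at -1.17 (standard error 0.091), which were within the standard errors of *Mthfd1*. *Idh1* had a log2 fold change of -0.71 (standard error 0.27, adjusted p = 0.068) and was a DEG only without control replicate 1, at -0.93, among 15 alternatives of the test, normalization, filter, block and libraries, in which its adjusted p-value ran from 0.029 to 0.26. Both downregulated and m6A modified were 7 of the 10, and *Mtr* (adjusted p = 0.075 for IP over input) and *Adal* (adjusted p = 0.13) were not called in the m6A libraries by the same edgeR test. With DESeq2, *Dpy19l3* was not called either in the m6A libraries. With the replicate number as a block, *Mtr* was called in them.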

Notably, the expression of methylenetetrahydrofolate dehydrogenase, cyclohydrolase, and formyltetrahydrofolate synthetase 1 (*Mthfd1*) (34, 44), the key enzyme for nucleotide biosynthesis, was the most downregulated gene in *Mettl3*-deficient CFU-E^Kit-lo^ cells (Figure 5C). Figure 5D shows that the expression of *Mthfd1* was decreased by 50%. Additionally, the expression of *Mthfd1* was also decreased in *Mettl3*-deficient ProEs (Figure 5E). 

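*Mthfd1* was at 1985, 1906 and 1982 CPM in the control CFU-E libraries and at 843, 754 and 916 CPM in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo. The means were 1957 ± 44.7 CPM (SD, n = 3) and 838 ± 81.0 CPM (SD, n = 3), a change of -57.2% by the fitted fold change, and every library of one group lay beyond those of the other.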

Integrative Genomics Viewer (https://igv.org) showed an obvious enrichment of m^6^A in *Mthfd1* mRNA in normal CFU-E cells (Figure 5F). 

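The annotation gives 7 transcripts for *Mthfd1*, with up to 28 exons. Its 3′UTR spans 76317694 to 76317700 and, in the last exon, 76319581 to 76319803 of chromosome 12. The counts per gene hold no position, so only the enrichment of the whole mRNA is given here. *Mthfd1* was at 99.1 and 82.7 CPM in the input libraries of control CFU-E and at 311 and 135 CPM in the IP libraries. The log2 fold change of IP over input was 1.30 (standard error 0.34, adjusted p = 0.030 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over the alternatives of test, normalization and filter the adjusted p-value ran from 0.0026, with DESeq2, to 0.029. The IP libraries differed by more than the input libraries did. Without IP replicate 1 the log2 fold change was 0.56 and without IP replicate 2 it was 1.78. No test was run on these fits, which hold a single IP library. From the genes both m6A modified and downregulated, the paper singles out *Mthfd1* as the most downregulated, and from the read coverage it states that m6A was enriched on *Mthfd1* mRNA in normal CFU-E cells.

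**Figure D3:**
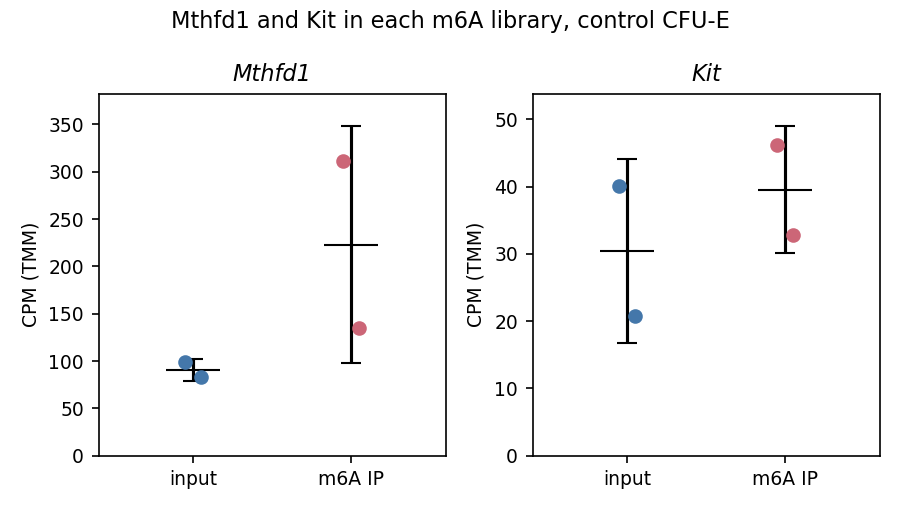
Abundance of *Mthfd1* (left) and *Kit* (right) in CPM, normalized by TMM, in the input and m6A IP libraries of control CFU-E. Points are libraries, the wide horizontal lines are means and the bars are ± SD (n = 2). Both IP libraries of *Mthfd1*, at 311 and 135 CPM, are above the input libraries, while the values of *Kit* overlap.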

Additional MeRIP-qPCR experiments revealed a significant decrease in m^6^A modifications on *Mthfd1* mRNA transcripts following *Mettl3* knockout (Figure 5G).

Given that m^6^A modification regulates mRNA stability (24), we then examined stability of *Mthfd1* mRNA and found that the half-life of *Mthfd1* mRNA was decreased from 1.15 hours in control CFU-E cells to 0.24 hours in *Mettl3*-deficient CFU-E cells (Figure 5, H and I), indicating the m^6^A modification of *Mthfd1* is crucial for its stability. To further confirm that Mettl3 stabilizes *Mthfd1* mRNA in an m^6^A-dependent manner, we constructed a luciferase reporter with *Mthfd1* 3′UTR that is enriched with m^6^A modification or m^6^A-site mutant (Mut). As expected, the luciferase activity of WT, but not of Mut *Mthfd1* 3′UTR, was significantly reduced upon METTL3 inhibition, indicating that m^6^A is required for maintaining *Mthfd1* level (Figure 5J). This result indicates that METTL3 directly regulates m^6^A deposition on *Mthfd1*, thereby controlling its gene expression. As shown in Figure 5K, MTHFD1 primarily facilitates the conversion of deoxyuridine monophosphate to dTMP by supplying methyl groups to thymidylate synthase, a critical step for DNA synthesis (34). Additionally, it provides carbon units (C2 and C8) for IMP synthesis, thereby contributing to de novo purine biosynthesis (45).

We next quantified changes in metabolites using liquid chromatography–tandem mass spectrometry. Among 540 unique metabolites analyzed, dTMP and IMP were significant reduced in *Mettl3*-deficient erythroid cells compared with the control cells (Figure 5L and Supplemental Table 4). Together, these results suggest that *Mettl3*-mediated m^6^A modification is essential for the stability of *Mthfd1* mRNA, the deficiency of which led to defective nucleotide biosynthesis, which, in turn, induced DNA replication stress, leading to DNA damage.

### METTL3 inhibition impaired human erythropoiesis via similar mechanisms as in mice.

A previous study implicated the role of METTL3 in human erythropoiesis in vitro (32), but the underlying mechanisms remain incompletely understood. To examine whether similar mechanisms exist between murine and human, we inhibited METTL3 activity using STM2457, a highly selective inhibitor of METTL3 (46). As expected, STM2457 treatment led to significant reduction at day 7 of global m^6^A levels in erythroid cells cultured in vitro (Figure 6A). Erythroid colony assays revealed that STM2457 treatment impaired the colony-forming ability of erythroid progenitors, as demonstrated by the dramatic decreases in colony sizes of BFU-E and CFU-E cells (Figure 6B). STM2457 treatment also inhibited the growth of erythroblasts (Figure 6C). Flow cytometry analysis of apoptosis, using annexin V and 7AAD staining, showed STM2457 treatment led to increased apoptosis of erythroid progenitors as well as erythroblasts (Figure 6D). In alignment with in vivo findings, cell-cycle analysis (Figure 6E) revealed differential effects of STM2457 on CFU-E cells and erythroblasts. Although STM2457 treatment led to the increases of EdU^+^ CFU-E cells (Figure 6F) along with a decreased DNA synthesis rate (Figure 6G), it led to decreases in both the percentage of EdU^+^ erythroblasts and DNA synthesis rate (Figure 6, H and I).

At the molecular level, inhibition of METLL3 in CFU-E cells led to upregulation of pro-apoptotic genes and genes involved in DNA damage response, as well as upregulation of genes involved in cell-cycle regulators and DNA replication (Supplemental Figure 9, A–D). A different expression pattern was observed in METTL3-inhibited erythroblasts, which also showed increased pro-apoptotic and DNA damage response signaling, concurrent with decreased expression of cell cycle and DNA replication (Supplemental Figure 9, E–H) genes. Additionally, shRNA-mediated knockdown of *METTL3* also led to reduction in protein level (Supplemental Figure 10A) and global m^6^A levels (Supplemental Figure 10B), impairment of erythroid colony formation (Supplemental Figure 10C), inhibition of erythroblast growth (Supplemental Figure 10D), and increase in apoptosis of erythroid progenitors and erythroblasts (Supplemental Figure 10E). Notably, both STM2457 treatment and shRNA-mediated *METTL3* knockdown resulted in increased expression of γ-H2AX and activated DNA damage sensors, such as pATM, pATR, and pCHK1 (Figure 6J and Supplemental Figure 10F), indicating increased DNA damage. Importantly, METTL3 inhibition also led to decreased expression of MTHFD1 in mRNA (Figure 6K) and protein (Figure 6L and Supplemental Figure 10G) levels. In addition to the downregulation of MTHFD1, STM2457 treatment led to decreased expression of heme synthesis and HGB-related genes (*ALAS2*, *FECH*, and *HBA*). These effects mirrored the in vivo findings and were accompanied by a decrease in the typically high levels of *HBG* in vitro. Unexpectedly, *HBB* expression was increased by STM2457 treatment (Supplemental Figure 11, A–E).

Having shown that deletion of *Mettl3* in mice led to decreased levels of dTMP and IMP, we performed a rescue assay by supplementing with thymidine (the precursor molecule of dTMP) and IMP in a human erythroid culture system. The results demonstrated that whereas thymidine supplementation failed to restore erythroid cell proliferation (Supplemental Figure 12A), IMP supplementation partially rescued the erythroid defects (Figure 6M). Although IMP did not mitigate erythroid cell apoptosis (Figure 6N), it effectively restored the cell-cycle progression (Figure 6O). These findings indicate that the reduction in IMP contributes partially to the erythroid defects induced by METTL3 inhibition. Consistent with this, intraperitoneal injection of IMP in Mettl3-deficient mice led to partial recovery of RBC count, along with a trending elevation in HCT levels (Supplemental Figure 12B). These findings indicate that deficiency of METTL3 impairs human erythropoiesis via similar mechanisms as in mice.

### Knockdown of MTHFD1 in human erythroid cells mimicked the defects caused by METTL3 inhibition.

To gain further support that deficiency of *METTL3* led to impaired human erythropoiesis via downregulation of MTHFD1, we examined the effects of *MTHFD1* knockdown on human erythropoiesis (Figure 7A). Efficient knockdown of *MTHFD1* was achieved at both mRNA (Figure 7B) and protein (Figure 7C) levels. Notably, *MTHFD1* knockdown phenocopied the effects of *METTL3* knockdown on human erythropoiesis, as demonstrated by decreases in BFU-E and CFU-E colony formation (Figure 7D), inhibition of erythroid progenitor and erythroblast proliferation (Figure 7E), and increased apoptosis of both erythroid progenitors and erythroblasts (Figure 7F). Moreover, *MTHFD1* knockdown also led to increased DNA damage, as evidenced by an increase in γ-H2AX level (Figure 7G). Cell-cycle analysis revealed that *MTHFD1* deficiency inhibited the erythroid cell cycle and slowed the DNA synthesis rate (Figure 7H). These findings further support that METTL3 regulates erythropoiesis, at least in part, via downregulation of MTHFD1.

## Discussion

In this study, we investigated the functional role of Mettl3-mediated m^6^A modification of mRNA in erythropoiesis in vivo and its underlying cellular and molecular mechanisms. We showed that deletion of *Mettl3* in erythroid cells led to microcytic hypochromic anemia. At the cellular level, *Mettl3* deletion led to apoptosis of CFU-E cells and cell-cycle arrest of erythroblasts due to DNA damage. At the molecular level, we identified Mthfd1 as a direct target of Mettl3. Importantly, deletion of *Mettl3* led to the decreased expression of Mthfd1 due to instability of the *Mthfd1* mRNA along with decreased levels of dTMP and IMP, which triggers DNA replication stress, leading to DNA damage.

We crossed *EpoR-tdTomato-Cre* and *Mettl3^fl/fl^* mice to conditionally delete *Mettl3* expression. Notably, whereas *Mettl3^fl/fl^ EpoR^Cre/Cre^* mice were perinatal lethal, *Mettl3^fl/fl^ EpoR^Cre/–^* mice were viable along with anemia. Given that EpoR was expressed in HSCs (33), that *EpoR^Cre/–^* led to an approximately 50% reduction of *Mettl3* in HSPCs, and that *Mettl3^fl/fl^ Vav^Cre/–^* mice in which *Mettl3* was completely deleted in fetal liver HSPCs were perinatal lethal (28), we speculate that the perinatal lethality of the *Mettl3^fl/fl^ EpoR^Cre/Cre^* mice is associated with more efficient deletion of *Mettl3* in HSCs. Furthermore, our findings that *Mettl3^fl/fl^ EpoR^Cre/–^* mice did not exhibit significant changes in HSPCs and that deletion of *Mettl3* in EBI macrophages did not affect erythropoiesis strongly suggest that anemia of *Mettl3^fl/fl^ EpoR^Cre/–^* mice is primarily attributed to the complete deletion of *Mettl3* in erythroid cells.

An interesting finding of our study is the microcytic and hypochromic nature of anemia of the *Mettl3^fl/fl^ EpoR^Cre/–^* mice along with the decreased expression of *Alas2*, *Fech*, *Hba*, and *Hbb* genes. We also found that high levels of m^6^A were detected on *Alas2*, *Fech*, *Hba*, and *Hbb*, and that Mettl3 deletion led to reduction of m^6^A levels on *Fech*, *Hba*, and *Hbb*, but not *Alas2*. Our findings are in line with a previous finding that *Hba* and *Hbb* mRNAs were highly enriched m^6^A modification (43). Together, these findings demonstrate the role of Mettl3 in HGB production and may have implications in understanding the mechanisms for microcytic hypochromic anemia in vivo. Interestingly, inhibition of METTL3 in cultured erythroblasts in vitro led to the downregulation of *FECH*, *ALAS2*, *HBA*, and *HBG* but induced upregulation of *HBB*. This pattern was consistent with the previous finding that loss of METTL3 in HEL-GYPA–positive cells affected these genes (32). Future studies will focus on elucidating the molecular mechanisms underlying the differential responsiveness of *HBB* to METTL3 depletion in vivo versus in vitro.

In analyzing the erythroid progenitors by flow cytometry using Kit as one of the surface markers, we noted a significant reduction in Kit expression on CFU-E cells, with a subset of CFU-E cells (CFU-E^kit-lo^) exhibiting drastically decreased Kit expression levels. In parallel with decreased surface expression of Kit, the mRNA levels of Kit were also decreased, indicating the decreased expression of Kit originating at the transcriptional level. 

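In the m6A libraries of control CFU-E, *Kit* was at 40.1 and 20.8 CPM in input and at 46.2 and 32.9 CPM in IP. Its log2 fold change of IP over input was 0.38 (standard error 0.33, adjusted p = 0.46 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread between replicates. Over the alternatives of test, normalization and filter the adjusted p-value ran from 0.36 to 0.53. With a single library left out the log2 fold change ran from -0.042, without input replicate 2, to 0.89, without input replicate 1, so that one input library decided its direction.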

Interestingly, m^6^A-seq of CFU-E cells did not reveal significant m^6^A modification enrichment on Kit mRNA, suggesting that *Mettl3* deficiency-induced Kit downregulation occurred independently of m^6^A modification. Given that EPO has been reported to downregulate Kit expression in leukemic ProEs in vitro (37, 47), and that EPO levels were increased in *Mettl3^fl/fl^ EpoR^Cre/–^* mice, we hypothesized that the increased EPO levels contribute to downregulation of Kit in the CFU-E. To test this, we examined the expression of Kit on erythroid progenitors from EPO-injected mice and found that, indeed, EPO injection led to decreased expression of Kit on CFU-E cells in vivo. However, although the extent of decreased expression on *Mettl3*-deficient CFU-E cells could be explained by the increased EPO levels, the mechanisms for the drastic decrease of Kit expression in *Mettl3*-deficient CFU-E^kit-lo^ cells have yet to be defined.

Erythropoiesis is characterized by rapid cell division during which genome integrity needs to be maintained. However, the mechanisms for the maintenance of genome stability in erythroid cells remain largely unclear. One important finding of the present study was that deletion of *Mettl3* in erythroid cells induced DNA damage, demonstrating the critical role of Mettl3-mediated m^6^A modification in maintaining the genome stability of erythroid cells. It is interesting to note that although *Mettl3* deficiency induced DNA damage in both CFU-E cells and erythroblasts, it elicited distinct cellular responses: apoptosis of CFU-E cells and cell-cycle arrest of erythroblasts, demonstrating the stage-specific role of Mettl3. Although in vitro METTL3 inhibition faithfully reproduces the CFU-E apoptosis seen in vivo, it induces both cell-cycle arrest and apoptosis in erythroblasts. This differential response of erythroblasts to *Mettl3* depletion in vivo versus in vitro may be explained by two mechanisms. On the one hand, it could be attributed to the sustained upregulation of the anti-apoptotic factor Bcl-XL during the early stages of terminal erythroid differentiation in vivo, whereas the in vitro system only upregulates Bcl-XL at late stages (48). On the other hand, the anemia resulting from *Mettl3* knockout may create a critical compensatory demand for erythrocytes in vivo, thereby triggering a negative feedback regulatory mechanism.

A previous study reported that knockdown of *METTL3* in human erythroleukemia cells resulted in downregulation of pathway involved in the purine nucleoside metabolic pathway (32). However, the direct METTL3 target genes in this pathway were not defined. Here, using integrated m^6^A-seq and RNA-seq along with biochemical studies, we have identified Mthfd1, a key enzyme involved in nucleotide biosynthesis (34), as a direct target of Mettl3. Although IMP supplementation significantly improved erythroid proliferation, it did not achieve a complete rescue, suggesting METTL3 regulates erythropoiesis through additional targets beyond MTHFD1. Our preliminary data indicate that within the same purine-containing compound biosynthetic pathway, adenylosuccinate synthase (ADSS) and phosphoglucomutase 2 (PGM2) may also be potential target genes of METTL3. During nucleotide synthesis, ADSS, downstream of MTHFD1, primarily regulates the conversion of IMP to AMP (49), whereas PGM2 is mainly involved in nucleotide sugar synthesis (50). We hypothesize that METTL3 may regulate erythropoiesis by mediating multiple steps of nucleotide metabolism. Further investigation is needed to test our hypothesis. This view aligns with a recent study that found Mettl16, a member of the RNA m^6^A methyltransferase family, plays a critical role in fetal liver erythropoiesis by safeguarding genome integrity of erythroblasts via modulating m^6^A deposition on transcripts of DNA repair–related genes (51). Together, these findings demonstrate the essential role of m^6^A modification in the maintenance of genome stability in erythroid cells.

In summary, we have established a critical functional role of Mettl3-mediated m^6^A modification in erythropoiesis in vivo and have identified the underlying molecular mechanisms. Importantly, METTL3 plays similar role in human erythropoiesis via similar mechanisms. Given that altered m^6^A modification is associated with various human diseases (52), our study highlights the need for studies to systematically examine m^6^A modification patterns in erythroid disorders and elucidate the contributions of METTL3 to disease pathogenesis, which may open potential therapeutic avenues.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Mice.

The mice used in this study were on a C57BL/6 background. The *Mettl3^fl/fl^* mice were provided by Pengyuan Yang at the Institute of Biophysics, Chinese Academy of Sciences, and the *EpoR-tdTomato-Cre* (33) and *CD169-tdTomato-Cre* mice were generated and characterized in our laboratory. The mice were raised in a safe facility. Male and female mice, 10–16 weeks old, were used for experiment. All mice were bred and maintained at Zhengzhou University.

### Measurement of total m^6^A levels in cells.

Total RNA was isolated from cells using an RNA isolation kit (Vazyme, RC112-01). We analyzed 200 ng total RNA, using the m^6^A RNA Methylation Quantification Kit (Abcam, ab185912) according to the manufacturer’s instructions.

### Measurement of blood parameters.

Blood parameters of the mice were measured using an automated hematology analyzer (ADVIA 2120i).

### Measurement of serum EPO levels by ELISA.

Blood samples were collected and allowed to stand at room temperature for 2 hours, after which they were subjected to centrifugation at 300*g* for 5 minutes. The serum requires a 2-fold dilution, which was carried out in accordance with the manufacturer’s instructions (R&D system, MEP00B).

### Mouse erythroid progenitor colony-forming assay.

BFU-E cells were plated in 35 mm dishes containing 1.1 mL MethoCult M3434 medium (Stem Cell Technologies, 03434), and colonies were counted on day 7. CFU-E cells were cultured in MethoCult M3334 medium (Stem Cell Technologies, 03334), with colony counts performed at 48 hours using an inverted microscope (Olympus).

### Preparation of Lineage^–^ cells.

BM cells were isolated from mouse tibiae and femurs using PBS containing 2% FBS and 2 mM EDTA (buffer 1). Single-cell suspensions were obtained by filtering solutions through 70 μm cell strainers. Total BM cells were first incubated with CD16/32 Fc-blocking antibody (eBioscience, 553142). Next, the cells were stained with a cocktail of biotinylated lineage markers that included Biotin-Gr-1 (eBioscience, 13-5931-75), Biotin-CD11b (eBioscience, 13-0112-75), Biotin-CD3e (eBioscience, 13-0031-75), Biotin-B220 (eBioscience, 103204), and Biotin-Ter119 (eBioscience, 13-5921-75) and incubated at 4°C for 30 minutes. Subsequently, the cells were incubated with anti-biotin microbeads (Miltenyi Biotec, 130-090-485) at 4°C for 15 minutes, followed by magnetic enrichment.

### Surface marker staining and flow cytometry of erythroid progenitors.

Lineage^–^ cells (hereafter, Lin^–^) were stained with PerCP-streptavidin and the following fluorescently labeled antibodies: BV421-anti-CD16/32 (BioLegend, 101331), eF450-anti-CD41(Invitrogen, Thermo Fisher Scientific, 48-0411-80), APC-anti-CD34 (BioLegend, 119310), APC-anti-Sca1 (BioLegend, 108112), APC-Cy7-anti-CD117 (BioLegend, 105826), and BV750-anti-CD71 (BD, 747095). Erythroid progenitors were defined as BFU-E: 7AAD^–^Lin^–^CD16/32^–^CD41^–^CD34^–^Sca1^–^Kit^+^CD71^–^, CFU-E: 7AAD^–^Lin^–^CD16/32^–^CD41^–^CD34^–^Sca1^–^Kit^+^CD71^+^. All staining steps were performed at room temperature for 30 minutes in the dark. After incubation, cells were centrifuged at 300*g* for 5 minutes, resuspended in 200 μL of buffer 1, and stained with the viability marker 7AAD (0.5 μg/mL) for 10 minutes in the dark. Finally, cells were transferred to flow cytometry tubes and analyzed using a BD LSRFortessa flow cytometer.

### Surface marker staining and flow cytometry of erythroblasts.

A single-cell suspension of mouse BM containing 1 × 10^6^ cells was washed once with 1 mL of buffer 1 and centrifuged at 300*g* for 5 minutes. After removing the supernatant, cells were blocked with CD16/32 Fc-blocking antibody (eBioscience, 553142) for 10 minutes at 4°C. The following antibodies were then added for staining: APC-Cy7–conjugated anti–mouse CD45 (BD, 557659), APC-Cy7-conjugated anti–mouse CD11b (BD, 557657), APC-Cy7–conjugated anti–mouse Gr-1 (BD, 557661), BV421-conjugated anti–mouse Ter119 (BD, 560504), and APC-conjugated anti-mouse CD44 (BD, 559250). Cells were incubated with the antibody on ice for 30 minutes in the dark, followed by a wash with 1 mL buffer 1 and centrifugation at 300*g* for 5 minutes. The pellet was resuspended in 200 μL buffer 1 and stained with the viability marker 7AAD (0.5 μg/mL) for 10 minutes in the dark. Finally, the cells were transferred to flow cytometry tubes and analyzed using a BD LSRFortessa flow cytometer.

### Sorting erythroid progenitors and erythroblasts.

The Lin^–^ cells were suspended and stained with multiple fluorescence-labeled antibodies targeting erythroid progenitors. For erythroblast cells, total BM single cells were stained with fluorescence-labeled erythroid-specific antibodies. Cell sorting was performed using a BD FACSymphony S6 flow cytometer.

### Apoptosis analysis in vivo.

Cells were stained with erythroid cell–specific antibodies, then washed with 1 mL of PBS, and centrifuged at 300*g* for 5 minutes at 4°C. After 2 washes, the cell pellet was resuspended in 200 μL binding buffer (KeyGEN BioTECH, KGA1102-100). FITC-conjugated annexin V (2 μL) was added, followed by incubation at room temperature in the dark for 10 minutes. Subsequently, 2 μL of 7AAD was added, and samples were analyzed after using a BD LSRFortessa flow cytometer.

### EdU incorporation assay in vivo.

The EdU incorporation assay was performed using the Click-iT Plus EdU Flow Cytometry Assay Kit (Invitrogen, Thermo Fisher Scientific, C10645). Sterile-packaged EdU powder was dissolved in 1× PBS to a concentration of 2.5 mg/mL, and EdU was administered via intraperitoneal injection at a dose of 0.5 mg per mouse. After 30 minutes, the mice femurs and tibias were harvested. BM cells were isolated and washed to obtain a single-cell suspension. Erythroid progenitor cells and erythroid cells were labeled with surface markers using flow cytometry antibodies, as previously described in *Surface marker staining and flow cytometry of erythroblasts*. After 30 minutes of incubation, the cells were washed twice with 3 mL of PBS/1% BSA. The supernatant was removed, and 100 μL Click-iT Fixative (Component D) was added to the centrifuge tube, followed by thorough mixing. The cells were then incubated for 15 minutes at room temperature in the dark. After 2 additional washes with PBS/1% BSA, the supernatant was discarded, and 100 μL 1× Perm/Wash Buffer was added. The cells were vortexed and incubated for 15 minutes. The Click-iT reaction mix was prepared as follows: 438 μL PBS, 10 μL Copper Protectant (Component F), 2.5 μL Sodium Azide Working Solution (containing Alexa Fluor 350 Picolyl Azide [Component B]), and 50 μL of 1× Click-iT EdU Buffer Additive (Component G). The Click-iT reaction mixture (500 μL total) was added to each sample, vortexed, and mixed thoroughly. The samples were incubated for 30 minutes at room temperature in the dark. Following incubation, the cells were washed once with 1× PBS/1% BSA and the supernatant was removed. The cell pellet was resuspended in 200 μL 1× PBS/1% BSA, and the cells were transferred to a flow cytometry tube. Samples were analyzed using a BD FACSymphony S6 flow cytometer.

### Cytospin and Giemsa staining.

The cells were resuspended in 200 μL buffer 1 and subjected to cytospin using a Thermo Scientific Shandon 4. Giemsa staining was performed using 1 mL of Giemsa concentrate (Solarbio, G1015) mixed with 9 mL Giemsa Diluent (Solarbio, G1010) and thoroughly blending. The cytospin slides were fixed in methanol for 3 minutes. After air drying, a few drops of the diluted Giemsa staining solution were applied to cover all cells, followed by incubation for 15 minutes at room temperature. After staining, the slide was rinsed gently with tap water, avoiding direct flow onto the cells or spillage of the staining solution. After drying, the slides were observed and imaged with an Olympus microscope.

### Immunofluorescence staining.

Immunofluorescence staining was performed on sorted erythroid progenitor cells that were initially suspended in 1.5 mL buffer 1 and centrifuged at 300*g* for 5 minutes at 4°C to collect the cell pellet. The cells were fixed with 4% paraformaldehyde for 15 minutes at room temperature, followed by permeabilization in PBS containing 5% BSA and 0.2% Triton X-100 for 10 minutes. After blocking for 1 hour, the cells were incubated overnight at 4°C with γ-H2AX primary antibody (Abcam, ab81299) diluted at 1:250 in blocking buffer. After thorough washing, the cells were incubated with secondary antibodies (ABclonal, AS011) at a 1:100 dilution for 1 hour at room temperature, then counterstained with Hoechst 33342 for nuclear visualization. The stained cells were seeded onto Thermo Scientific Nunc Lab-Tek II chamber slides (155382) and imaged using a Zeiss LSM780 confocal laser scanning microscope equipped with a ×100 oil immersion objective (Carl Zeiss Microscopy). For imaging, an appropriate volume of cell suspension was added to the culture dish, and images were acquired and processed using ZEN software.

### Measurement of mRNA half-life.

CFU-E cells were isolated from mice and cultured in IMDM medium supplemented with 0.2 U/mL human EPO, 10 ng/mL murine stem cell factor, 30% FBS, 1% BSA, 0.1 mM α-thioglycerol, and 1% penicillin-streptomycin. Cells were then treated with 5 μg/mL actinomycin D to block transcription. At designated time points (0, 1, 2, and 4 hours), cells were harvested for RNA extraction using the RNA isolation kit. mRNA levels were quantified by qRT-PCR.

The mRNA decay kinetics were determined by establishing that the rate of mRNA concentration decrease over time (dC/dt) is proportional to both the decay rate constant (Kdecay) and current mRNA concentration (C), as expressed by the following equation: dC/dt = –Kdecay × C. The degradation rate constant was calculated using the logarithmic relationship ln(C/C0) = –Kdecay × *t*, where C0 represents initial mRNA concentration. To derive the mRNA half-life (*t_1/2_*), we solved for the time required for mRNA levels to decrease to 50% of their initial value (C/C0 = 0.5). Substituting into the equation yielded ln(0.5) = –Kdecay × *t_1/2_*, which simplifies to the fundamental half-life equation *t_1/2_* = ln (2)/Kdecay.

### Luciferase reporter assay.

HEK293T cells were cultured in 24-well plates until reaching 70%–80% confluence (approximately 24 hours). Cells were cotransfected with 100 ng reporter plasmids (either pMIR-Mthfd1-3′UTR-WT or pMIR-Mthfd1-3′UTR-Mut) and 20 ng *Renilla* luciferase control plasmid (pRL-TK) using HiGene transfection reagent (POWFLY, C1506). After transfection, cells were treated with either DMSO (vehicle control) or the METTL3 inhibitor STM2457 (Sellect, S9870) (5 μM) for at least 24 hours. Luciferase activities were then measured using the Dual-Luciferase Reporter Assay System (Promega, E1910) according to the manufacturer’s instructions, with firefly luciferase (Fluc) signals normalized to *Renilla* luciferase values for data analysis.

### MeRIP-qPCR.

Protein A beads (Life Technologies, 10001D) were thoroughly resuspended by vortexing for 30 seconds. For each sample, 10 μL beads was transferred and combined with 1 mL IP buffer without RNase inhibitor. After gentle mixing by pipetting or vortexing, the beads were allowed to settle, followed by supernatant removal. The washed beads were then resuspended in 200 μL IP buffer. This washing step was repeated 3 times. Bead-antibody incubation was performed by combining the beads with 0.5 μg rabbit anti-m^6^A monoclonal antibody (Abcam, ab151230), 0.5 μg rabbit IgG antibody (Proteintech, 30000-0-AP), and 5 μL 100 μM short primer, followed by incubation at 4°C for 2 hours with rotation. Upon completion of incubation, the supernatant was discarded, and the beads-antibody complexes were subjected to 3 additional washes with 1 mL IP buffer each. The washed complexes were finally resuspended in 200 μL IP buffer containing RNase inhibitor (0.4 U/μL) (Thermo Fisher Scientific, EO0384).

For RNA sample preparation, total RNA was first extracted, then heated at 65°C for 5 minutes and immediately cooled on ice. The total RNA was equally divided into 3 tubes designated as Input, IgG, and IP groups. RNA IP was performed by adding the IgG and IP group RNA to the beads-antibody complexes and incubating for another 2 hours at 4°C on a rotator. A sequential washing procedure was carried out by adding 200 μL of each specified buffer, gently mixing, allowing the beads to settle, and carefully removing the supernatant. The sequential washing procedure was as follows: 2 washes with IP buffer, 2 with low-salt buffer, 2 with high-salt buffer, and 1 final wash with IP buffer. Elution was achieved by adding 10 μL diethyl pyrocarbonate–treated water to the beads, heating at 94°C for 2 minutes, and collecting the supernatant as the eluate. The eluted RNA was subsequently used for reverse transcription and qRT-PCR analysis.

### RNA isolation, cDNA synthesis, and qRT-PCR.

Total RNA was extracted from erythroid progenitor cells using an RNA isolation kit (Vazyme, RC112-01). The extracted RNA was reverse transcribed into cDNA using the EcoDry Premix (Oligo dT) Kit (TaKaRa, 639543). Subsequent qRT-PCR analysis was conducted with 2× ChamQ Universal SYBR qPCR Master Mix (Vazyme, Q711-02) on a Roche Real-Time PCR System. All the primer sequences are listed in Supplemental Table 5.

### In vitro human erythroid culture.

Human cord blood–derived CD34^+^ cells were isolated, expanded, and differentiated into erythroid lineage. CD34^+^ cells were isolated using anti-CD34 magnetic beads (MiltenyiBiotec, 130046703). Erythroid differentiation was induced in a 3-phase culture system, as follows: The day of CD34^+^ cell harvest was designated as day 0. The basic culture medium consisted of IMDM supplemented with 2% human peripheral blood plasma, 3% human A/B serum, 200 μg/mL human holo-transferrin, 3 IU/mL heparin, and 10 μg/mL insulin. During the first phase (days 0–7), CD34^+^ cells were cultured in the presence of 10 ng/mL stem cell factor, 1 ng/mL IL-3, and 3 IU/mL EPO. In the second phase (days 7–11), IL-3 was omitted from the culture medium. In the third phase (days 11–15), cells were maintained in the base medium supplemented with 1 IU/mL EPO and 1 mg/mL transferrin.

### Human erythroid progenitor cell colony-forming assay.

A total of 200 erythroid cells were harvested on day 6 and suspended in IMDM supplemented with 2% FBS and 1% penicillin-streptomycin. The cells were then cultured in 35 mm dishes containing 1.1 mL of MethoCult H4434 Classic Medium (Stem Cell Technologies, 04434) for BFU-E assays or EPO-only MethoCult H4330 medium (Stem Cell Technologies, 04330) for CFU-E assays. Cultures were maintained at 37°C with 5% CO_2_, and colonies were counted on days 7 and 14.

### RNA-seq.

Total RNA was extracted using TRIzol reagent. RNA-seq libraries were prepared from 1 ng total RNA using the Smart-seq2 kit (TaKaRa, 634470) according to the manufacturer’s protocol. First-strand cDNA was synthesized with Oligo-dT primers, followed by PCR amplification and magnetic bead purification (Beckman, A63881). Library quality inspection was conducted using the PerkinElmer LabChip GX Touch and StepOnePlus Real-Time PCR System. Qualified libraries were sequenced on the Illumina Hiseq platform for PE150 sequencing. For RNA-seq data analysis, raw sequencing data were filtered by fastp (0.23.4), and transcript-level expression was quantified using Kallisto (version 0.48.0) with the mouse reference genome (mm10), and then merged to the gene level by the R package tximport. Differential expression analysis was performed by DEseq2 (version 2_1.44.0) for pairwise comparisons, with the cutoff of a fold change of 1.5 or greater, an adjusted *P* of <0.05, and a minimum of 1 transcript per million (TPM) for at least in 1 group. PCA was done on log-transformed normalized counts in gene expression analysis. GO enrichment analyses were applied by Metascape. GO terms and pathways with a *q* value of less than 0.001 were considered significant.

### SLIM-seq.

Total RNA was isolated from CFU-E erythroid progenitor cells using TRIzol reagent. For m^6^A IP, 0.5 μg of anti-m^6^A antibody (Abcam, ab151320) was pre-bound to Protein A magnetic beads (Thermo Fisher Scientific, 80103G) in IP buffer (10 mM Tris-HCl pH 7.4, 100 mM NaCl, 0.1% NP-40, 0.4 U/μL RNasin) with rotation at 4°C for 2 hours. Subsequently, 100 ng of RNA was added to each sample and incubated at 4°C for an additional 2 hours. The beads were washed twice with 200 μL IP buffer, twice with low-salt buffer (10 mM Tris-HCl pH 7.4, 50 mM NaCl), twice with high-salt buffer (10 mM Tris-HCl pH 7.4, 500 mM NaCl, 0.1% NP-40, 0.4 U/μL RNasin), and once with IP buffer. Captured RNA was eluted by incubating beads at 94°C for 2 minutes in 10 μL diethyl pyrocarbonate–treated water.

For library preparation, both input RNA and IP RNA were reverse transcribed using a VN-anchored oligo-dT primer containing an 8-nt UMI (GTAATACGACTCACTATAG-NNNNNNNN-T30VN) and template-switching oligonucleotide (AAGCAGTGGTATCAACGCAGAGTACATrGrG+G). cDNA was pre-amplified for 14 cycles using in silico PCR primer (AAGCAGTGGTATCAACGCAGAGT) and 3′ primer (GTAATACGACTCACTATA), followed by AMPure XP bead purification. The cDNA was fragmented to approximately 300 bp using Tn5 transposase and processed using the TruePrep DNA Library Prep Kit V2 (Vazyme, TD501). Final libraries were amplified with Tn5 adaptor and 3′ primer (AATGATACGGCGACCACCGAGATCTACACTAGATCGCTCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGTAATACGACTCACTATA) and sequenced as 150-bp paired-end reads on an Illumina Hiseq X Ten platform.

### SLIM-seq data analysis.

Raw sequencing data from all input and IP samples were processed by fastp, Kallisto, and tximport to quantify the gene-level abundance. To evaluate the relative m^6^A level of each gene, the fold-change between IP and input sample read counts was calculated by DEseq2, representing m^6^A enrichment level. High-confidence m^6^A-tagged genes were identified using the following criteria: TPM greater than 1 in input samples, log_2_(fold change) for IP/input greater than 0 with an adjusted *P* value of less than 0.05.

### Statistics.

The flow cytometry standard data were analyzed using FlowJo software. The ImageJ software was used for the analysis of band signal intensities. The statistical analysis was conducted using GraphPad Prism software. Comparisons between 2 groups were performed using an unpaired 2-tailed Student’s *t* test. Two-way ANOVA with Tukey’s post hoc test was used to calculate statistical significance among multiple groups. All data are presented as the mean ± SD. *P* values of less than 0.05 were considered statistically significant.

### Study approval.

All animal experimental protocols were reviewed and approved by the Institutional Animal Care and Use Committee of Zhengzhou University (approval ZZUIRB 2024-75).

### Data availability.

RNA-seq and m^6^A-seq datasets are available at Gene Expression Omnibus database under accession code GSE298935. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

LZ and Huizhi Zhao designed experiments, performed research, analyzed the data, and drafted the Methods section of the manuscript. SW, Xueting Wu, DL, QY, YC, Xiuyun Wu, JZ, SZ, Hengchao Zhang, and Huan Zhang and Haojian Zhang performed research. QK analyzed the data and edited the manuscript. XQ, XA, and LC designed experiments, analyzed data, and wrote the manuscript.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

- Natural Science Foundation of China (grants 82000121 and 82370127, to XQ, 82370126, to H Zhao, 82370113, to QK, and 82400143, to SW).
- China Postdoctoral Science Foundation (grants 2020T130610 and 2019M662519, to XQ).
- Natural Science Foundation of Henan Province (grant 252300421125, to XQ).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supporting data values

## Figures and Tables

**Figure 1:**
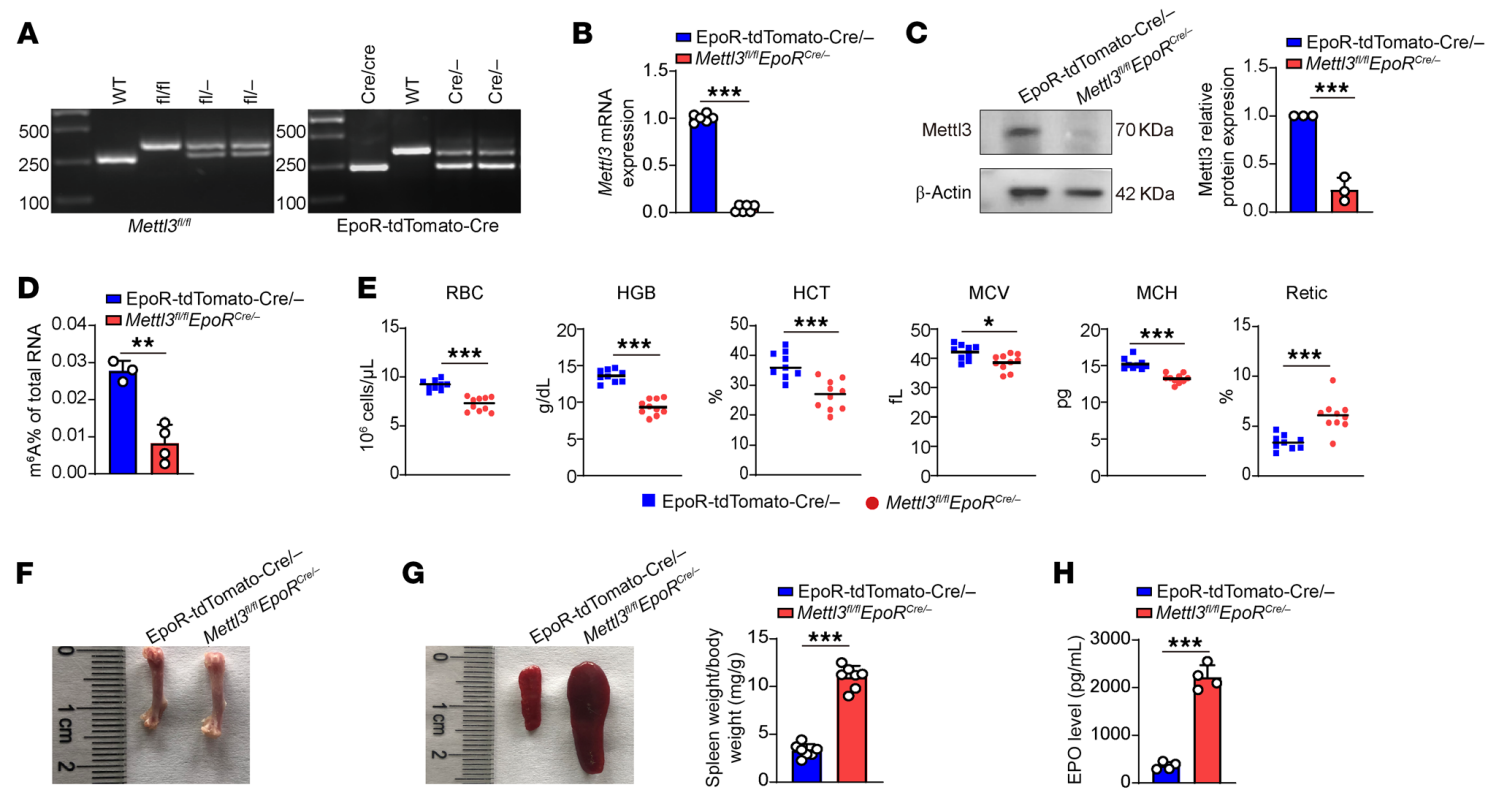
*Mettl3* deletion using *EpoR-tdTomato-Cre* led to anemia in mice. (**A**) PCR genotyping analysis of *EpoR-tdTomato-Cre* and *Mettl3*-floxed mice. (**B**) *Mettl3* mRNA expression level measured by qRT-PCR and normalized to β-actin in erythroid cells (*n* = 6/group). (**C**) Representative Western blot and quantitative analysis of Mettl3 knockout efficiency in mice erythroid cells (*n* = 3/group). (**D**) Quantification of m^6^A in total RNA of erythroid cells via colorimetric assay (*n* = 3–4/group). (**E**) Complete blood cell count analysis of peripheral blood (*n* = 9–10/group). (**F**) Representative images of dissected femurs. (**G**) Representative images of spleens and quantification of splenomegaly by spleen-to-body weight ratio (*n* = 7/group). (**H**) Mice serum EPO levels as measured by ELISA (*n* = 4/group). Data are presented as the mean ± SD. Comparisons between 2 groups were performed using an unpaired 2-tailed Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001. MCH, mean cellular hemoglobin; MCV, mean corpuscular volume.

**Figure 2:**
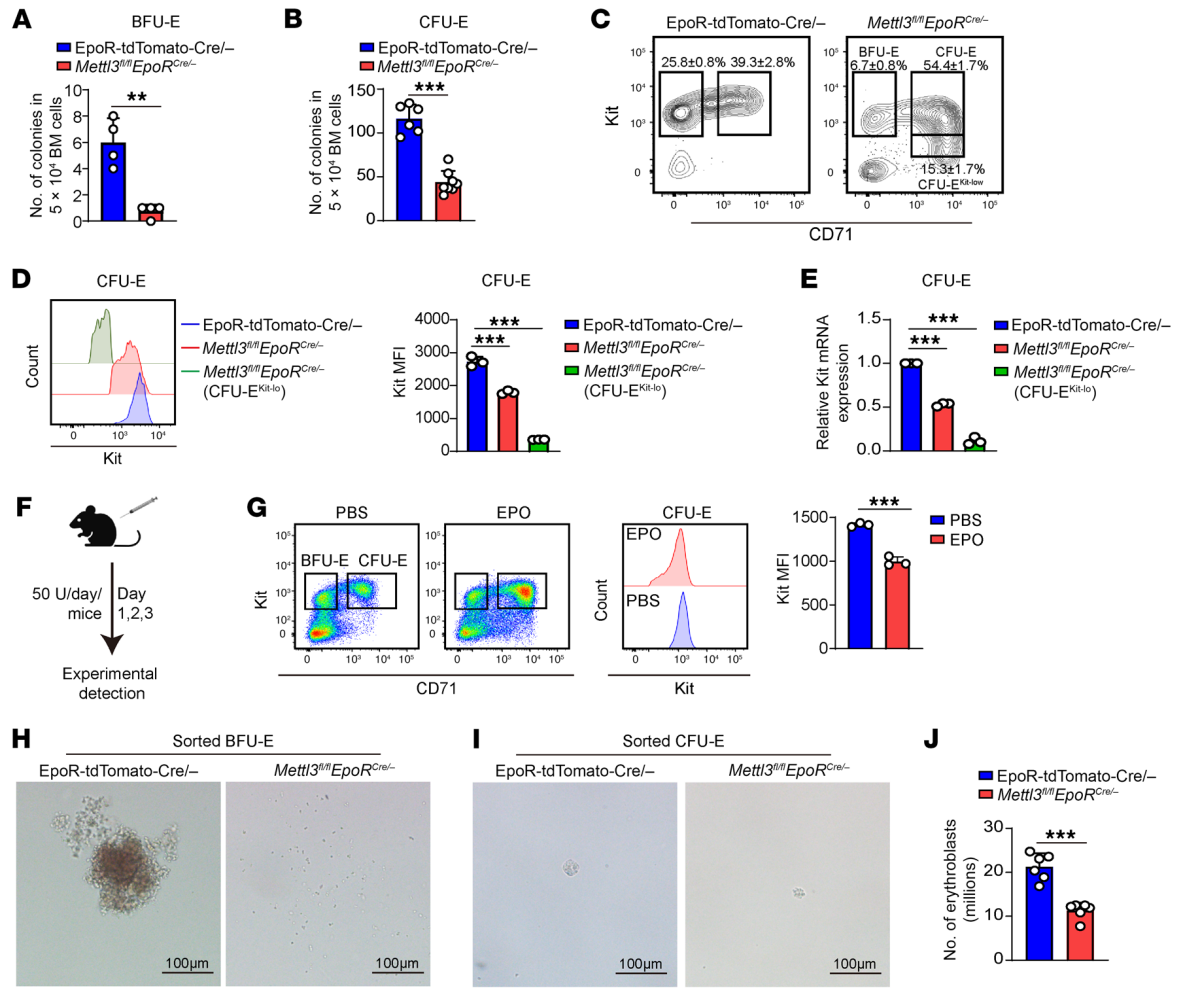
*Mettl3* deficiency in erythroid cells impaired mouse BM erythropoiesis. (**A**) Quantification of BFU-E colonies in 5 × 10^4^ BM cells (*n* = 4/group). (**B**) Quantification of CFU-E colonies in 5 × 10^4^ BM cells (*n* = 6–8/group). (**C**) Flow cytometric analysis of erythroid progenitors. Contour plots display gated 7AAD^–^Lin^–^CD16/32^–^CD41^–^CD34^–^Sca1^–^ cells, with BFU-E (Kit^+^CD71^–^) and CFU-E (Kit^+^CD71^+^) populations delineated. CFU-E^Kit-lo^ indicate the CFU-E subpopulation with reduced Kit expression in *Mettl3*-deficient mice. (**D**) Flow cytometric analysis and quantification of Kit expression on CFU-E cells (*n* = 3/group). (**E**) Quantification of *Kit* mRNA expression in control and *Mettl3*-deficient CFU-E cells by qRT-PCR (*n* = 3/group). (**F**) Schematic of the EPO administration in mice. (**G**) Analysis of Kit expression in CFU-E cells by flow cytometry at 3 days after EPO injection (*n* = 3/group). (**H**) Representative images of sorted BFU-E colonies from mice BM. Scale bar: 100 μm. (**I**) Representative images of sorted CFU-E colonies from mice BM. Scale bar: 100 μm. (**J**) Quantification of mice BM erythroblasts numbers (*n* = 6/group). Data are presented as the mean ± SD. Comparisons between 2 groups were performed using an unpaired 2-tailed Student’s *t* test. A 2-way ANOVA with Tukey’s post hoc test was used to calculate statistical significance among multiple groups. **P < 0.01, ***P < 0.001.

**Figure 3:**
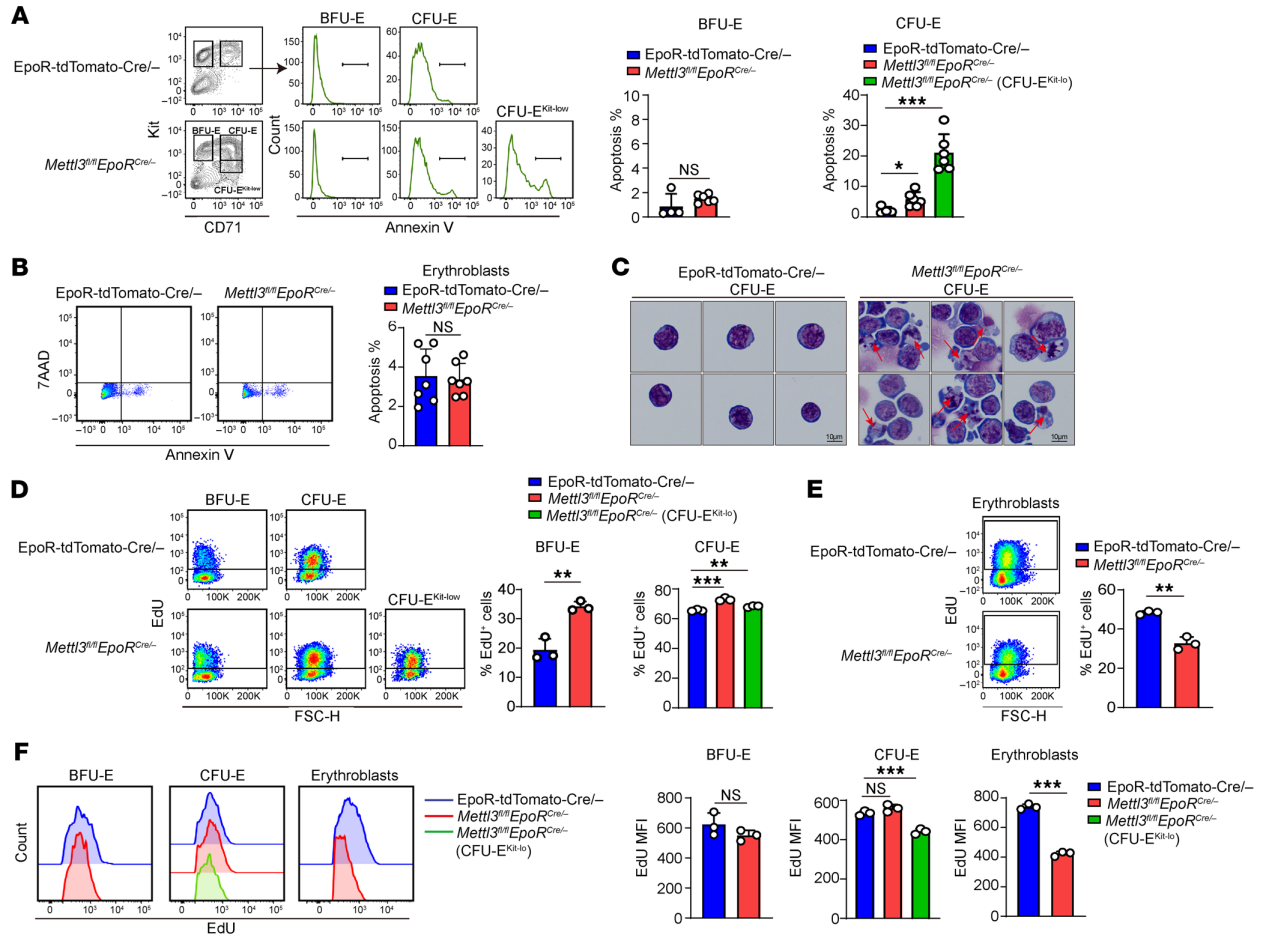
*Mettl3* deletion induced apoptosis of CFU-E and cell-cycle arrest of erythroblasts via impaired DNA synthesis. (**A**) Flow cytometric analysis of apoptosis in BFU-E and CFU-E erythroid progenitors using annexin V and 7AAD staining (*n* = 4–6/group). (**B**) Quantification of apoptotic BM erythroblasts by flow cytometry (*n* = 7/group). (**C**) Representative cytospin images of sorted CFU-E cells. Red arrows indicate apoptotic CFU-E cells. Scale bar: 10 μm. (**D**) Flow cytometric analysis of EdU^+^ cells in BFU-E and CFU-E cells (*n* = 3/group). (**E**) Flow cytometric analysis of EdU^+^ cells in erythroblasts (*n* = 3/group). (**F**) Quantification of S-phase MFI of BFU-E cells, CFU-E cells, and erythroblasts (*n* = 3/group). Data are presented as the mean ± SD. Comparisons between 2 groups were performed using an unpaired 2-tailed Student’s - test. A 2-way ANOVA with Tukey’s post hoc test was used to calculate statistical significance among multiple groups. *P < 0.05, **P < 0.01, ***P < 0.001. FSC-H, forward scatter height.

**Figure 4:**
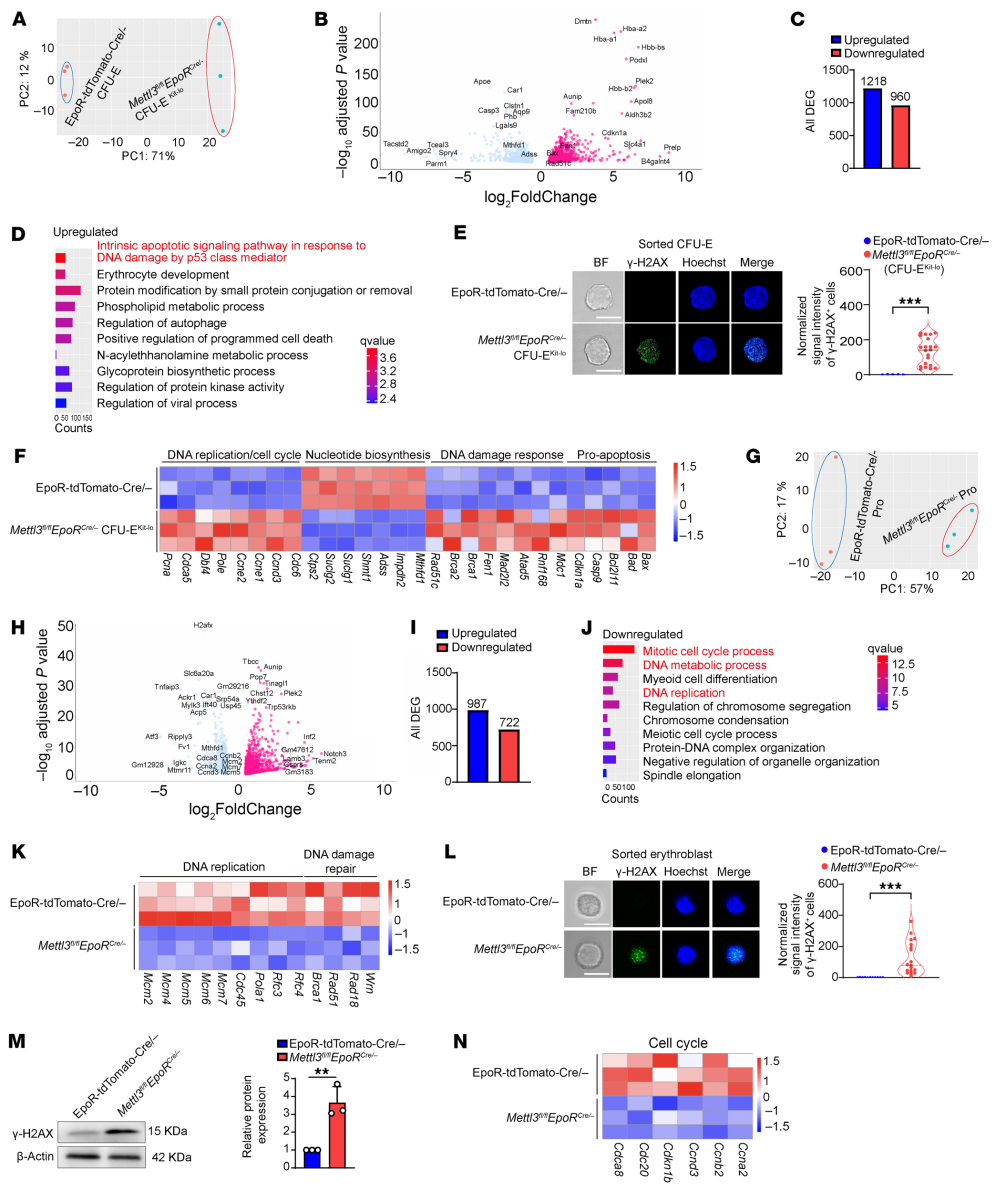
RNA-seq analysis of CFU-E cells and ProEs. (**A**) PCA of transcriptomes shows the separation between control CFU-E and *Mettl3*-deficient CFU-E^Kit-lo^ cells. (**B**) Volcano plots of differential expression genes in control CFU-E cells and *Mettl3*-deficient CFU-E^Kit-lo^ cells. (**C**) Bar plot of DEGs between BM control CFU-E and *Mettl3*-deficient CFU-E^Kit-lo^ cells. (**D**) GO enrichment analysis of genes upregulated in *Mettl3*-deficient CFU-E^Kit-lo^ cells. (**E**) Confocal images of control and *Mettl3*-deficient CFU-E^Kit-lo^ cells stained for DNA (Hoechst, blue) and γ-H2AX foci (green), and quantification of γ-H2AX immunofluorescent intensity in *Mettl3*-deficient mice CFU-E^Kit-lo^ cells, normalized to control mice CFU-E cells (*n* = 5–21/group). (**F**) Heatmap showing expression levels (TPM) of DNA replication/cell cycle, nucleotide biosynthesis, DNA damage response, and pro-apoptosis–related genes in control CFU-E cells and *Mettl3*-deficient CFU-E^Kit-lo^ cells from RNA-seq data. (**G**) PCA of transcriptomes revealing distinct clustering between BM control and *Mettl3*-deficient ProEs. (**H**) Volcano plots of DEGs in ProEs between control and *Mettl3*^fl/fl^ *EpoR*^cre/-^ mice. (**I**) Bar plot showing numbers of DEGs between BM control and *Mettl3*-deficient ProEs. (**J**) GO terms enriched for downregulated genes in *Mettl3*-deficient ProEs. (**K**) Heatmap of gene expression for genes involved in DNA replication and DNA damage repair. (**L**) γ-H2AX immunofluorescence for DNA damage in control and *Mettl3*-deficient erythroblasts (scale bar: 10 μm), and quantification of γ-H2AX immunofluorescent intensity in *Mettl3*-deficient mice, normalized to control mice erythroblast cells (*n* = 11–19/group). (**M**) Western blot analysis of γ-H2AX expression and corresponding quantification in erythroblast cells (*n* = 3/group). (**N**) Heatmap showing TPM of cell-cycle genes in control and *Mettl3*-deficient ProEs. Data are presented as the mean ± SD. Comparisons between 2 groups were performed using an unpaired 2-tailed Student’s *t* test. **P < 0.01, ***P < 0.001.

**Figure 5:**
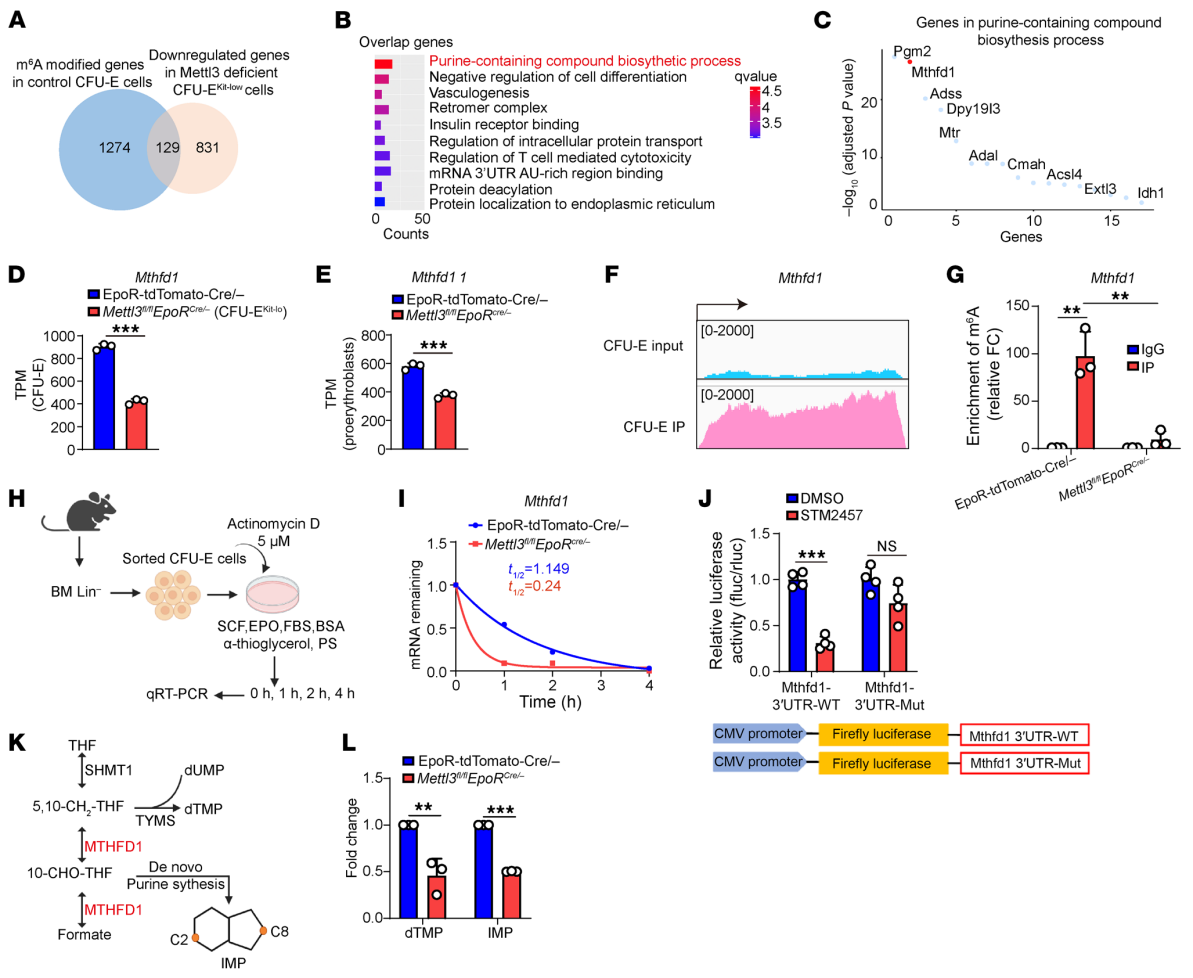
Integrated SLIM-seq/RNA-seq identified Mthfd1 as a Mettl3 target regulating erythroid nucleotide biosynthesis. (**A**) Integrated analysis of downregulated m^6^A-modified mRNAs in control and *Mettl3*-deficient CFU-E^Kit-lo^ cells. (**B**) GO enrichment analysis of the 129 overlapping genes from (A). (**C**) Significance ranking of DEGs in purine-containing compound biosynthetic processes. (**D**) Expression levels of *Mthfd1* in BM CFU-E cells from RNA-seq by TPM (*n* = 3/group). (**E**) Expression levels of *Mthfd1* in BM ProEs from RNA-seq by TPM (*n* = 3/group). (**F**) Integrative Genomics Viewer snapshots of SLIM-seq read coverage for the Mthfd1 transcriptome in control CFU-E cells, comparing Input and IP groups. (**G**) Measurement of m^6^A modification levels on Mthfd1 in control and *Mettl3*-deficient CFU-E cells by MeRIP-qPCR (*n* = 3/group). (**H**) Schematic representation of mRNA half-life measurements in actinomycin D–treated erythroid progenitor CFU-E cells. (**I**) mRNA half-life of Mthfd1 in sorted CFU-E cells, measured after actinomycin D treatment at 0, 1, 2, and 4 hours. (**J**) Dual-luciferase reporter assay identifying METTL3-regulated *Mthfd1* transcripts. The experiment used pMIR-firefly and TK–*Renilla* luciferase vectors, with WT and Mut sequences inserted at the 3′UTR of Fluc (*n* = 4/group). (**K**) Schematic diagram of MTHFD1-mediated biosynthesis pathway of dTMP and IMP. (**L**) Targeted liquid chromatography–tandem mass spectroscopy quantification of dTMP and IMP levels in erythroid cells (*n* = 3/group). Data are presented as the mean ± SD. Comparisons between 2 groups were performed using an unpaired 2-tailed Student’s *t* test. A 2-way ANOVA with Tukey’s post hoc test was used to calculate statistical significance among multiple groups. **P < 0.01, ***P < 0.001. FC, fold change; PS, penicillin-streptomycin; SCF, stem cell factor.

**Figure 6:**
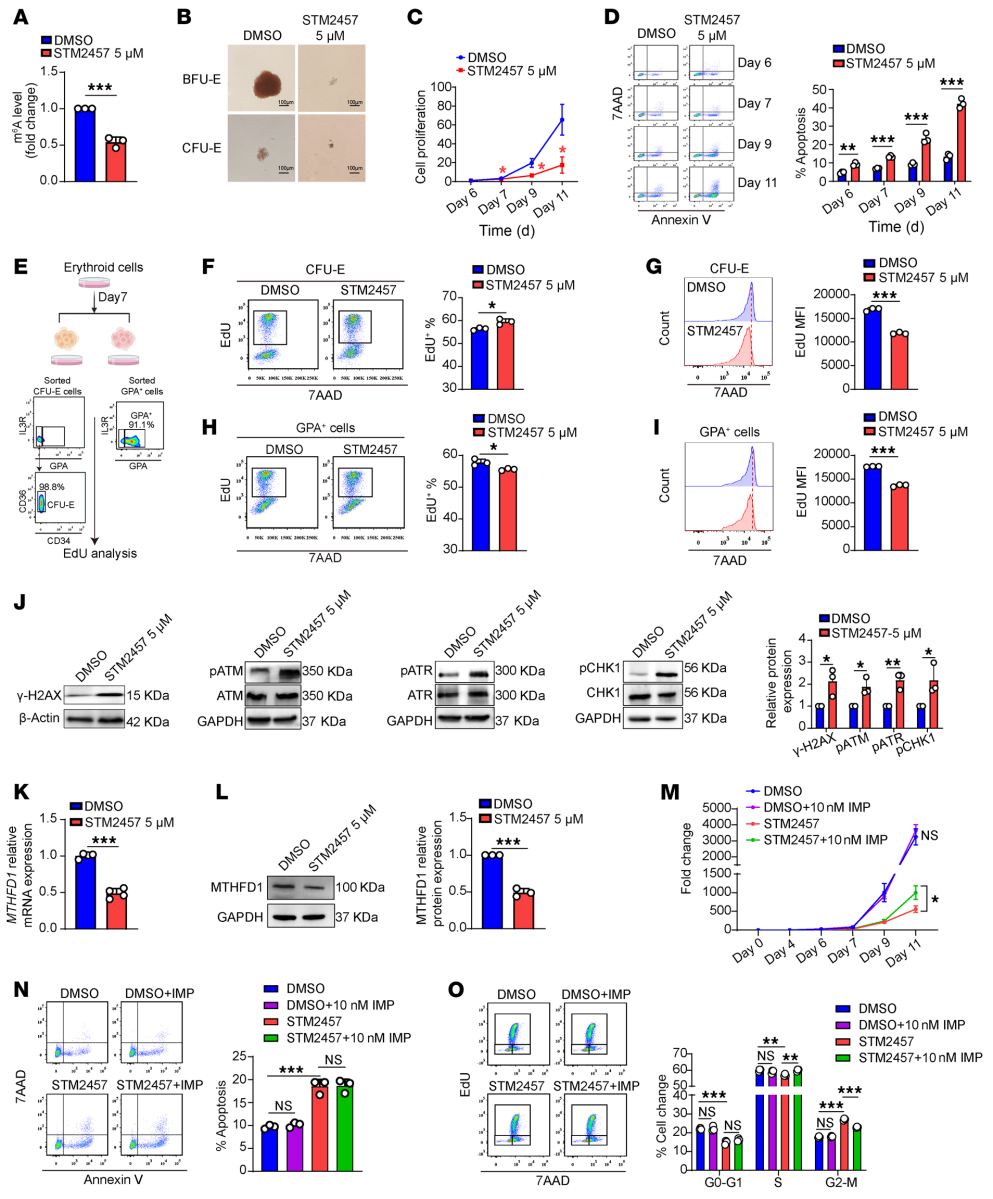
METTL3 inhibition impaired human erythropoiesis. (**A**) Global m^6^A levels in total RNA after DMSO or STM2457 treatment (*n* = 3/group). (**B**) Colony-forming ability of progenitor cells on day 6. Scale bar: 100 μm. (**C**) Proliferation curve of human CD34^+^ cells treated with DMSO or STM2457 (*n* = 3/group). (**D**) Representative flow cytometry profiles and quantification of erythroid cell apoptosis (*n* = 3/group). (**E**) Schematic illustration and purity assessment of sorted human CFU-E and GPA^+^ cells for EdU assay. (**F**) Flow cytometry quantified the proportion of EdU^+^ erythroid cells in sorted human CFU-E cells and (**G**) quantification of the EdU MFI in CFU-E cells during S phase (*n* = 3/group). (**H**) The proportion of EdU^+^ erythroid cells was determined by flow cytometry in sorted human GPA^+^ cells. (**I**) Measurement of EdU MFI in GPA^+^ cells during S phase (*n* = 3/group). (**J**) Representative Western blot analysis of γ-H2AX, pATM, pATR, and pCHK1 in erythroid cells treated with DMSO or STM2457 on day 7 (*n* = 3/group). (**K**) qRT-PCR measurement of *MTHFD1* mRNA levels after METTL3 inhibition (*n* = 3/group). (**L**) Western blot analysis of MTHFD1 protein level in METTL3-deficient cells (*n* = 3/group). (**M**) Exogenous IMP supplementation partially rescued the proliferation deficit in STM2457-treated erythroid cells (*n* = 3/group). (**N**) Analysis of the effect of exogenous IMP on apoptosis in STM2457-treated erythroid cells (*n* = 3/group). (**O**) Exogenous IMP supplementation partially rescued the cell-cycle defect in STM2457-treated erythroid cells (*n* = 3/group). Data are presented as mean ± SD. Comparisons between 2 groups were performed using an unpaired 2-tailed Student’s *t* test. A 2-way ANOVA with Tukey’s post hoc test was used to calculate statistical significance among multiple groups. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
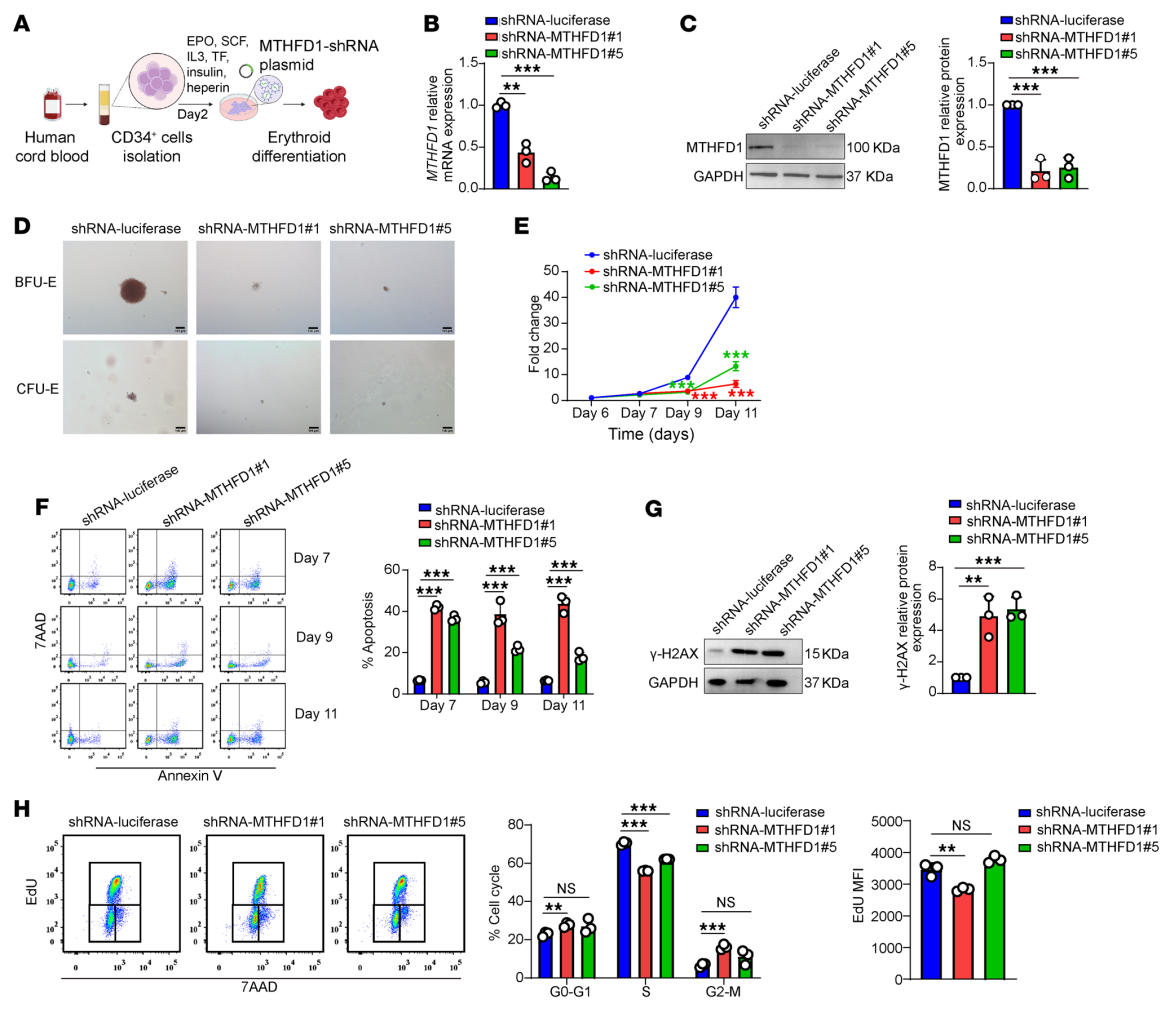
*MTHFD1* deficiency in human erythroid cells phenocopied METTL3 inhibition defects. (**A**) Schematic of lentiviral *MTHFD1*-shRNA transduction and erythroid differentiation induction (*n* = 3/group). (**B**) qRT-PCR analysis of *MTHFD1* knockdown efficiency at mRNA level in shRNA-luciferase, 2 groups of shRNA-*MTHFD1* transduced cells (labeled shRNA-*MTHFD1*#1, and shRNA-*MTHFD1*#5 in the figure) (*n* = 3/group). (**C**) Western blot analysis of MTHFD1 knockdown efficiency and corresponding quantification at the protein level (*n* = 3/group). (**D**) Colony-forming ability of luciferase-control and *MTHFD1*-knockdown cells at day 6. Scale bar: 100 μm. (**E**) Growth curves of luciferase-control and *MTHFD1*-knockdown cells (*n* = 3/group). (**F**) Flow cytometric analysis of apoptosis by 7AAD/annexin V staining at days 7, 9, and 11 (*n* = 3/group). (**G**) Western blot analysis of γ-H2AX and corresponding quantification in luciferase-control and *MTHFD1*-knockdown cells at day 7 (*n* = 3/group). (**H**) The proportion of EdU^+^ cells was quantified by flow cytometry in luciferase-control and *MTHFD1*-knockdown cells on day 7 and quantification of MFI in EdU^+^ cells (*n* = 3/group). Data are presented as the mean ± SD. Two-way ANOVA with Tukey’s post hoc test was used to calculate statistical significance among multiple groups. **P < 0.01, ***P < 0.001.

# Supplementary material for: Methyltransferase complex subunit METTL3 maintains genome stability of erythroid cells via MTHFD1-mediated nucleotide biosynthesis
**Source:** J Clin Invest. 2026 Mar 10;136(9):e196578. doi: 10.1172/JCI196578
**Supplement:** Supplemental data

## SUPPLEMENTAL METHODS

### ***Genomic DNA extraction and PCR genotyping***

Mouse tail was lysed in lysis buffer. Proteinase K (4 µL/mL) was added to the lysis buffer, and the mixture was incubated overnight at 55 °C. DNA was precipitated with isopropanol and washed with 75% ethanol. PCR amplification was performed using 2×Flash PCR MasterMix (Cwbio, CW3009M). The primers were used for the *EpoR-tdTomato-Cre* reaction WT-F: GTGTCCGATTCTGGCATCTCAACAGA; WT-R: TGCACCCACACTCAGCCATACATA; Mut-R: CCTCCTCGCCCTTGCTCAC. The PCR condition was: (1) 95°C, 5min. (2) 95°C, 20s; 65°C, 20s; 72°C, 20s; 35 cycles. (3) 4°C, hold. The primers were used for the *CD169-tdTomato-Cre* reaction WT-F: GACCTTTTGTGATCCAGGTTTGCTT; WT-R: TGAGCTTTGAAGAGAAAGGCAAAGG; Mut-R: CATGAACTCTTTGATGACCTCCTCG. The PCR condition was: (1) 95°C, 3min. (2) 95°C, 15s; 65°C, 20s; 72°C, 25s; 32cycles. (3) 72°C, 7min. (4) 4°C, hold. The *Mettl3<sup>fl/fl</sup>* primers were: primer F: AAAAGGCAATGTGCTTCTATGCCCG; primer R: TGCACGATGATAAAAGCCACTGT AAC. The PCR conditions were: (1) 94°C, 5min. (2) 94°C, 30s; 56.5°C, 30s; 68°C, 25s; 15 cycles. (3) 94°C, 30s; 56°C, 30s; 68°C, 25s; 25 cycles. (4) 68°C, 10 min.

### ***Preparation of single-cell suspensions for flow cytometry***

For mouse bone marrow cells, the femur and tibia were removed and placed in a dish containing Buffer I (PBS, 2% FBS, 2 mM EDTA), with the bone cavity rinsed into a 15 mL centrifuge tube using a 1 mL syringe, followed by gentle dispersion of cells using a pipette to avoid clumping, filtration through a 70 µm filter into a new 50 mL tube, and adjustment to a final volume of 15 mL.

### ***Staining and flow cytometric analysis of hematopoietic stem and progenitor cells***

For quantification of total bone marrow (BM) hematopoietic stem and progenitor cells (HSPCs) compartments, cells were first blocked with CD16/32 Fc-blocking antibody (eBioscience, #553142). They were then stained with the following biotinylated lineage markers: Biotin-Gr-1 (eBioscience, #13-5931-75),

Biotin-CD11b (eBioscience, #13-0112-75), Biotin-CD3e (eBioscience, #13-0031-75), Biotin-B220 (eBioscience, #103204), and Biotin-Ter119 (eBioscience, #13-5921-75), followed by incubation at 4°C for 30 minutes. After incubation, cells were washed with 1mL of Buffer I by centrifugation at  $300 \times g$  for 5 minutes. For LSK<sup>+</sup> (Lin<sup>-</sup>Sca-1<sup>+</sup>Kit<sup>+</sup>) cell staining, cells were labeled with: APC-Cy7-conjugated anti-mouse CD117 (BioLegend, #105826), APC-conjugated anti-mouse CD34 (BioLegend, #119310), BV605-conjugated anti-mouse Sca-1 (BioLegend, #108134), BV421-conjugated anti-mouse CD135 (BioLegend, #135314), BV510-conjugated anti-mouse CD150 (BioLegend, #115929), PE-Cy7-conjugated anti-mouse CD48 (BioLegend, #103424), PerCP-conjugated streptavidin (BioLegend, #405213); For LSK<sup>-</sup> (Lin<sup>-</sup>Sca-1<sup>-</sup>Kit<sup>+</sup>) cell staining, the following antibodies were used: APC-Cy7-conjugated anti-mouse CD117 (BioLegend, #105826), APC-conjugated anti-mouse CD34 (BioLegend, #119310), BV605-conjugated anti-mouse Sca-1 (BioLegend, #108134), BV510-conjugated anti-mouse CD16/32 (BioLegend, #101333), PerCP-conjugated streptavidin (BioLegend, #405213), PerCP-conjugated anti-mouse CD41 (BioLegend, #133918), BV421-conjugated anti-mouse CD105 (BD, #562760), PE-Cy7-conjugated anti-mouse CD150 (BioLegend, #115914). All staining steps were performed at room temperature for 30 minutes in the dark. After incubation, cells were centrifuged at  $300 \times g$  for 5 minutes, resuspended in 300  $\mu$ L of Buffer I, and stained with the viability marker 7-AAD (BD, #559925) (0.5  $\mu$ g/mL) for 10 minutes in the dark. Finally, cells were transferred to flow cytometry tubes and analyzed using a BD LSRFortessa™ flow cytometer.

### ***Western blotting***

Erythroid cells were collected in 1.5 mL EP tubes and centrifuged at  $300 \times g$  for 5 minutes at 4°C. The cells pellet was resuspended in 1  $\times$  PBS and centrifuged again under the same conditions, then placed on ice. Cell lysis: a lysis buffer was prepared by adding 100  $\times$  protease inhibitor (Solarbio, P6731) and 50  $\times$  phosphatase inhibitor (Solarbio, P8993) to RIPA buffer (CW BIO, CW2333S). The mixture was thoroughly mixed and

kept on ice for 3~5 minutes. The RIPA mixture was then added to the cells, followed by vortexing every 10 minutes. Complete lysis was achieved by incubating the cells on ice for 30 minutes. After lysis, the samples were centrifuged at 14,000 rpm for 10 minutes at 4 °C. The supernatant was transferred to a new EP tube, and the protein concentration was determined using the BCA method (APPLYGEN, P1511). Protein quantification (BCA Assay): for each sample, a working solution was prepared by mixing BCA reagent and  $\text{Cu}^{2+}$  at a 49:1 ratio (200  $\mu\text{L}$  total volume per sample). A standard curve was generated using gradient-diluted standards, and samples were diluted 10-fold with ddH<sub>2</sub>O. Then, 200  $\mu\text{L}$  of the BCA working solution was added to each well, and the plate was incubated at 37 °C for 30 minutes. Absorbance was measured at 562 nm, and the protein concentration was calculated. Protein denaturation and electrophoresis: 5×loading buffer was added to the protein lysate to obtain a 1×working solution. The mixture was boiled for 5 minutes. A PAGE protein gel (Epizyme, PG212, LK304, LK303) was prepared for electrophoresis. Proteins were transferred to a PVDF membrane, which was then blocked with 5% BSA for 1 hour at room temperature. Primary antibodies were diluted as follows: GAPDH mouse monoclonal antibody (Epizyme, LF205S, 1:5000),  $\beta$ -Actin recombinant mouse monoclonal antibody (Epizyme, LF201S, 1:5000),  $\gamma$ -H2AX (abcam, ab81299, 1:3000), pATM (Thermo Fisher, MA1-2020, 1:1000), ATM (CST, #2873, 1:1000), pATR (CST, #2853, 1:1000), ATR (CST, #13934, 1:1000), pCHK1 (CST, #2348, 1:1000), CHK1 (CST, #2360, 1:1000), MTHFD1 (Proteintech, 10794-1-AP, 1:1000).  $\alpha$ -globin (Proteintech, 14537-1-AP, 1:20000),  $\beta$ -globin (Abcam, ab214049, 1:20000), METTL3 (CST, #86132, 1:1000). The membrane and diluted antibodies were incubated overnight at 4 °C. The next day, secondary antibodies were applied: goat anti-rabbit IgG-HRP (Epizyme, LF102, 1:5000), goat anti-mouse IgG-HRP (Epizyme, LF101, 1:5000). An ultrasensitive luminescence solution (APPLYGEN, W0001) was prepared by mixing 1 mL of liquid A and 1 mL of liquid B. The PVDF membrane was incubated with the solution in a dark room. Images were captured using an automated gel imager, and exposure was documented.

## SUPPLEMENTAL FIGURES AND FIGURE LEGENDS

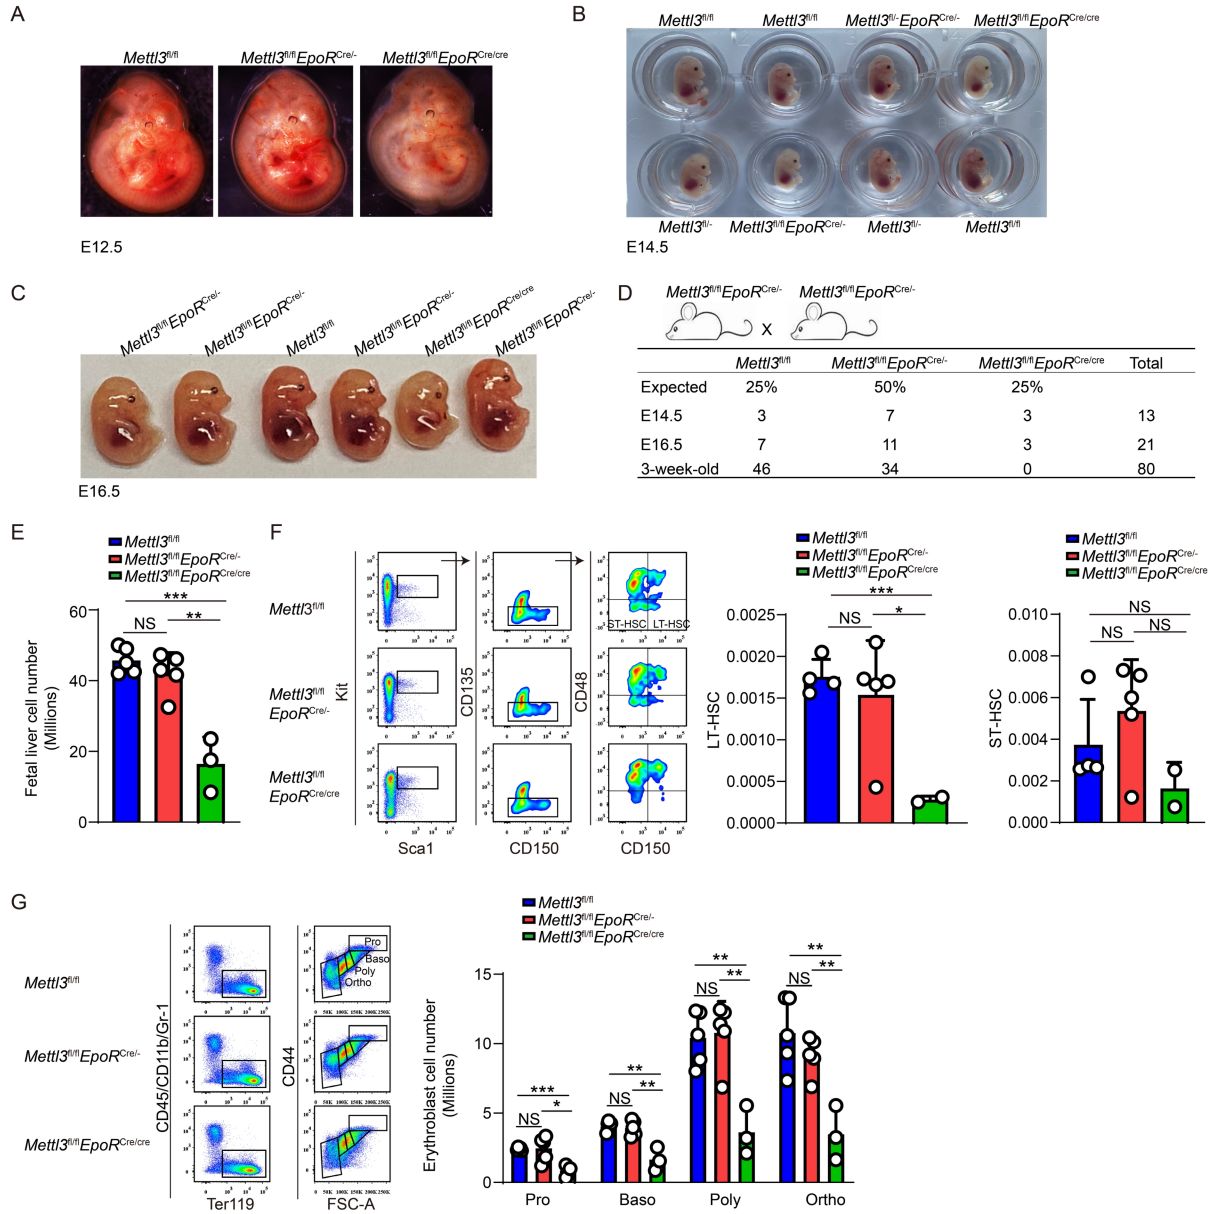

**Supplementary Figure 1. Phenotypic analysis of *Mettl3*-deficient mouse embryos.** (A) Representative photograph of *Mettl3*-deficient mouse embryos on E12.5 (B) E14.5 and (C) E16.5. (D) Mendelian ratio at the indicated stages. (E) Quantification of total fetal liver cells on E16.5 (n = 3-5/group). (F) Representative FACS plot and quantification analysis showing the percentage of LT-HSC, ST-HSC and (G) erythroid cells in E16.5 fetal liver (n = 2-5/group). Data were presented as mean  $\pm$  SD. 2-way ANOVA with Tukey's post hoc test was used to calculate statistical significance among multiple groups. \*  $P < 0.05$ , \*\*  $P < 0.01$  and \*\*\*  $P < 0.001$ .

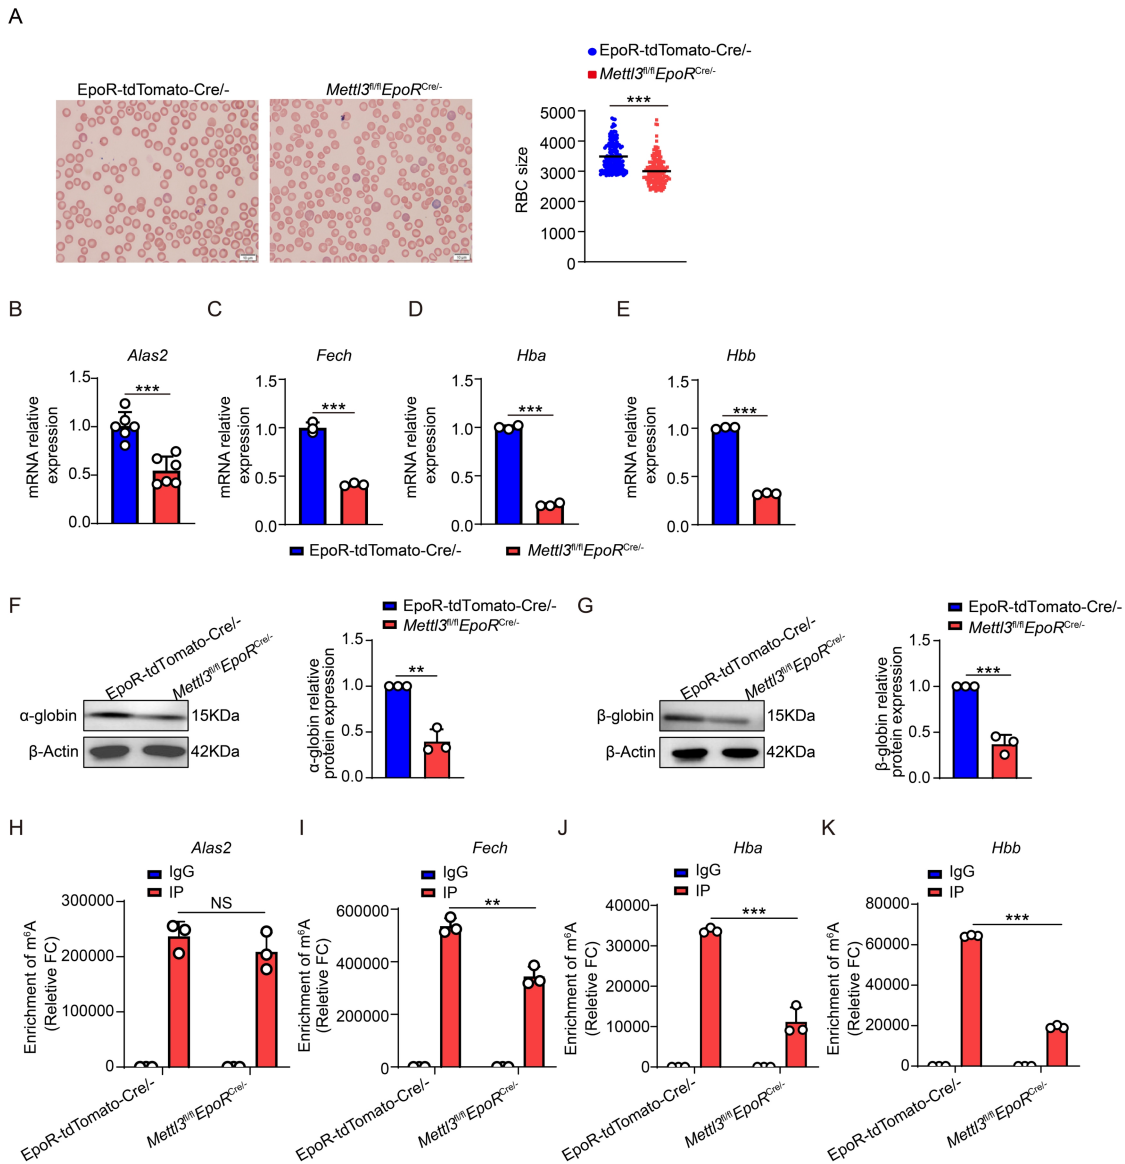

**Supplementary Figure 2. *Mettl3* deficiency impairs hemoglobin synthesis in murine erythroblasts.** (A) Staining of mouse erythrocyte blood smears and quantification of mice erythrocytes size. (B-E) qRT-PCR analysis of the expression of heme synthesis rate-limiting enzymes (*Alas2*, *Fech*) and globin genes (*Hba*, *Hbb*) in erythroblasts (n = 3-6/group). (F) Western blot analysis and quantification of  $\alpha$ -globin protein levels in control and *Mettl3*-deficient murine erythroblasts (n = 3/group). (G) Western blot analysis and quantification of  $\beta$ -globin protein levels in control and *Mettl3*-deficient murine erythroblasts (n = 3/group). (H-K) Measurement of m<sup>6</sup>A modification levels on *Alas2*, *Fech*, *Hba* and *Hbb* in murine erythroblasts by MeRIP-qPCR (n = 3/group). Data were presented as mean  $\pm$  SD. Comparisons between two groups were performed using an unpaired two-tailed Student's t-test. 2-way ANOVA with Tukey's post hoc test was used to calculate statistical significance among multiple groups. \*\*  $P < 0.01$  and \*\*\*  $P < 0.001$ .

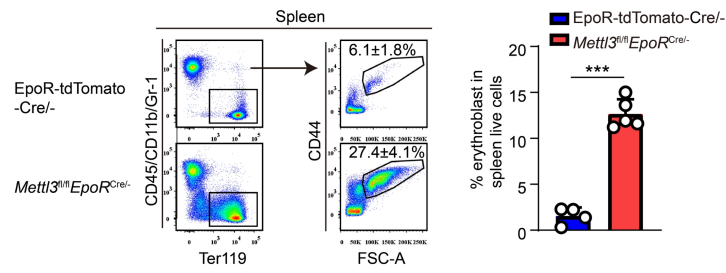

**Supplementary Figure 3. Flow cytometric analysis of erythroid cells in control and *Mettl3* knockout mouse spleen.** (n = 4-5/group). Data are presented as mean ± SD. Comparisons between two groups were performed using an unpaired two-tailed Student's t-test. \*\*\*  $P < 0.001$ .

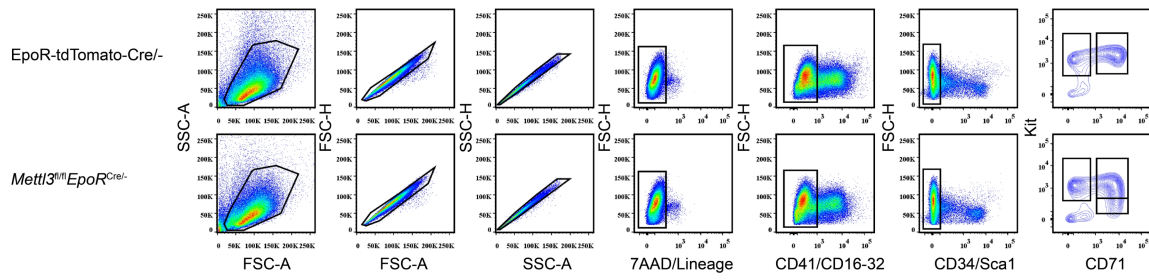

**Supplementary Figure 4. Gating strategy for control and *Mettl3* knockout mice bone marrow erythroid progenitors.**

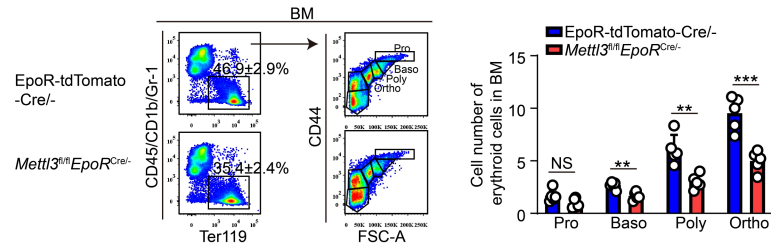

**Supplementary Figure 5. Flow cytometric analysis of erythroid cells in control and *Mettl3* knockout mouse bone marrow.** (n = 5/group). Data are presented as mean  $\pm$  SD. Comparisons between two groups were performed using an unpaired two-tailed Student's t-test. \*\*  $P < 0.01$  and \*\*\*  $P < 0.001$ .

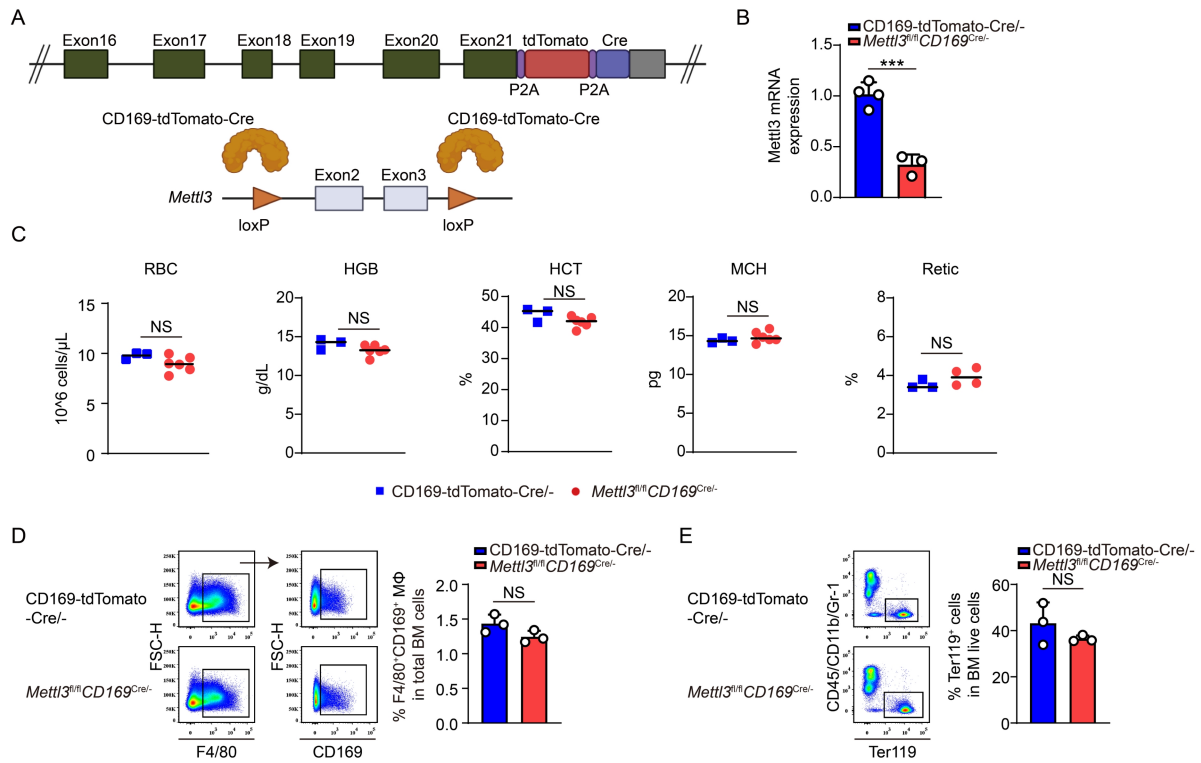

**Supplementary Figure 6. Macrophage-specific *Mettl3* knockout shows no effects on erythropoiesis.** (A) Genetic scheme for *Mettl3* floxed allele deletion via *CD169-tdTomato-Cre* recombinase. (B) Knockout efficiency of *Mettl3* in bone marrow erythroblastic island (EBI) macrophages (n = 3-4/group). (C) Peripheral blood parameters showing no differences between control and *Mettl3*-deficient mice (n = 3-6/group). (D) Flow cytometric analysis of EBI macrophages percentage (n = 3/group). (E) Flow cytometric analysis of Ter119<sup>+</sup> cells percentage (n = 3/group). Data are presented as mean  $\pm$  SD. Comparisons between two groups were performed using an unpaired two-tailed Student's t-test. \*\*\*  $P < 0.001$ .

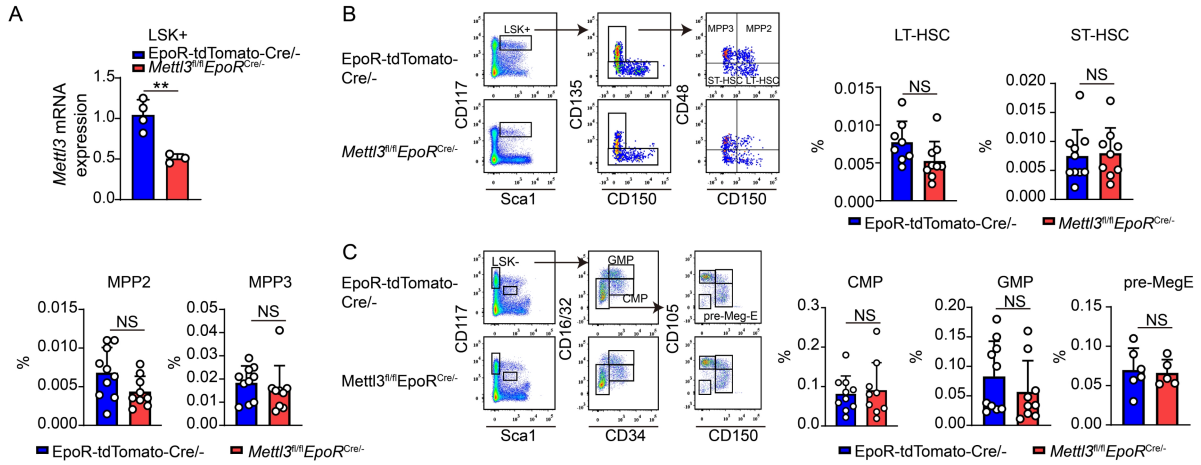

**Supplementary Figure 7. *Mettl3* deficiency does not significantly alter the proportion of hematopoietic stem and progenitor cells in the bone marrow.** (A) Expression levels of *Mettl3* in LSK<sup>+</sup> cells from control and *Mettl3*-deficient mice by qRT-PCR and normalized to  $\beta$ -Actin (n = 3-4/group). (B) Flow cytometry gating strategy and the proportion of HSPCs compartments: Long-term hematopoietic stem cells (LT-HSCs), Short-term hematopoietic stem cells (ST-HSCs), Multipotent progenitor 2 (MPP2), Multipotent progenitor 3 (MPP3) gated on LSK<sup>+</sup> population (Lin<sup>-</sup>Kit<sup>+</sup>Sca-1<sup>+</sup> cells) (n = 8-10/group). (C) Representative flow cytometry plots for LSK<sup>-</sup> lineage-committed progenitors: Common myeloid progenitors (CMPs), Granulocyte-macrophage progenitors (GMPs), Pre-megakaryocyte-erythroid progenitors (pre-MegEs) gated on LSK<sup>-</sup> population (Lin<sup>-</sup>Kit<sup>+</sup>Sca-1<sup>-</sup> cells) (n = 5-10/group). Data are presented as mean  $\pm$  SD. Comparisons between two groups were performed using an unpaired two-tailed Student's t-test. \*\*  $P < 0.01$ .

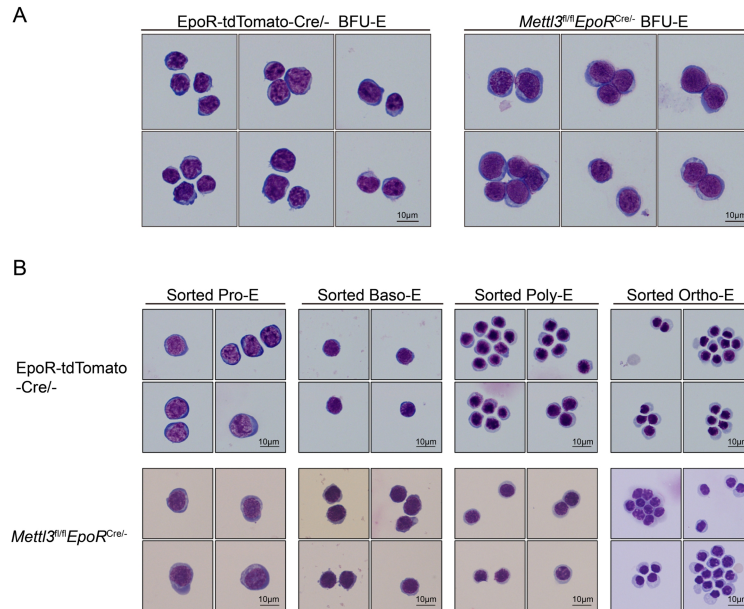

**Supplementary Figure 8. Characterization of BFU-E and erythroblast cells in *Mettl3*-deficient mice. (A)** Composite representative cytopsin images of the sorted BFU-E cells from control and *Mettl3*-deficient mice in the bone marrow. **(B)** Composite representative cytopsin images of the sorted proerythroblasts (pro-E), basophilic erythroblasts (baso-E), polychromatic erythroblasts (poly-E), and orthochromatic erythroblasts (ortho-E) cells from control and *Mettl3*-deficient mice. Scale bar: 10  $\mu$ m.

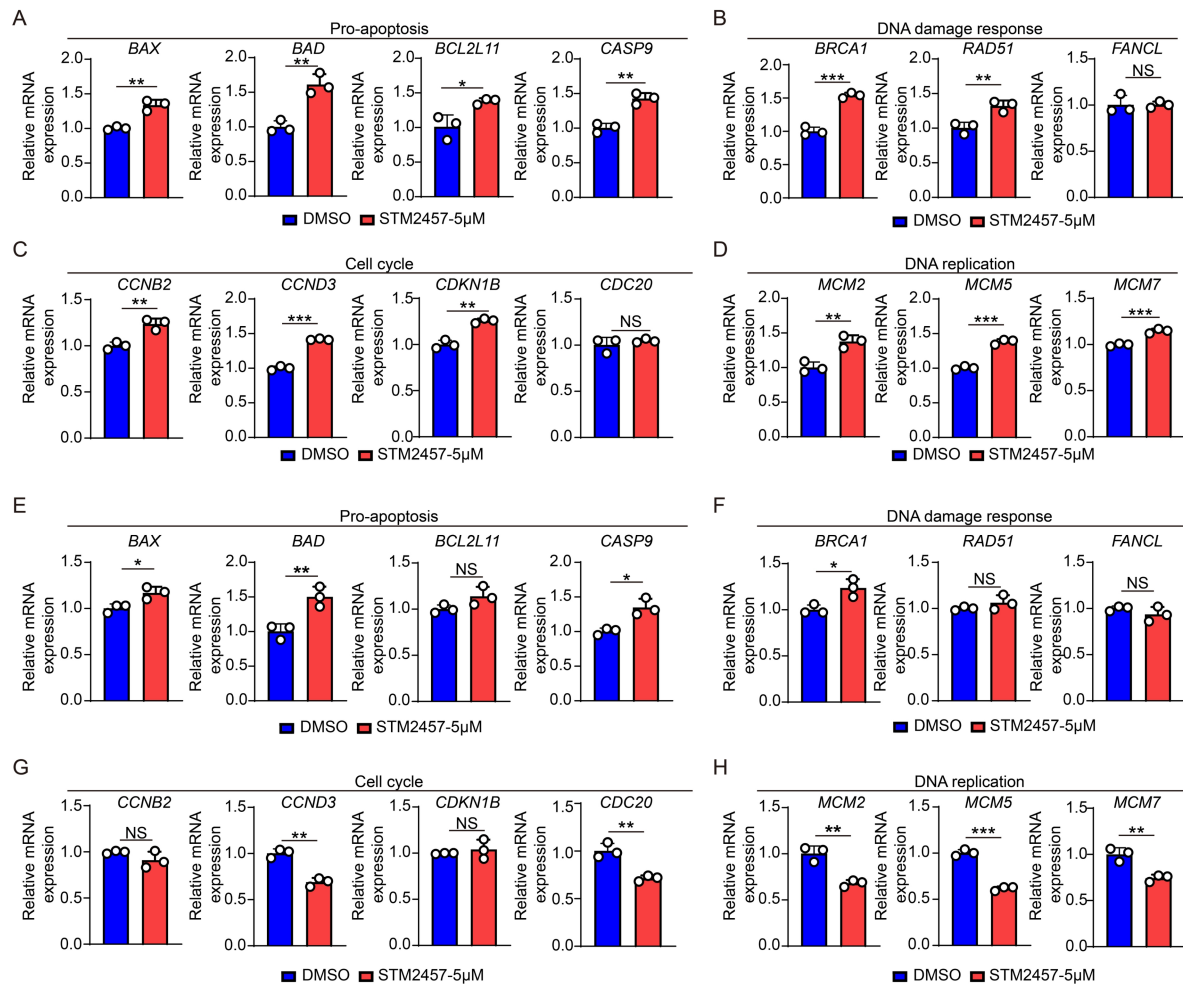

**Supplementary Figure 9. Gene expression analysis of sorted human CFU-E and GPA<sup>+</sup> cells (Pro-E) at day 7 of the in vitro culture. (A-D)** The expression levels of pro-apoptosis, DNA damage response, cell cycle, and DNA replication genes were assessed by qRT-PCR and normalized to GAPDH in sorted human CFU-E cells at Day7 (n = 3/group). **(E-H)** Analysis of gene expression in sorted human GPA<sup>+</sup> cells at Day7. Relative mRNA levels of pro-apoptosis, DNA damage response, cell cycle, and DNA replication genes were quantified by qRT-PCR and normalized to GAPDH (n = 3/group). Data are presented as mean ± SD. Comparisons between two groups were performed using an unpaired two-tailed Student's t-test. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ .

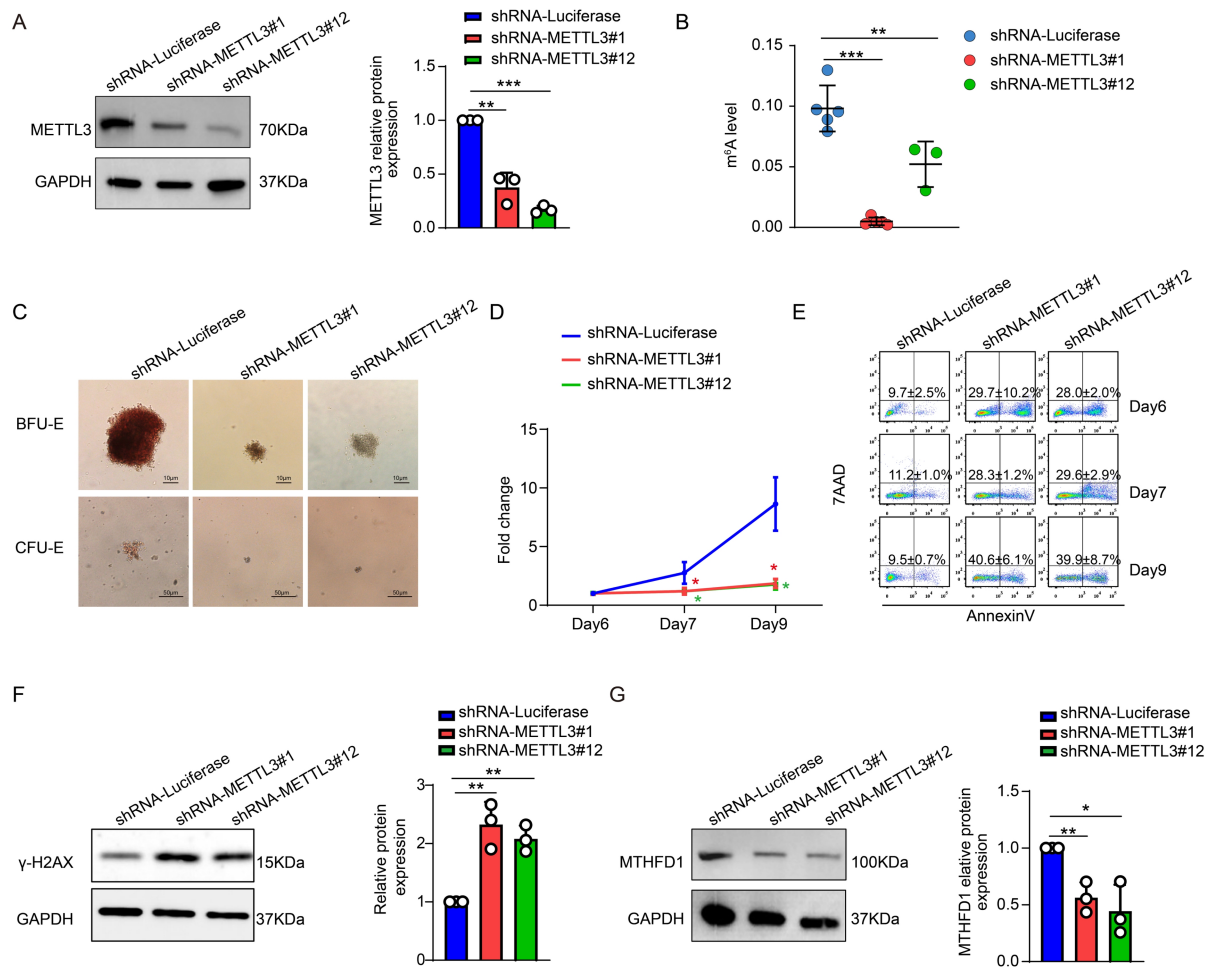

**Supplementary Figure 10. Knockdown of *METTL3* in human erythroid cells impairs erythropoiesis.** (A) Western blot analysis and quantification of *METTL3* protein levels following knockdown (n = 3/group). (B) Global m<sup>6</sup>A levels in total RNA of shRNA-Luciferase, shRNA-*METTL3*#1, shRNA-*METTL3*#12 transduced cells at day7 using colorimetric assay (n = 3-5/group). (C) Colony-forming ability of Luciferase control and *METTL3*-knockdown erythroid progenitor cells at Day6. (D) Growth curves of erythroid cells transduced with shRNAs targeting Luciferase or *METTL3* (#1 and #12) (n = 3/group). (E) Flow cytometric analysis of apoptosis in erythroid cells transduced with control or *METTL3*-targeting shRNAs at days 6, 7, and 9 using Annexin V/7AAD staining. (F) Western blot analysis and quantification of γ-H2AX protein levels in Luciferase control and *METTL3*-knockdown erythroid cells (n = 3/group). (G) Analysis and quantification of MTHFD1 protein expression in *METTL3*-knockdown erythroid cells (n = 3/group). Data were presented as mean ± SD. 2-way ANOVA with Tukey's post hoc test was used to calculate statistical significance among multiple groups. \*  $P < 0.05$ , \*\*  $P < 0.01$  and \*\*\*  $P < 0.001$ .

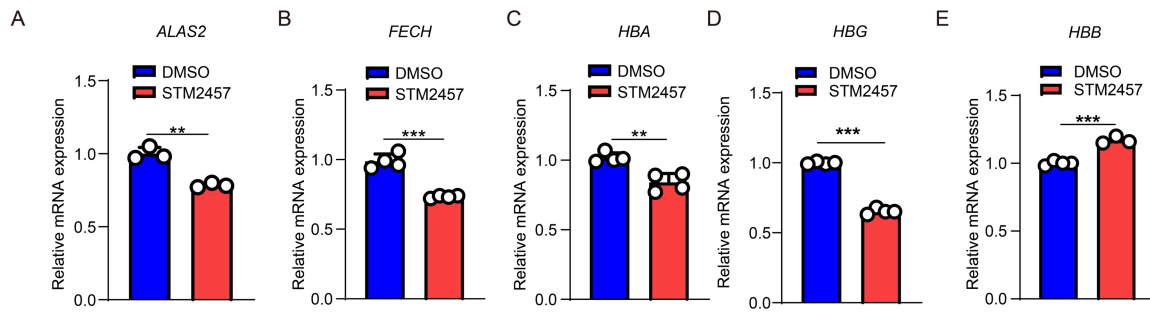

**Supplementary Figure 11. Effects of STM2457 on human erythroid hemoglobin gene expression. (A-B)** mRNA expression levels of heme synthesis genes (*ALAS2*, *FECH*) ( $n = 3-4/\text{group}$ ). **(C-E)** mRNA expression levels of globin genes (*HBA*, *HBG*, *HBB*) ( $n = 3-4/\text{group}$ ). Comparisons between two groups were performed using an unpaired two-tailed Student's t-test. \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ .

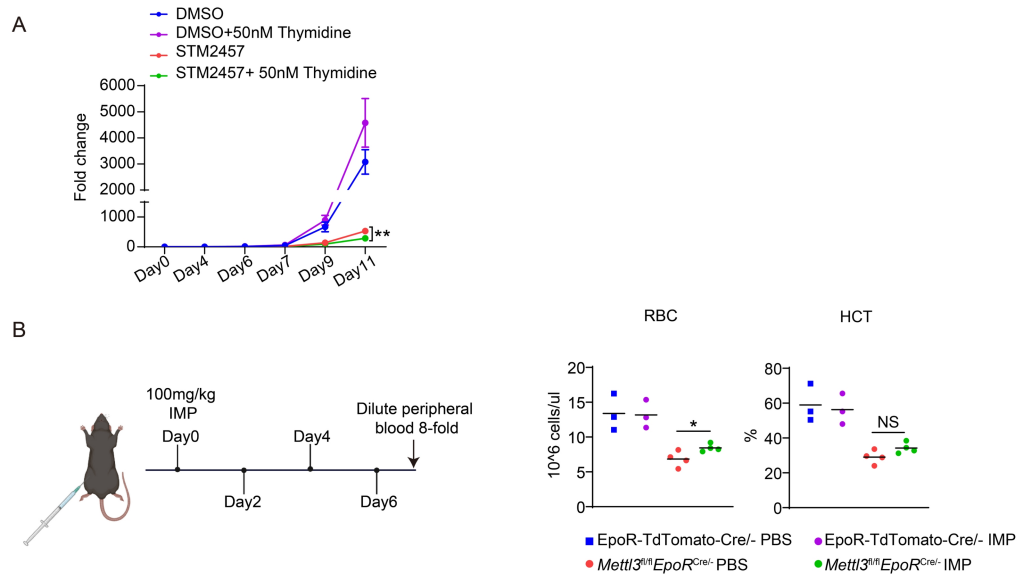

**Supplementary Figure 12. Analysis of exogenous thymidine supplementation in vitro and IMP injection in mice.**

**(A)** Effect of in vitro thymidine supplementation on the proliferation of erythroid cells treated with DMSO or STM2457 ( $n = 3/\text{group}$ ). **(B)** Recovery of red blood cells (RBC) and hematocrit (HCT) in mice following intraperitoneal injection of IMP. Data were presented as mean  $\pm$  SD. 2-way ANOVA with Tukey's post hoc test was used to calculate statistical significance among multiple groups. \*  $P < 0.05$ . \*\*  $P < 0.01$ .

**Supplemental table S5. qRT-PCR primer and shRNA sequences**

| Name                   | Sequence 5'-3'          | Note                           |
|------------------------|-------------------------|--------------------------------|
| <i>Mettl3</i> -F       | CGTAGTGATAGTCCCGTGCC    | qPCR primers<br>for mice genes |
| <i>Mettl3</i> -R       | TGGCGTAGAGATGGCAAGAC    |                                |
| <i>Mthfd1</i> -F       | GGGAATCCTGAACGGGAAACT   |                                |
| <i>Mthfd1</i> -R       | TGAGTGGCTTTGATCCCAATC   |                                |
| <i>Alas2</i> -F        | GCAGCTATGTTGCTACGGTC    |                                |
| <i>Alas2</i> -R        | GATGGGGCAGCGTCCAATAC    |                                |
| <i>Fech</i> -F         | CAGACAGATGAGGCTATCAAAGG |                                |
| <i>Fech</i> -R         | CACAGCTTGTTGGACTGGATG   |                                |
| <i>Hba</i> -F          | TTGGCTAGCCACCACCCT      |                                |
| <i>Hba</i> -R          | CCAAGAGGTACAGGTGCA      |                                |
| <i>Hbb</i> -F          | TTAAGGCTCCTGGGCAATAT    |                                |
| <i>Hbb</i> -R          | TGCCAACAACTGACAGATGC    |                                |
| $\beta$ -Actin-F       | CGTCGACAACGGCTCCGGCATG  |                                |
| $\beta$ -Actin-R       | GGGCCTCGTCACCCACATAGGAG |                                |
| sh <i>METTL3</i> #1-F  | GCCTTAACATTGCCCACTGAT   | Human shRNA<br>primer          |
| sh <i>METTL3</i> #1-R  | ATCAGTGGGCAATGTTAAGGC   |                                |
| sh <i>METTL3</i> #12-F | CGTCAGTATCTTGGGCAAGTT   |                                |
| sh <i>METTL3</i> #12-R | AACTTGCCCAAGATACTGACG   |                                |
| sh <i>MTHFDI</i> #1-F  | GCTGAAGAGATTGGGATCAAA   |                                |
| sh <i>MTHFDI</i> #1-R  | TTTGATCCCAATCTCTTCAGC   |                                |

| Name                  | Sequence 5'-3'          | Note                               |
|-----------------------|-------------------------|------------------------------------|
| sh <i>MTHFD1</i> #5-F | CCAAGCGTTTCCTGGAGAAAT   | Human shRNA<br>primer              |
| sh <i>MTHFD1</i> #5-R | ATTTCTCCAGGAAACGCTTGG   |                                    |
| <i>MTHFD1</i> -F      | GTTGAAGGAGCAAGTACCTGG   | qPCR<br>primers for<br>human genes |
| <i>MTHFD1</i> -R      | GGTAGCTGCACTAAGAACCCA   |                                    |
| <i>METTL3</i> -F      | TTGTCTCCAACCTTCCGTAGT   |                                    |
| <i>METTL3</i> -R      | CCAGATCAGAGAGGTGGTGTAG  |                                    |
| <i>BAX</i> -F         | CCCGAGAGGTCTTTTTCCGAG   |                                    |
| <i>BAX</i> -R         | CCAGCCCATGATGGTTCTGAT   |                                    |
| <i>BAD</i> -F         | CCCAGAGTTTGAGCCGAGTG    |                                    |
| <i>BAD</i> -R         | CCCATCCCTTCGTCGTCCT     |                                    |
| <i>BCL2L1</i> -F      | TAAGTTCTGAGTGTGACCGAGA  |                                    |
| <i>BCL2L1</i> -R      | GCTCTGTCTGTAGGGAGGTAGG  |                                    |
| <i>CASP9</i> -F       | CTTCGTTTCTGCGAACTAACAGG |                                    |
| <i>CASP9</i> -R       | GCACCACTGGGGTAAGGTTT    |                                    |
| <i>BRCA1</i> -F       | GAAACCGTGCCAAAAGACTTC   |                                    |
| <i>BRCA1</i> -R       | CCAAGGTTAGAGAGTTGGACAC  |                                    |
| <i>RAD51</i> -F       | CAACCCATTTACGGTTAGAGC   |                                    |
| <i>RAD51</i> -R       | TTCTTTGGCGCATAGGCAACA   |                                    |
| <i>FANCL</i> -F       | ATGAGGGATTTCATCTCGGCTC  |                                    |
| <i>FANCL</i> -R       | AGGTAGTGCATACAGCTCTTGT  |                                    |
| <i>CCNB2</i> -F       | CCGACGGTGTCCAGTGATTT    |                                    |

| Name             | Sequence 5'-3'         | Note                            |
|------------------|------------------------|---------------------------------|
| <i>CCNB2</i> -R  | TGTTGTTTTGGTGGGTGAACT  | qPCR primers<br>for human genes |
| <i>CCND3</i> -F  | TACCCGCCATCCATGATCG    |                                 |
| <i>CCND3</i> -R  | AGGCAGTCCACTTCAGTGC    |                                 |
| <i>CDKN1B</i> -F | AACGTGCGAGTGTCTAACGG   |                                 |
| <i>CDKN1B</i> -R | CCCTCTAGGGGTTTGTGATTCT |                                 |
| <i>CDC20</i> -F  | GCACAGTTCGCGTTCGAGA    |                                 |
| <i>CDC20</i> -R  | CTGGATTTGCCAGGAGTTCGG  |                                 |
| <i>MCM2</i> -F   | CCGTGACCTTCCACCATTGA   |                                 |
| <i>MCM2</i> -R   | GGTAGTCCCTTTCCATGCCAT  |                                 |
| <i>MCM5</i> -F   | ATGTCGGGATTTCGACGATCCT |                                 |
| <i>MCM5</i> -R   | CCAGGTTGTAATGCCGCTTG   |                                 |
| <i>MCM7</i> -F   | CCTACCAGCCGATCCAGTCT   |                                 |
| <i>MCM7</i> -R   | CCTCCTGAGCGGTTGGTTT    |                                 |
| <i>ALAS2</i> -F  | ACCTACCGTGTGTTCAAGACT  |                                 |
| <i>ALAS2</i> -R  | AGATGCCTCAGAGAAATGTTGG |                                 |
| <i>FECH</i> -F   | GGAGATGTTACGACTTCCTTC  |                                 |
| <i>FECH</i> -R   | GAATGGTGCCAGCTTATTCTGA |                                 |
| <i>HBA</i> -F    | GACCTGCACGCGCACAAGCTT  |                                 |
| <i>HBA</i> -R    | GCTCACAGAAGCCAGGAAGTTG |                                 |
| <i>HBB</i> -F    | AGGAGAAGTCTGCCGTTACTG  |                                 |

| Name                                 | Sequence 5'-3'                                                                                                             | Note                            |
|--------------------------------------|----------------------------------------------------------------------------------------------------------------------------|---------------------------------|
| <i>HBB</i> -R                        | CCGAGCACTTTCTTGCCATGA                                                                                                      | qPCR primers<br>for human genes |
| <i>HBG</i> -F                        | GGCAACCTGTCCTCTGCCTC                                                                                                       |                                 |
| <i>HBG</i> -R                        | GAAATGGATTGCCAAAACGG                                                                                                       |                                 |
| <i>Mthfd1</i> -3'UTR-WT<br>sequence  | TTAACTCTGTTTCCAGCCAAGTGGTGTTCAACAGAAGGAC<br>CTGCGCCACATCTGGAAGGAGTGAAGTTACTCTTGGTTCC<br>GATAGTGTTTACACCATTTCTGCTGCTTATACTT |                                 |
| <i>Mthfd1</i> -3'UTR-Mut<br>sequence | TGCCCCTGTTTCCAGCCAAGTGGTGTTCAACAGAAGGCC<br>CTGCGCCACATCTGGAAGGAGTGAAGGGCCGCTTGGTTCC<br>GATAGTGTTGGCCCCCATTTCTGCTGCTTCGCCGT |                                 |

# Supplementary material for: Methyltransferase complex subunit METTL3 maintains genome stability of erythroid cells via MTHFD1-mediated nucleotide biosynthesis
**Source:** J Clin Invest. 2026 Mar 10;136(9):e196578. doi: 10.1172/JCI196578
**Supplement:** Unedited blot and gel images

**Full unedited blot for figures and  
supplemental figures**

The images used in the manuscript are marked with red boxes

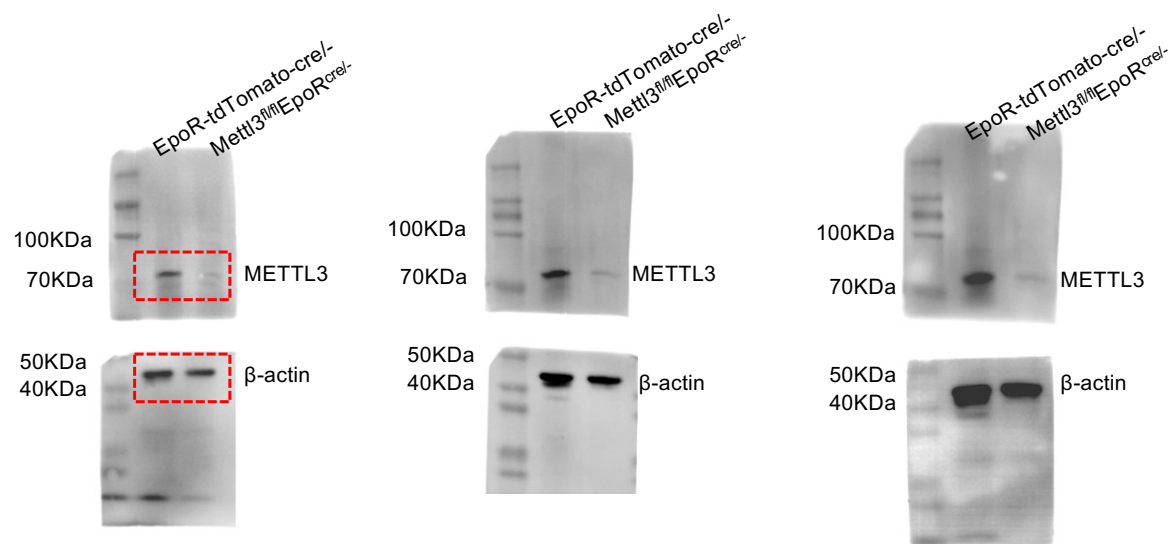

Full unedited blot for Figure 1C

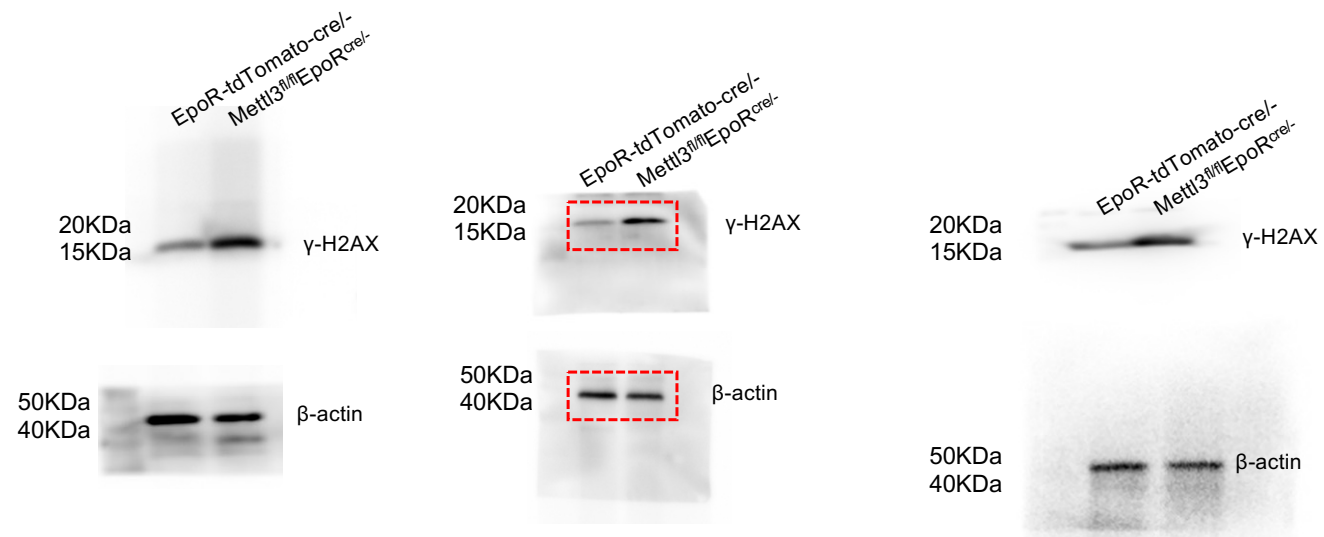

Full unedited blot for Figure 4M

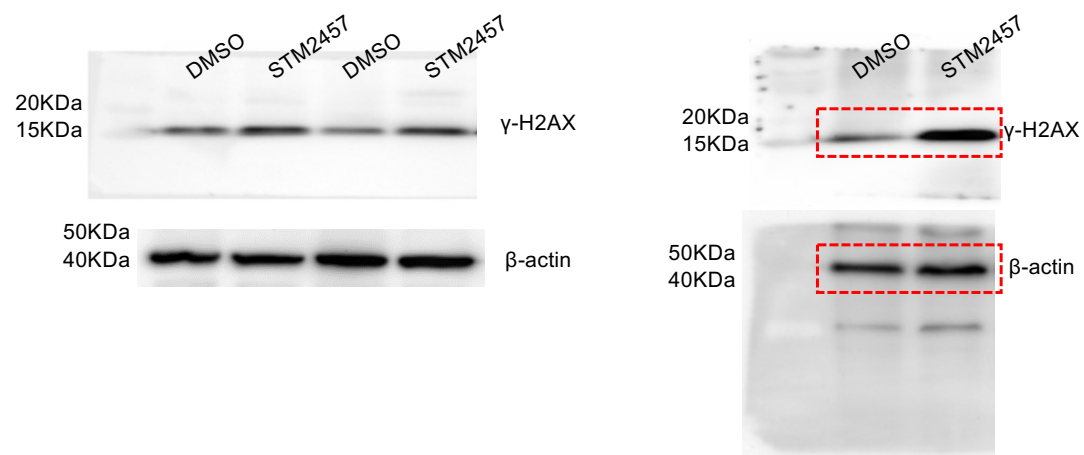

**Full unedited blot for Figure 6J**

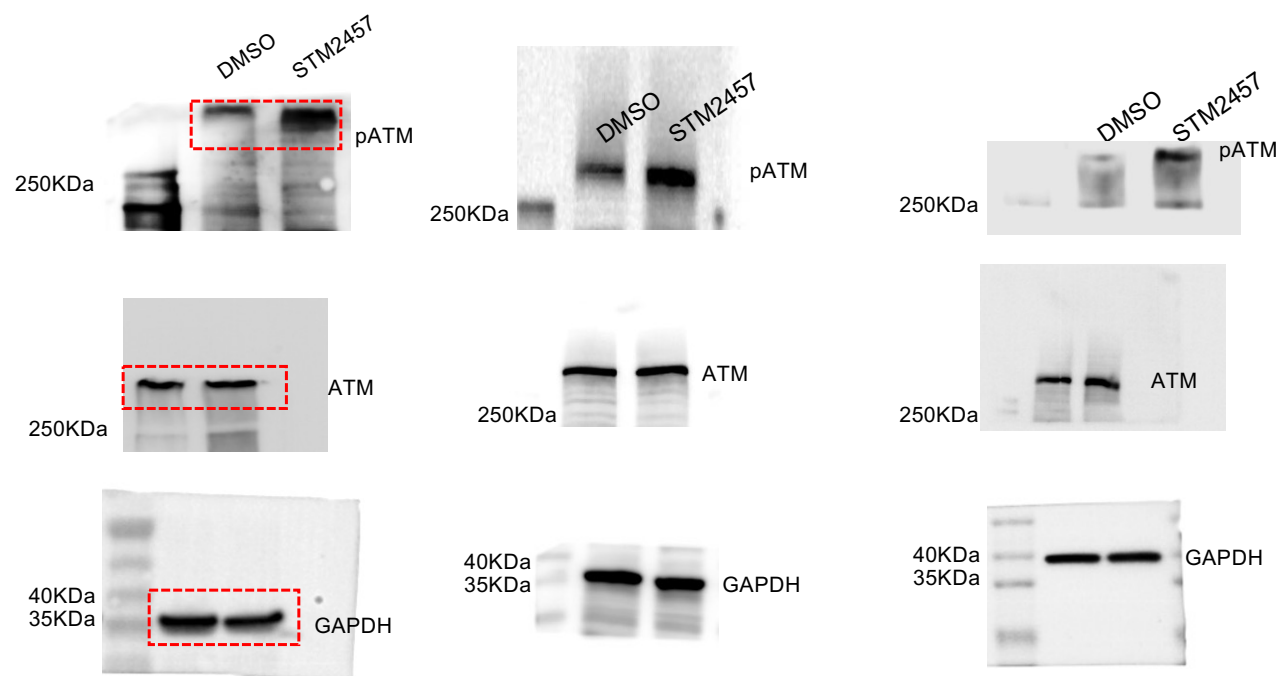

Full unedited blot for Figure 6J

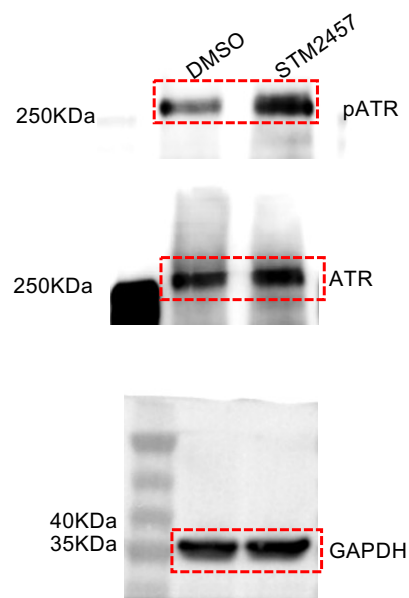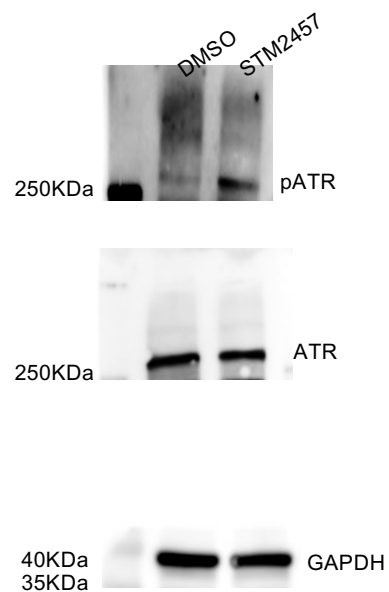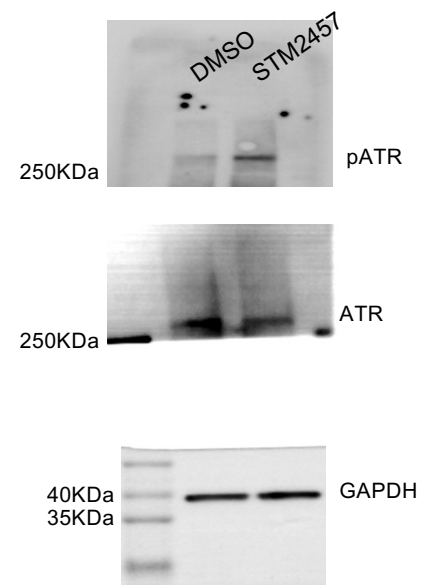

Full unedited blot for Figure 6J

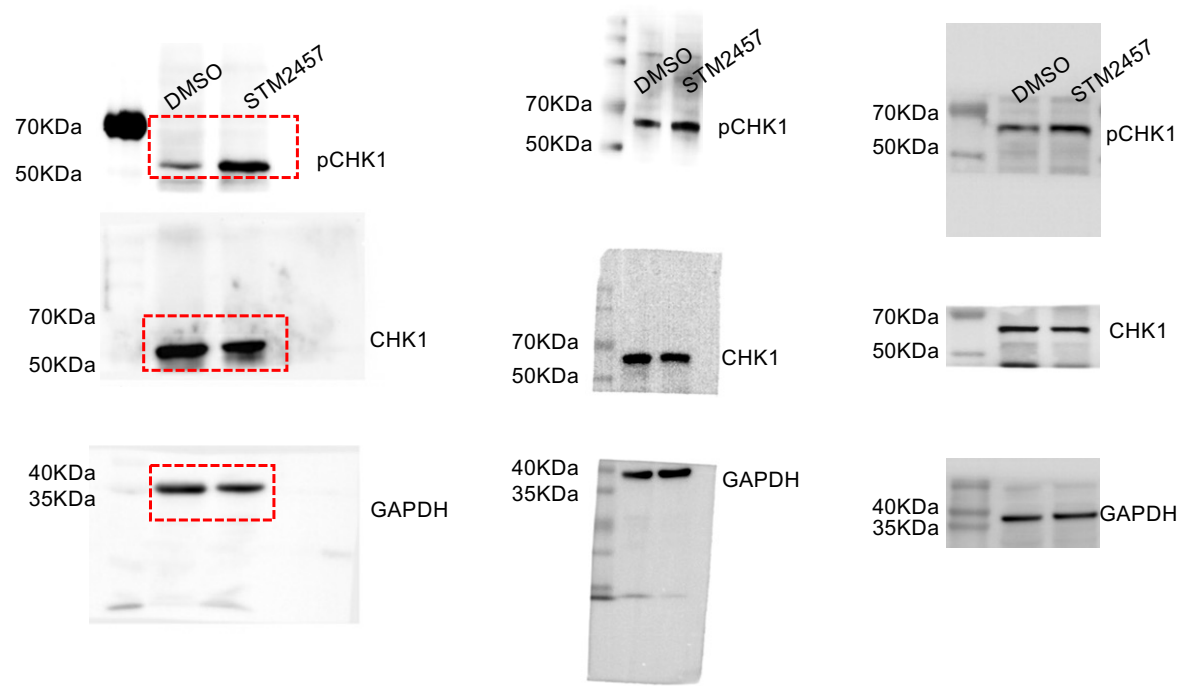

Full unedited blot for Figure 6J

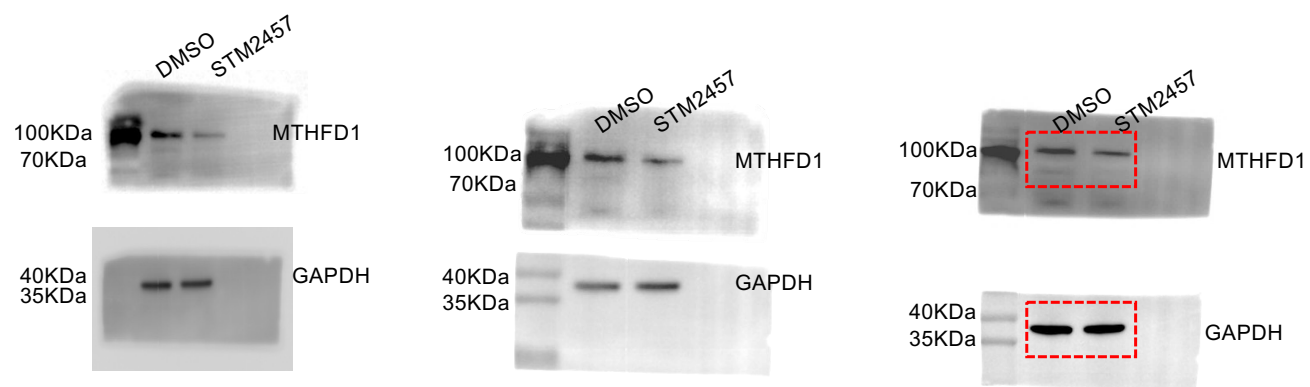

**Full unedited blot for Figure 6L**

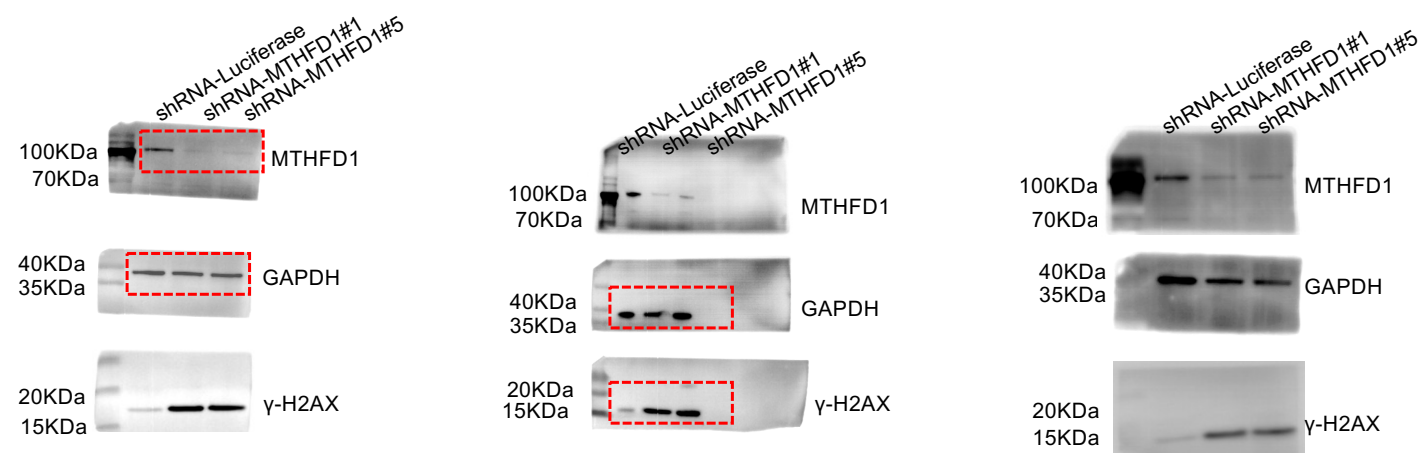

**Full unedited blot for Figure 7C and Figure 7G**

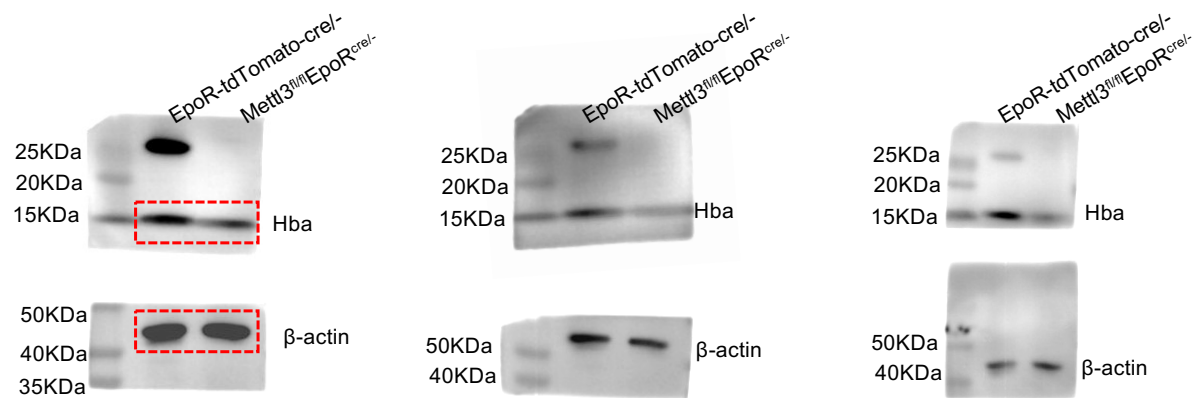

**Full unedited blot for Supplementary Figure 2F**

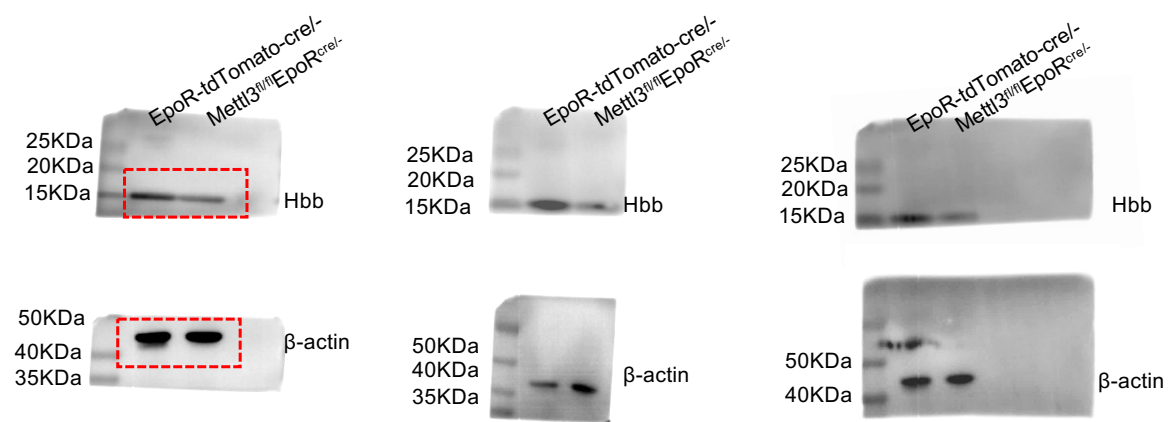

**Full unedited blot for Supplementary Figure 2G**

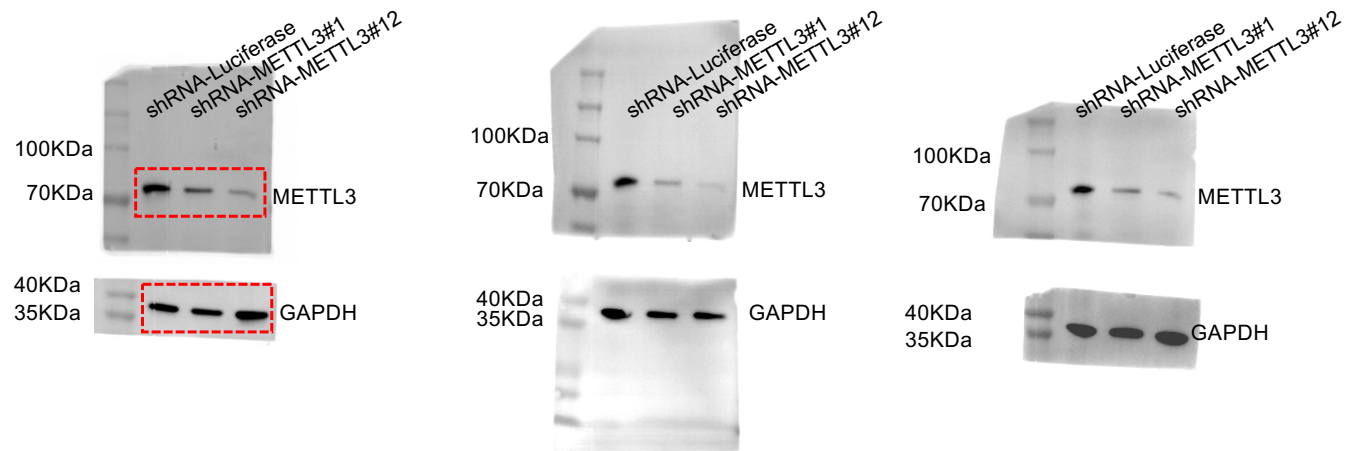

Full unedited blot for Supplementary Figure 10A

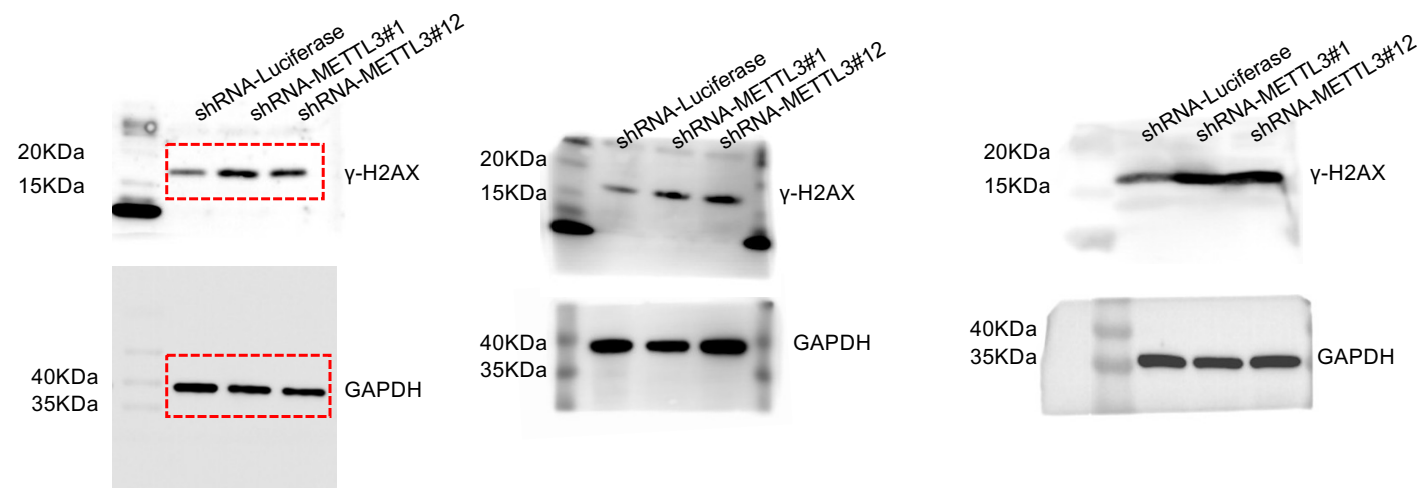

Full unedited blot for Supplementary Figure 10F

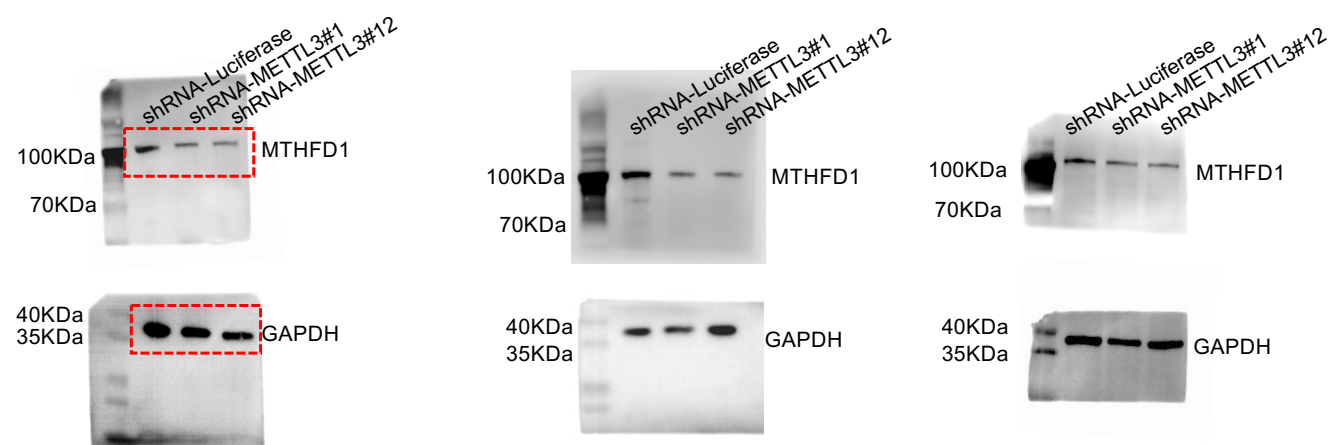

Full unedited blot for Supplementary Figure 10G

How the deposited data were processed for this re-analysis (not part of the article)

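RNA-seq libraries of control CFU-E cells (3) and of *Mettl3*-deficient CFU-E Kit-lo cells (3), and m6A IP (2) and input (2) libraries of control CFU-E cells, all sorted from mouse bone marrow, were analysed. Groups and replicate numbers were taken from the labels of the samples and the paper, and 16 samples were mapped in all, of which 10 had a column of values. The 6 ProE samples were not analysed here.

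For both experiments the authors filtered reads with fastp, quantified transcripts with Kallisto on the mm10 reference, merged them to genes with tximport and deposited the estimated counts per gene, without normalization and with one column per library. All deposited values were whole numbers, so rounding them changed nothing. The RNA-seq libraries were made by Smart-seq2. The IP and input libraries were made by SLIM-seq with a molecular identifier in the primer, whose use in the counting the paper's text does not state. The strand used in the counting is not stated either, so genes that share exons with another gene on the opposite strand are uncertain. Overlaps were taken from whole gene spans, introns included, and shared exonic bases were computed only for *Mettl3* and *Tox4*. PCR copies without molecular identifiers are not independent molecules, and replicate error rather than counting error sets the precision of the values.

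Library totals ran from 17429262 to 21329242 in control CFU-E, with a median of 18163121, and from 18698840 to 19987964 in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo, with a median of 19313314. Across genes, which are not independent replicates, log2 CPM correlated with r of 0.967 to 0.983 within the RNA-seq groups and 0.934 to 0.940 between them, and with r of 0.979 to 0.984 within and 0.939 to 0.951 between the m6A groups. Pairs of libraries with identical values numbered 0, and the chi-square per degree of freedom between libraries of a group was 10.2 to 44.0 in the RNA-seq and 44.5 to 68.9 in the m6A table, so no library was a copy of another. The biological coefficient of variation was 19.1% in the RNA-seq and 21.9% in the m6A libraries.

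The counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest), one fit for each experiment with its own libraries and no block. The standard error of a log2 fold change was derived as its absolute value divided by the square root of the F statistic. DEGs had a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p-value under 0.05. The m6A-modified genes had a log2 fold change of IP over input above 0 and an adjusted p-value under 0.05, and genes lower in IP were those below 0. Where every library of a group had no more than 3 counts, a fold is given as a lower bound against that floor. The paper used DESeq2 with filters on TPM. The deposited files hold no TPM, and a filter on TPM computed from the counts and annotated lengths was not run. DESeq2 1.42.0 was run as an alternative on the same genes.

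The genes named are *Mettl3*, the genes the paper names for these experiments in its text and in Fig. 4B, Fig. 4F and Fig. 5C, genes it names for other assays (*Kit*, *Alas2*, *Fech* and the globin genes), the 5 DEGs with the largest rise and the 5 with the largest fall at an average log2 CPM of at least 4 with complete separation of the groups, and the 5 m6A-modified genes with the largest enrichment under the same conditions. This rule, the tests, the lists of genes and most of the alternatives were fixed before the data were examined. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 14 lists, of which 4 are the groups of Fig. 4F, chosen by the study on these samples, and the others (p53 targets, de novo purine synthesis, pyrimidine and dNTP synthesis, folate and thymidylate metabolism, DNA replication, mitosis, late erythroid, early progenitor, macrophage and granulocyte genes) were written from general knowledge. Sets were also compared with 10000 random sets matched on mean expression in 20 bins, which treat genes as independent, unlike camera.

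Coordinates, transcript lengths and GC content come from the annotation of GRCm38, the build the authors name as mm10, in which 99.9% of the genes of either table were found by symbol. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

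The tests were first run on simulated counts, drawn from the means and totals of the real libraries with 200 genes changed by known folds. The changed genes were not of low abundance, their folds were well past the threshold, and they were far fewer than the real DEGs. Recovery of weak changes or of genes with low counts was therefore not tested. Of 11822 simulated genes in the RNA-seq design, edgeR recovered 200 of the 200 with 10 false calls and DESeq2 200 with 20. Of 11211 in the m6A design, edgeR recovered 189 (94.5%) with 5 false calls and DESeq2 193 with 13. A simulated list of 40 raised genes had a camera p-value of 4.8e-68 and a list of 40 unchanged genes one of 0.81. Genes were simulated independently of each other, so these values do not show how camera behaves on lists of correlated genes. The test against a fold of 2 called 100 of 100 simulated genes lowered far beyond that fold and 0 of 100 lowered exactly to it.

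The alternatives were DESeq2, other normalizations (DESeq2's size factors in edgeR, library size only, upper quartile, TMM without the globin genes), other filters on low counts (no filter, 1 CPM, 10 counts in every library), other thresholds (a test against the fold of 1.5, no fold, a fold of 2, adjusted p-values of 0.01, 0.1 and 0.2), the replicate number as a block, other tests of gene lists and each library left out in turn. For PCA, the overlap and the set of m6A-modified genes, leaving out each library, for that set also the test against random sets, and for the overlap also the m6A calls with the replicate block, were added after the data were seen. Enrichment of GO terms was not rerun. Supplemental Table 1 was held in part and was used for single genes only. Positions of m6A within a transcript and counts per exon were not analysed here.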

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

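The tests of the share of globin transcripts, of macrophage and granulocyte cells and of later erythroid cells in the Kit gate were chosen only after the results were seen, as was the two-sided form of the comparisons with random sets matched on length or GC content.

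A first signal appeared in genes the paper does not discuss. The late erythroid list holds 30 genes, all of which are expressed in these cells and were tested. Its median log2 fold change in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo was 1.07, with 30 of 30 higher, 21 of them upregulated DEGs by either adjustment, over all genes or adjusted over the list alone (camera, adjusted p = 1.2e-13 over the lists). The paper names some of these, such as the globin genes, and the 23 it does not name had a median of 0.81, between 0.010 and 2.19, with 23 of 23 higher, 15 upregulated DEGs and complete separation of the groups in 21, which chance gives for 10% of genes and 47.5% of all tested genes showed, and a p-value of 4.7e-10 from camera. Of the 10 splits of the 6 libraries into groups of 3, 1 gave a median of the list as far from 0, the real one, and the others gave 0.22 to 0.45. With 3 against 3 libraries this share cannot go below 0.1, so the splits alone do not decide. With a correlation between genes estimated from the libraries, camera gave the late erythroid list an adjusted p-value of 0.049, only just under the threshold.

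Several technical explanations are argued against by the tables. Globin transcripts took at most 0.391% of the counts of a library, too little to move other genes by such an amount, and with the globin genes left out of the counts the median of the rest of the list was 0.81. With all libraries subsampled to 17429262 counts the median was 1.07 and 9 lists were called. After subtraction of the trend of all tested genes with transcript length and GC content it was 1.01, where 95% of matched random lists stayed under 0.14. Macrophage or granulocyte cells as a source would raise their abundant transcripts together. The summed level of both lists, in CPM of the library totals without TMM, was 35.0 CPM in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo, at 29.9, 32.5 and 42.6 CPM, below the 53.6, 44.7 and 45.0 CPM of the control libraries. This fall rests on *Mpo*, without which the sums overlapped, at 26.2, 31.4 and 32.4 CPM against 30.8, 25.3 and 29.5 CPM. The late erythroid list, summed in the same way, rose from at most 5422 CPM in a control library to at least 11020 CPM, a gain far above the whole level of these markers. Of these lists, 9 of 14 macrophage genes had a median of 0.13 (adjusted p = 0.62), with 1 downregulated DEG over all genes, *C1qa*, that is not called when adjusted over the list alone, and the median changed to -0.34 without CFU-E Kit-lo replicate 3, to -0.18 without control replicate 2, to 0.059 without control replicate 1 and to 0.38 without control replicate 3. For granulocytes, 4 of 12 genes were tested, 2 higher and 2 lower (adjusted p = 1.0), with 1 DEG up (*Ngp*) and 1 down (*Mpo*) over all genes and 1 up and 2 down when adjusted over the list alone, and their median was -0.77, from -0.92 without CFU-E Kit-lo replicate 2 to 1.29 without control replicate 1. The most abundant granulocyte transcripts were *Mpo*, at 19.2 CPM in control CFU-E and 5.03 CPM in the libraries labelled *Mettl3*-deficient, and *Prtn3*, at 6.58 and 8.71 CPM, and the most abundant macrophage transcript was *Cd68*, at 4.17 and 4.76 CPM.

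What stays open is the make-up of the sorted cells. The gate of low Kit may hold later erythroid cells, and the median of 1.07 is what both a share of such cells and a change within CFU-E cells would give. These cannot be told apart with the libraries analysed, since no control CFU-E library with low Kit is among them. The genotype, which the design names, also stays open, as untested, and *Mettl3* mRNA was not lower in the libraries labelled *Mettl3*-deficient.

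A second signal appeared in genes that the paper does not discuss, those lower in IP than in input. Of the 833 such genes tested in both tables, 144 were among the 1331 upregulated DEGs, where 102.9 would be by chance, an odds ratio of 1.54 (95% confidence interval 1.27 to 1.87, two-sided Fisher's exact test, p = 1.8e-05). Among the downregulated DEGs there were 83, an odds ratio of 0.95 (two-sided Fisher's exact test, p = 0.68), and the difference between these odds ratios was not tested. Of the 10 splits of the RNA-seq libraries, 1 shared as many genes, the real one, which 3 against 3 libraries leave undecided. As a set, the genes lower in IP had a median log2 fold change of 0.090 in the RNA-seq libraries, with a p-value of 0.19 from camera and of 0.0012 against expression-matched random sets.

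Transcript length is argued against, since sets matched on expression and length shared 108.2 genes on average, with a p-value of 0.00020, the smallest these sets can give. Leaving out the late erythroid list kept the odds ratio at 1.56. GC content stays open. Genes lower in IP had a median GC content of 53.5% and upregulated DEGs of 52.4%, against 49.1% of all genes tested in both tables, and sets matched on expression and GC content shared 125 genes on average, with 95% of them between 107 and 144. The two-sided p-value, 0.056, leaves GC content as a possible explanation of much of the overlap. In the one-sided form in which the test was first chosen it was 0.028, so the reading rests on that choice. A biological link between low enrichment in IP and a rise in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo is a hypothesis that was not tested apart from these comparisons.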

How the results depend on the processing

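For PCA, the overlap and the set of m6A-modified genes, the fits that each left out one library, for that set also the test against random sets, and for the overlap also the m6A calls with the replicate block, were chosen only after the data were seen.

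Of 28 main results, 310 values under the alternatives stayed, 25 moved, 9 changed direction, 5 became weaker and 2 stronger. A count of genes or lists stayed if within 1.5 times the main value, and other values if on their side of the threshold or within their spread. By this wide limit 1980 DEGs at an adjusted p-value of 0.01 and 608 genes lower in IP with library size only stayed. The overlap with upregulated DEGs, a different set, is also among the 310. Where a cause is not named, the cause was not tested. The number of DEGs stayed between 2424 and 2709 under DESeq2, the other normalizations and filters and the replicate block, and between 2180 (without control replicate 3) and 2726 in the fits that each left out one library, with 0 genes called in the opposite direction among those shared with the 2631. By their construction, other thresholds changed it. The test against a fold of 1.5 gave 1147 DEGs (665 up, 482 down), a fold of 2 gave 1360 (748 up, 612 down), and no fold threshold gave 4128 (2104 up, 2024 down). Across genes, the deviations of RNA-seq libraries with the same replicate number from their group means correlated with r of 0.034, -0.017 and -0.072, so the number does not pair these libraries. In the m6A libraries r was 0.205, a single value for 2 libraries per group, and the paper's text does not state whether IP and input of one number came from the same RNA, so whether the number pairs them is not settled. The m6A results given at the claims are from the fit without the block.

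The first principal component held 71.0% of the variance with the 500 most variable genes, 56.3% with a prior count of 0.5 and 49.0% with genes scaled to unit variance, and from 56.6% to 63.2% in the fits that each left out one library. The number of m6A-modified genes was 1783 with the replicate block, 1468 at an adjusted p-value of 0.1, 2273 at 0.2 and 1969 at an unadjusted p-value under 0.05, and the number of genes lower in IP was 1755 with the replicate block, 1922 at 0.2 and 1696 at the unadjusted p-value. The looser thresholds add genes by construction, and leaving out a library of 4 left a single library in a group, so no call was made.

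The overlap of m6A-modified genes with downregulated DEGs was 172 with the m6A calls of the replicate block (odds ratio 0.94, 95% confidence interval 0.79 to 1.12, two-sided Fisher's exact test, p = 0.49), 137 at an adjusted p-value of 0.1, 217 at 0.2 and 161 with the list of Supplemental Table 3, and from 72 to 92 in the fits that each left out one library. Its log2 odds ratio was -0.041 and changed sign, at no p-value under 0.05, with the list of Supplemental Table 3 (0.039), with DESeq2 for both calls (0.036) and against expression-matched random sets (0.014, as log2 of the ratio to their mean), and it ran from -0.21 to 0.21 in the fits that each left out one library. The set of m6A-modified genes had a median of -0.060 and a p-value of 0.20 with camera and of 0.0042 against expression-matched random sets, which treat genes as independent, and a median from -0.076 to -0.039 in the fits that each left out one library, the latter without CFU-E Kit-lo replicate 3.

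With a correlation between genes estimated from the libraries, 4 lists were called in place of 9, each with an adjusted p-value of 0.049 from camera. De novo purine synthesis (median -0.31), DNA replication (0.15), and the Fig. 4F genes of the DNA damage response (0.88), nucleotide biosynthesis (-0.97) and apoptosis (0.73) then had adjusted p-values of 0.33, 0.30, 0.052, 0.12 and 0.071. With fry the mitosis list (0.12) was called, with an adjusted p-value of 0.026. The direction camera gives for the granulocyte list, of which 4 genes were tested, changed with library size only (median -0.73), and its median ran from -0.92 (without CFU-E Kit-lo replicate 2, where the direction also changed) to 1.29 in the fits that each left out one library. The log2 fold change of *Mettl3* ran from -0.12 to 0.0027, the latter without CFU-E Kit-lo replicate 3.

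*Mettl3* and *Mthfd1* in the RNA-seq libraries and *Mthfd1* and *Kit* in the m6A libraries are counted among the main results, where the RNA-seq value of *Mettl3* changed direction as given above. Of the 74 values of other named genes in the RNA-seq libraries, none changed direction under any alternative run, 15 comparisons became weaker and 14 stronger, and 1069 kept their side of the threshold. Of the 68 of others in the m6A libraries, 9 comparisons with a test changed direction, all near 0. With library size only, which shifts all genes by 0.16 in the median, the log2 fold change of IP over input was 0.034 for *Pcna*, 0.060 for *Suclg2*, 0.0056 for *Hba-a2* and 0.048 for *Car1*. With DESeq2 it was -0.0060 for *Casp9* and -0.023 for *Fam210b*, with DESeq2's size factors in edgeR -0.0059 and -0.022, and with the replicate block -0.00042 for *Fam210b*. In addition 9 became stronger, all with the replicate block, 3 weaker and 2 moved. With a single m6A library left out, a group held a single library and no test was run. In these fits 18 values of 12 of these genes, and that of *Kit* (-0.042 without input replicate 2), also changed sign. They did so by less than the spread between replicates and are counted as within it. *Dpy19l3* was near the threshold of the m6A calls, with an adjusted p-value of 0.052 with DESeq2 and from 0.038 to 0.052 over its alternatives of test, normalization and filter. With the replicate block the adjusted p-value in the m6A libraries was 0.019 for *Dpy19l3*, 0.00031 for *Mthfd1* and 0.10 for *Kit*.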

Differences from the paper's values

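The paper reports 1523 m6A-modified genes, and the counts gave 904. Of the alternatives set before the data were examined, DESeq2 (1023), an adjusted p-value of 0.1 (1468) or 0.2 (2273), an unadjusted p-value under 0.05 (1969) and the replicate block came within 1.5 times the paper's number, and DESeq2's size factors in edgeR (912), library size only (934), no filter (886) and a mean of 1 CPM in the input (933) did not. In the paper's Supplemental Table 3, 993 of the 1523 listed genes have an adjusted p-value under 0.05, and the largest is 0.158.

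Of 44 genes compared with the part of Supplemental Table 1 held here, 2 differed. The log2 fold change of *Pole* was 0.30 against the paper's 0.63 and that of *Mdc1* was 0.90 against the paper's 0.68. None of the alternatives set before the data were examined closed these gaps.

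Of 23 genes compared with Supplemental Table 3, 6 differed in the log2 fold change of IP over input. *Dpy19l3* was at 1.73 against the paper's 2.16, and came within the spread with library size only (1.90), without input replicate 1 (1.84) and without IP replicate 2 (1.79). *Extl3* was at 1.34 against the paper's 0.58, and came within it without input replicate 2 (1.06) and without IP replicate 1 (1.06). *Map3k1* was at 4.11 against the paper's 2.38, and came within it without input replicate 1 (3.45) and without IP replicate 1 (3.47). *Mtr* was at 0.78 against the paper's 0.51, *Gsk3b* at 4.71 against the paper's 3.96 and *Zbtb38* at 3.09 against the paper's 0.61, and for these none of the alternatives set before the data were examined closed the gap.

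The paper states that *Mettl3* mRNA was absent from the erythroid cells of the deficient mice, measured by PCR (Fig. 1B), and in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo it was at 117 ± 9.52 CPM (SD, n = 3) against 123 ± 7.43 CPM in control CFU-E. That PCR was run on erythroid cells, whereas the counts cover the whole gene in sorted CFU-E Kit-lo cells. The paper also reports loss of the Mettl3 protein and less global m6A in erythroid cells. In *Mettl3*-deficient CFU-E cells it reports less m6A on *Mthfd1* mRNA. The paper lists *Pole*, *Pcna*, *Brca1*, *Bad* and *Casp9* among upregulated genes, and here their log2 fold changes were 0.30, 0.40, 0.27, 0.39 and 0.45 and none was a DEG. Without a fold threshold *Pole* was called (adjusted p = 0.026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without control replicate 3 *Casp9* was called. The paper plots *Idh1* among the downregulated m6A-modified genes, and here it was a DEG only without control replicate 1. *Mtr* and *Adal*, plotted with it, were not m6A modified here. *Mtr* was called at an adjusted p-value of 0.1 and 0.2, at the unadjusted p-value and with the replicate block, and *Adal* at 0.2 and at the unadjusted p-value. The paper states that *Mthfd1* was the most downregulated gene, and here it ranked 451 among the downregulated DEGs by the size of the fall, and 2 of the 10 genes of Fig. 5C, after *Dpy19l3*. By the adjusted p-value, the kind of ranking that the legend of Fig. 5C names, it ranked 1 of the 10.

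The sequence of 114 bases that the paper's supplement lists as the wild-type *Mthfd1* 3′UTR of its reporter has 1 exact match in GRCm38, on chromosome 10 from 4155777 to 4155890 on the plus strand, in 2 transcripts of *Mthfd1l* and in none of *Mthfd1*. The primers the paper lists for *Mthfd1* match *Mthfd1*.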

Other observations

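The tests of exchanged libraries, of admixed control cells, of transcripts lacking deleted exons, of escaped cells, of a minority of later cells and of the Kit gate were chosen only after the result was seen, as were the two-sided form of the tests on length and GC content, the form of the test of a minority and the reading of the overlap with *Tox4* as open.

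*Mettl3* mRNA was not lower in the libraries labelled *Mettl3*-deficient CFU-E Kit-lo. Exchanged libraries are argued against by *Kit*, whose log2 fold change of -3.44 has the direction of the gate. Admixed control CFU-E cells are argued against as well, since the libraries held 11.4%, 8.88% and 7.35% of the control level of *Kit* and 95.3%, 103% and 87.7% of that of *Mettl3*. Reads of *Tox4* stay open, because 18.4% of the exonic bases of *Mettl3* are shared with it and the counting strand is not stated, and so do transcripts that lack the deleted exons and are still counted as *Mettl3*, and cells with low Kit that escaped deletion, as the log2 fold change of -0.068 at the gene level is what either may give. These cannot be told apart with counts per gene. *Tox4* itself had a log2 fold change of 0.080 (standard error 0.092, adjusted p = 0.55 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Deletion of *Mettl3*, the genotype of the design, was thus not measured by these counts.

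Of the 10 splits of the 6 RNA-seq libraries into groups of 3, 1 gave as many DEGs, the real one, and 1 gave as many called lists, the real one with 9, where the others gave 1 to 7. With 3 against 3 libraries the share cannot go below 0.1, so the splits do not decide. DNA carried over from another strain around the targeted genes is argued against as a source of the DEGs. Within 10 Mb of *Mettl3* 28 of 147 tested genes were DEGs (19.0%), and within 10 Mb of *Epor*, where Cre was inserted, 19 of 109 (17.4%), against 22.0% elsewhere for each (two-sided Fisher's exact tests, the smaller p doubled, 0.591). The genotype stays open as the cause, and so does the Kit gate.

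Early progenitor genes were lower in the libraries labelled *Mettl3*-deficient. Of 16 genes 14 were tested, with a median of -0.75 and 12 lower (camera, adjusted p = 2.0e-05 over the lists), 7 downregulated DEGs and 7 when adjusted over the list alone. The adjusted p-value from camera was 0.049 with a correlation between genes estimated from the libraries. The median ran from -1.07 to -0.67 with each library left out. Of the 10 splits 1 gave a median as far from 0, the real one, with 0.22 to 0.46 in the others, which leaves it undecided. Library size is argued against by a median of -0.95 over 13 genes with all libraries subsampled to 17429262 counts. Later erythroid cells that give a minority of the counts, beside unchanged CFU-E cells, are argued against. In such a mixture unchanged CFU-E cells would give the larger part of the counts and no gene would fall below the level that a fold of 2 marks. RNA per cell was not measured, so this concerns shares of the counts and not of the cells. Tested against a fold of 2 by edgeR's glmTreat with Benjamini-Hochberg adjustment over all 11979 tested genes, 203 genes were lower than that, 97 of them with an average log2 CPM of at least 4. Among the 13 early progenitor genes tested other than *Kit*, 3 were, *Gata2*, *Myb* and *Muc13*, all at that average. Over the other normalizations and with each library left out in turn, 132 to 230 genes were below the level. Of the list 3 or 4 were, of which 2 (without control replicate 1 or 3) to 4 were at that average. The reading required at least 3 list genes at that average, a limit set after their fold changes were seen. This limit was met exactly in the main fit and was not met without control replicate 1 or 3. Earlier forms of this test gave opposite readings, as 317 downregulated DEGs with an upper 95% limit below the level exceeded 2.5% of the downregulated DEGs (29.5) and not 5% of all tested genes (599). A majority of later cells, a minority of later cells that gives most of the counts, or later cells beside CFU-E cells that themselves changed, stay open. The Kit gate in place of the genotype also stays open, because control CFU-E libraries with low Kit among those analysed numbered 0, and the list includes *Kit* itself.

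The p53 targets were higher in 1 of the 10 splits by as much, the real one, with medians of 0.13 to 0.32 in the others, which is undecided with 3 against 3 libraries. Genes that the study picked from these libraries are argued against as the whole source, since without them the median was 0.69.

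The m6A-modified genes as a set had a median of -0.060 with a p-value of 0.20 from camera, and 2 of the 10 splits gave one as far from 0, with 0.079 as the largest of the others. Transcript length is argued against as the source, with a p-value of 0.0016 against sets matched on expression and length, and of 0.0008 in the one-sided form first chosen. GC content stays open as a possible explanation, with a mean median of -0.037 in sets matched on expression and GC content and a p-value of 0.218, or 0.109 in the one-sided form. The m6A-modified genes had a median GC content of 45.8% and the genes tested in both tables 49.1%. The list of Supplemental Table 3 had a median of -0.064 and a p-value of 0.13 from camera.

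Some genes were singled out after their values were seen. In the libraries labelled *Mettl3*-deficient, the log2 fold change was 1.41 for *Mthfd2*, 1.41 for *Tk1*, -0.39 for *Mthfd1l* and 0.59 for *Epor*. *Alas2* was at 5.58 and *Fech* at 0.46, and the globin genes were higher as well. The paper reports lower levels of *Alas2*, *Fech* and globin genes in erythroblasts, a condition that was not analysed here.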
